# TRAP5 Inhibition Targeting Scar‐Associated Macrophages Ameliorates Acute Kidney Injury to Chronic Kidney Disease Transition

**DOI:** 10.1002/advs.202519855

**Published:** 2026-03-03

**Authors:** Chenxi Wang, Yaodong Gu, Wen Du, Lin Xie, Jinwei Quan, Yu Zhao, Ye Cheng, Zhaonan Wei, Yuanyuan Sha, Yi Wang, Dechao Xu, Xiang Gao, Min Chen, Xiangchen Gu

**Keywords:** ACP5/TRAP5, AKI to CKD transition, Aristolochic Acid I, Macrophage, single‐cell RNA sequencing

## Abstract

The transition from acute kidney injury (AKI) to chronic kidney disease (CKD) lacks effective therapies. Using a murine aristolochic acid I model (AAI), followed by a 2 week remodeling phase, we mapped macrophage states across the AKI to CKD transition. Single‐cell RNA sequencing of kidneys from control, acute, and remodeling stages profiled 39 345 cells spanning 18 clusters. Macrophage subclustering and trajectories revealed emergence of scar‐associated macrophages (SMs) marked by high Acp5 (encoding tartrate‐resistant acid phosphatase 5 (TRAP5)) and enriched during the remodeling phase. Cell–cell communication highlighted a dominant Spp1–Cd44 axis driving SM activation. Immunofluorescence confirmed TRAP5^+^CD68^+^ macrophage accumulation in multiple murine CKD and human CKD biopsies.

Functionally, pharmacological TRAP5 inhibition conferred robust protection against AKI–CKD transition. TRAP5 blockade initiated in the AKI phase markedly attenuated fibrosis, inflammation, and renal dysfunction in both AAI and ischemia‐reperfusion injury (IRI) models; while preinhibition similarly mitigated unilateral ureteral obstruction (UUO)‐induced fibrosis. In bone marrow‐derived macrophages (BMDMs), TRAP5 blockade abrogated osteopontin (Spp1)‐driven metabolic and profibrotic reprogramming.

In conclusion, TRAP5^+^ scar‐associated macrophages are disease‐promoting effectors of maladaptive remodeling in AKI–CKD transition. Targeting TRAP5 not only suppresses profibrotic macrophage activation but also protects renal structure and function across multiple models, establishing TRAP5 inhibition as a promising therapeutic strategy to halt CKD progression.

## 1 Introduction

Acute kidney injury (AKI) is a sudden loss of renal function, leading to the accumulation of metabolic waste, water, and electrolytes [1]. AKI significantly increases the risk of progression to chronic kidney disease (CKD), a state of irreversible renal damage characterized by fibrosis and declining kidney function, and ultimately to end‐stage renal disease (ESRD). Thus, the AKI to CKD transition represents a critical challenge in nephrology, contributing substantially to healthcare burden and patient morbidity.

Recent studies have identified multiple intrinsic mechanisms contributing to the AKI to CKD transition, including mitochondrial dysfunction [2], metabolic reprogramming [3], and ferroptosis [4] mediated renal tubular injury. Alongside these intrinsic pathways, immune‐mediated mechanisms, particularly involving macrophages, play essential roles in modulating renal inflammation, tissue repair, and fibrosis [5, 6]. During AKI, proinflammatory macrophages release cytokines and chemokines that exacerbate renal inflammation. Persistent activation of these macrophages can lead to chronic inflammation, resulting in tissue scarring and contributing to CKD development [7]. Despite these advances, the complex and coordinated interactions among macrophages and renal resident cells during AKI to CKD progression remain incompletely defined.

Single‐cell RNA sequencing (scRNA‐seq) has profoundly advanced our understanding of cellular dynamics by enabling comprehensive profiling of heterogenous cell populations and their functional states [8, 9, 10]. Previous scRNA‐seq studies have indicated sustained populations of Mincle‐high neutrophils and macrophages as key drivers of chronic inflammation and fibrosis through TNF‐α signaling pathways [11]. More recently, distinct macrophage subsets such as CD38hi macrophages have been implicated in mediating NAD^+^ metabolism, promoting tubular cell senescence and renal fibrosis, suggesting metabolic modulation of macrophages as a therapeutic strategy [12]. Nevertheless, most mechanistic insights arise from studies using ischemia‐reperfusion injury (IRI) models. Although IRI can trigger AKI and drive AKI to CKD transition, its reperfusion‐driven oxidative and inflammatory injury captures only a part of etiologic spectrum underlying progressive human kidney remodeling postinjury. Moreover, several studies performed scRNA‐seq on macrophages presorted by flow cytometry. While this approach enhances myeloid resolution, it limits our assessment on cross‐talk between macrophages and other immune and resident renal cells. Finally, despite revealing novel subclusters and candidate signaling axes, in vivo‐validated therapeutic targets remain scarce. These gaps motivate broader models and integrative single‐cell analyses to resolve multicellular interactions and identify druggable pathways.

To address these gaps, we applied scRNA‐seq to a well‐established murine model of AKI to CKD transition induced by aristolochic acid I (AAI). In this model, repeated AAI exposures induce recurrent tubular injury, and subsequent AAI withdrawal initiates partial recovery followed by fibrotic remodeling and the development of CKD [13, 14, 15]. Using scRNA‐seq, our study specifically aims to identify critical macrophage subpopulations and elucidate their dynamic interactions throughout disease progression, thereby revealing novel therapeutic targets with the potential to mitigate CKD progression.

## 2 Results

### 2.1 Cellular Landscape Reveals Dynamics during the Transition from AKI to CKD

To investigate the cellular dynamics during the transition from AKI to CKD, we established a murine model of AAI‐induced nephropathy. As depicted in Figure 1A, mice received AAI injection (3 mg/kg) and kidney tissues were harvested at 3 time points: baseline (control, CON), 2 weeks post‐AAI injection (AKI phase), and 4 weeks after initial injection (remodeling phase, following 2 weeks of AAI withdrawal). Single‐cell RNA sequencing was performed using the 10 × Genomics platform.

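The data are kidney cells from 5 libraries: 1 control library (CON 1, week 0), 2 of the AKI phase (AKI 1 and AKI 2, week 2) and 2 of the CKD phase (CKD 1 and CKD 2, week 4). Aristolochic acid I, a plant toxin that proximal tubular cells take up and that damages their DNA, had been injected at 3 mg/kg every 3 days for 2 weeks. Each transcript caught in a droplet carries a unique molecular identifier (UMI), so that the UMIs of a gene count its molecules. The deposited values are the authors' raw UMI counts per gene and cell barcode, made with Cell Ranger, and still hold barcodes that the study's limits on mitochondrial reads and gene number remove. CON 1 held 14958 barcodes with a median of 5207 UMIs, AKI 1 held 12601 with 3984, AKI 2 held 12430 with 4057, CKD 1 held 22034 with 3329 and CKD 2 held 10873 with 5644. Mitochondrial transcripts took more than 30% of the UMIs in 5790 barcodes of CON 1 and in 1366 to 2720 barcodes of each other library. Counts were summed over the cells of a type in each library and tested with edgeR, with libraries and not cells as the replicates. The gene lists, the markers of cell types, the main tests and their thresholds were chosen before the data were examined. The handling of clusters with a mixed profile and of barcodes shared between libraries was chosen afterwards. So were some alternatives and some tests of explanations, named as such at the end. The kidney classes fixed beforehand held osteoclasts and no class of scar-associated macrophages (SM), which was added from the study's markers. The labels do not say whether the libraries of a phase come from separate animals, so a p-value measures only the spread between these libraries. A comparison with CON 1 takes that single library to vary as much as the others do.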

**FIGURE 1:**
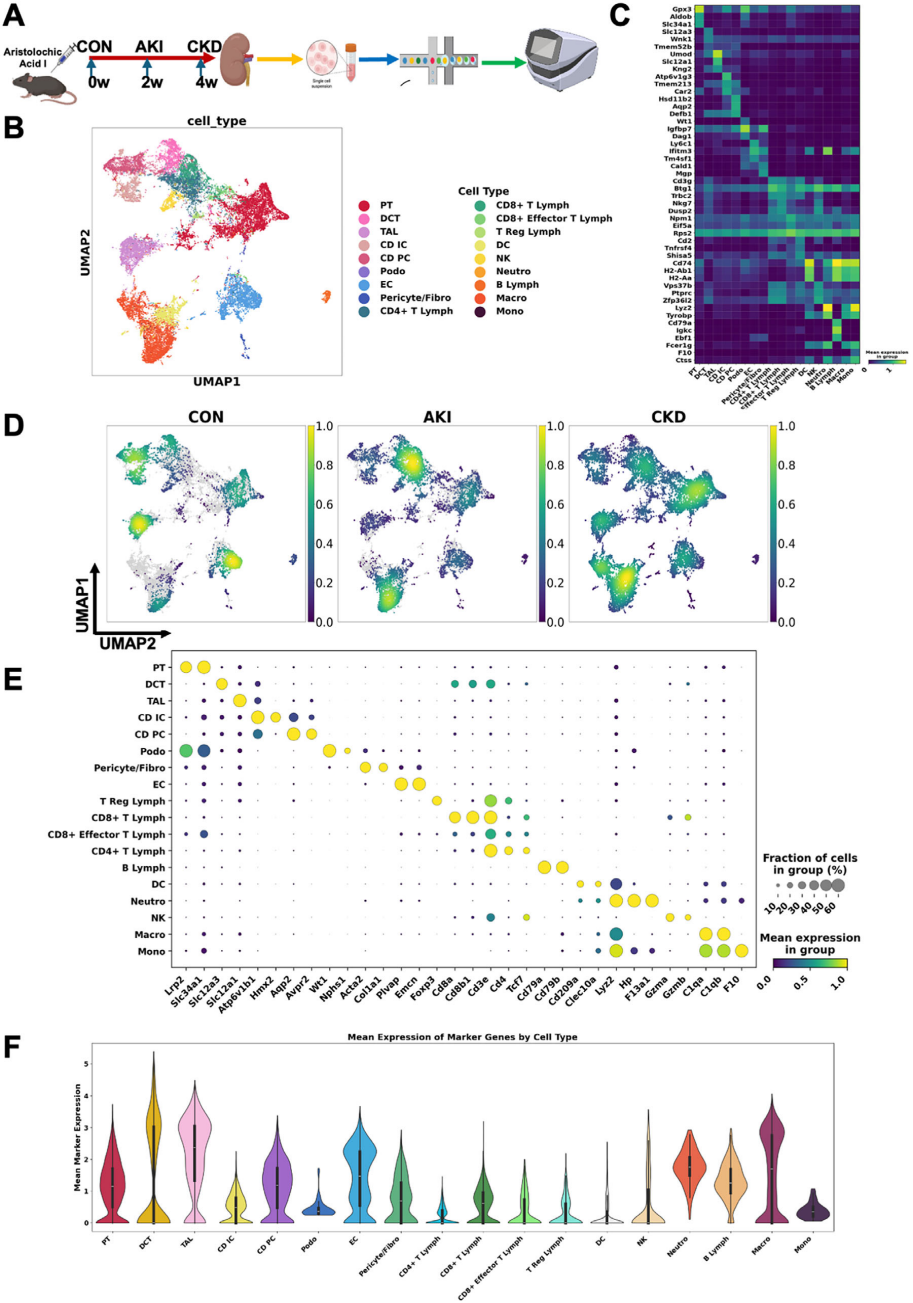
Single‐cell atlas of the kidney across AAI‐induced AKI to CKD transition. (A) Schematic overview of experimental design showing the timeline of Aristolochic Acid I (AAI) administration in mice. Mice were sacrificed at control (CON), acute kidney injury (AKI, 2 weeks), and chronic kidney disease (CKD, 4 weeks) time points for single‐cell transcriptome analysis. (B) UMAP visualization of all sequenced kidney cells, showing cell‐type heterogeneity, including macrophages, T cells, B cells, tubular epithelial cells, and fibroblasts, colored by cell identity. (C) Heatmap of mean normalized expression for selected marker genes across annotated kidney cell populations from scRNA‐seq. Columns denote cell types/subsets (e.g., PT, TAL/LOH, DCT, CD‐PC/IC, podocytes, endothelium, fibroblasts, macrophages, B cells, T/NK), rows are genes; color scale shows low (purple) to high (yellow) expression. (D) UMAP density plots for CON, AKI, and CKD, showing changes in cell density and microenvironmental composition as injury progresses. (E) Bubble plots illustrate key marker gene expression across kidney cell subpopulations. Dot size indicates the fraction of cells expressing the gene; color represents mean expression, highlighting cell identity and activation state. (F) Violin plots show the per‐cell mean expression of curated marker‐gene sets (Methods) for each annotated population.

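Cells with more than 30% mitochondrial UMIs or fewer than 200 genes were left out, and the cells with the highest Scrublet doublet scores were removed at a rate of 0.8% per 1000 cells. This left 53718 cells and 22073 genes seen in at least 3 of them. CON 1 contributed 8496 cells, AKI 1 10199, AKI 2 9910, CKD 1 16330 and CKD 2 8783. The median depth after the limits on mitochondrial UMIs and genes was 3749.5 UMIs in CON 1, 3905 in AKI 1, 4050.5 in AKI 2, 3151 in CKD 1 and 5774 in CKD 2. CellBender, scDblFinder and scVI, which the study used, were not run.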

Following rigorous quality control, we analyzed 39 345 individual cells from kidneys of wild‐type mice subjected into AAI injection. The data was normalized, clustered, and subjected to dimensionality reduction via Uniform Manifold Approximation and Projection (UMAP), identifying 18 unique cell‐type clusters (Figure 1B). These clusters were annotated based on canonical marker gene expression [16], encompassing all major renal resident and immune cell populations, including proximal tubular cells (PT), distal convoluted tubule cells (DCT), thick ascending limb cells (TAL), collecting duct intercalated cells (CD IC), collecting duct principal cells (CD PC), podocytes (Podo), pericytes/fibroblasts (Pericyte/Fibro), endothelial cells (EC), and multiple immune subtypes: CD4^+^ T lymphocytes, CD8^+^ T lymphocytes, T regulatory cells (Treg), dendritic cells (DC), natural killer cells (NK), neutrophils (Neutro), B lymphocytes, macrophages (Macro), and monocytes (Mono) (Figure 1B). 

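Leiden clustering at resolution 1 gave 41 clusters, of which 28 took the name of a kidney, stromal or immune cell class from at least 3 of its markers. They fell into 15 classes, with T lymphocytes, marked by Cd3e and Trbc2, as the class with most cells. T lymphocytes made up 14.5% of CON 1, 55.0% of AKI 1, 55.2% of AKI 2, 25.1% of CKD 1 and 62.7% of CKD 2. Different clusters held most of them: 1033 of the T lymphocytes of CON 1 lay in a cluster led by Lef1 and Tcf7, which naive T cells express. The number depends on the naming: CON 1 had 1234 T lymphocytes here and 170 with no doublets removed. A cluster led by Foxp3 and Ikzf2, factors of regulatory T cells, held 10 cells of CON 1, 476 of AKI 1, 587 of AKI 2, 135 of CKD 1 and 276 of CKD 2. Tubular classes held 46.6% of CON 1, 12.9% of AKI 1, 10.7% of AKI 2, 13.2% of CKD 1 and 7.55% of CKD 2. A cluster of 854 cells led by Ctsk, Mmp9 and Acp5 was named SM-like and counted with the macrophages. The SM class was added to the classes fixed beforehand, with a rule that can prefer it over osteoclasts. In 6 clusters the markers of other lineages reached more than 0.5 of their mean level in the library, and these were kept apart as mixed. They held 42.1% of the cells of CKD 1 and between 0.141% and 1.44% of each other library, and 830 of the 837 cells of a mixed cluster with Acp5, Ctsk and Mmp9 were from CKD 1. Another 7 clusters, with 4.14% to 13.1% of the cells of a library, met no class's criteria.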

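Each class stood apart by transcripts that define its lineage, given here in CPM (a gene's UMIs scaled to a common total of the class) for CKD 1 and CKD 2. Nkg7, a granule protein of cytotoxic cells, reached 1122 and 969.9 CPM in NK cells and 75.3 and 32.3 in B lymphocytes. Cd79a, a chain of the B cell receptor, reached 1759 and 1992 CPM in B lymphocytes and 0.368 and 0.318 in T lymphocytes. S100a8, a calcium-binding protein that neutrophils store, reached 30481 and 35189.6 CPM in neutrophils and 7.52 and 3.15 in macrophages. Aqp2, the water channel of collecting duct principal cells, reached 8028 and 5454 CPM there and 16.6 and 4.16 in the thick ascending limb. Plvap, a protein of endothelial windows, reached 1774 and 2405 CPM in endothelial cells and 29.4 and 97.8 in pericytes and fibroblasts. Umod, the abundant uromodulin of the thick ascending limb, reached 15270.2 and 10115 CPM there and 175 and 27.5 CPM in T lymphocytes. No cluster took the name of podocytes.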

The assignment of these clusters was guided by canonical marker gene expression, as demonstrated in the heatmap (Figure 1C), which confirms the specificity of cell type annotation across all cell populations.

To visualize alterations in cellular composition across disease states, UMAP for the control, AKI, and CKD groups were compared (Figure 1D). These plots illustrate pronounced dynamic changes, notably a progressive increase in the proportion of immune cells—particularly macrophages—as kidney injury advanced from AKI to CKD. 

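Immune cells made up 28.8% of the kidney cells of CON 1, 66.5% of AKI 1, 70.5% of AKI 2, 36.6% of CKD 1 and 79.2% of CKD 2. T lymphocytes, which recognise antigen, were most of them in every injured library in this naming. The border to NK cells moved with the settings. AKI 1 had 5612 T lymphocytes and 103 NK cells here, and 3428 and 3024 with no doublets removed. The mean was 68.5 ± 2.77% (SD, n = 2 libraries) in AKI and 57.9 ± 30.1% (SD, n = 2) in CKD. Between AKI and CKD the log2 ratio of the immune share was -0.24 (standard error 0.68, adjusted p = 0.74) in edgeR, and the difference of -10.6 points had an exact permutation p of 1 with 0.333 as the smallest p that 2 libraries against 2 allow. It was 0.21 (adjusted p = 0.22) without CKD 1 and -0.90 (adjusted p = 0.018) without CKD 2 (adjusted p from 0.018 to 0.90 over 15 alternatives). With the mixed clusters left out of the total, the immune share of kidney cells was 63.2% of CKD 1 and 79.6% of CKD 2, and the log2 ratio was 0.05. Against CON 1 the log2 ratio was 1.2 (standard error 0.88, adjusted p = 0.23) in AKI and 1.01 (standard error 0.87, adjusted p = 0.40) in CKD. From CON 1 to AKI the shares of 5 classes fell on the log2 scale, by 2.31 for intercalated and 2.25 for principal cells of the collecting duct, 2.30 for B lymphocytes, 2.21 for distal convoluted tubules and 1.90 for endothelial cells (adjusted p = 0.042 for each, with 1 control library). These are shares of a total in which T lymphocytes are more abundant in AKI, so that they do not show fewer cells of these classes. The fall of distal convoluted tubules rests on the naming: no cell of CON 1 or AKI took that name with Scrublet's automatic threshold, and no cluster did with cells over 15% mitochondrial left out.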

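Lrp2, which encodes the uptake receptor megalin, stood at 665 CPM in CON 1, 364 and 385 in the AKI libraries and 487 and 485 in the CKD libraries in proximal tubular cells, and at 11.7 and 5.82 CPM in the thick ascending limb of CKD 1 and CKD 2. Slc34a1, the sodium-phosphate transporter of the same segment, was measured at 2559 CPM in CON 1, 2678 and 2602 in the AKI libraries and 3177 and 3185 in the CKD libraries in proximal tubular cells. Slc12a3, the thiazide-sensitive transporter, was measured at 6751 CPM in CON 1, 2773 and 2584 in the AKI libraries and 2905 and 2061 in the CKD libraries in distal convoluted tubules. C1qa and C1qb encode chains of complement C1q, which macrophages secrete. In the clusters named as macrophages by C1q and Csf1r, C1qa stood at 4229 CPM in CON 1, 4730.1 and 4774 in the AKI libraries and 3626 and 3621 in the CKD libraries, and C1qb at 4159.6 CPM in CON 1, 4805 and 4950.2 in the AKI libraries and 3989.9 and 3843 in the CKD libraries. In the SM-like cluster C1qa was at 103 CPM in CKD 1 and 102 in CKD 2. These cells carried Acp5, Ctsk and Mmp9 and were named by them, not by C1q. The proximal tubular class joined 3 clusters, of which a cluster led by Miox and Kap held 521 of the 1140 cells of CON 1.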

Essential cell type‐specific markers enabled precise cell identification and annotation across control, AKI, and CKD samples, as demonstrated by the bubble plot (Figure 1E), highlighting the distinct expression patterns across renal and immune compartments (e.g., Lrp2 and Slc34a1 for proximal tubular cells, Slc12a3 for distal convoluted tubules, and C1qa/C1qb for macrophages). The specificity and heterogeneity of marker gene expression within each population are further illustrated by violin plots (Figure 1F).

Together, these analyses reveal a dynamic shift in renal cellular composition during disease progression, characterized by a notable expansion of macrophage populations from AKI to CKD, providing a comprehensive single‐cell atlas of the AKI to CKD transition.

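Macrophages, with the SM-like cluster among them, made up 8.09% of the kidney cells of CON 1, 7.31% of AKI 1, 11.0% of AKI 2, 6.65% of CKD 1 and 7.59% of CKD 2. The clusters with C1qa and Csf1r held 7.29% and 10.9% of the AKI libraries and 3.36% and 4.43% of the CKD libraries. The SM-like cluster with Ctsk and Acp5 held 0.0196% and 0.101% of the AKI libraries and 3.29% and 3.17% of the CKD libraries, a log2 ratio of 5.72 (standard error 0.83, adjusted p = 2.6e-04 from edgeR). With components corrected by Harmony's algorithm before clustering this ratio was 2.08 (adjusted p = 0.24), and over all 8 alternatives the adjusted p ran from 3.3e-07 to 0.24. For all macrophages the mean was 9.17 ± 2.62% (SD, n = 2 libraries) in AKI and 7.12 ± 0.667% (SD, n = 2) in CKD. The log2 ratio of CKD to AKI was -0.36 (standard error 0.53, adjusted p = 0.69) in edgeR, and the difference of -2.04 points had an exact permutation p of 0.667. Its sign turned with Scrublet's automatic threshold (0.01), with Harmony's correction (0.35) and with the mixed clusters left out of the total (0.05) or named after their markers (0.08), and its adjusted p ran from 0.31 to 0.98 over 17 alternatives. Among immune cells, macrophages were 28.1% in CON 1, 11.0% and 15.6% in AKI and 18.2% and 9.59% in CKD. From embeddings of each condition (Fig. 1D) the paper states that immune cells, above all macrophages, take a growing share from AKI to CKD.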

### 2.2 Subclustering Identifies Four Macrophage Subsets Across AKI to CKD Transition

To analyze macrophage heterogeneity, we performed subclustering analysis of macrophages from control, AKI, and CKD phases. This analysis identified four transcriptionally distinct macrophage subpopulations (Figure 2A). 

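The macrophages were clustered again with the study's 16 marker genes of the subsets left out, and the 7 subclusters found were then named by those genes. The earlier clustering of kidney cells, which chose the macrophages, did not leave these genes out. An AM-like subcluster with H2-Aa and Cd74 held 812 cells. An IM-like pair with Pim1, Rel and Ccl5 held 1415 and 584 cells, and Ccl4 was a marker of the larger only. The larger also met all 4 AM markers, with a mean log2 fold of 1.21 against 1.304 for the IM markers. In the smaller the mean log2 fold of the IM markers was 0.461. An SM-like pair held 586 and 290 cells: the larger had a median of 23055 UMIs and high Acp5 and Ctsk, while the smaller had a median of 2855.5 UMIs and carried Umod at 308 CPM and Klk1 at 237 CPM, both transcripts of tubules. No subcluster was RM-like in this clustering. A subcluster of 373 cells, named for no subset, expressed the cell cycle genes Mki67 at 491 CPM and Top2a at 500.1 CPM, and held 170 cells of CKD 1 and 92 of CKD 2 against 32 of AKI 1 and 65 of AKI 2. It also carried Acp5 at 1403 CPM, Ctsk at 769 and Mmp9 at 537. The AM-like and IM-like subclusters had at most 199, 24.0 and 26.3 CPM of these genes. Another unnamed subcluster of 218 cells expressed Plac8 at 2202 CPM, Chil3 at 870.4 CPM and Ly6c2 at 226 CPM, genes of monocytes that enter from the blood. The border between AM-like and IM-like cells moved with the settings: of the 687 macrophages of CON 1, 253 were AM-like and 320 IM-like here, and 573 were AM-like and 43 IM-like with 3000 highly variable genes.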

Differential gene expression analysis across these subclusters, highlighted their distinct molecular signatures, as visualized in the heatmap (Figure 2B).

**FIGURE 2:**
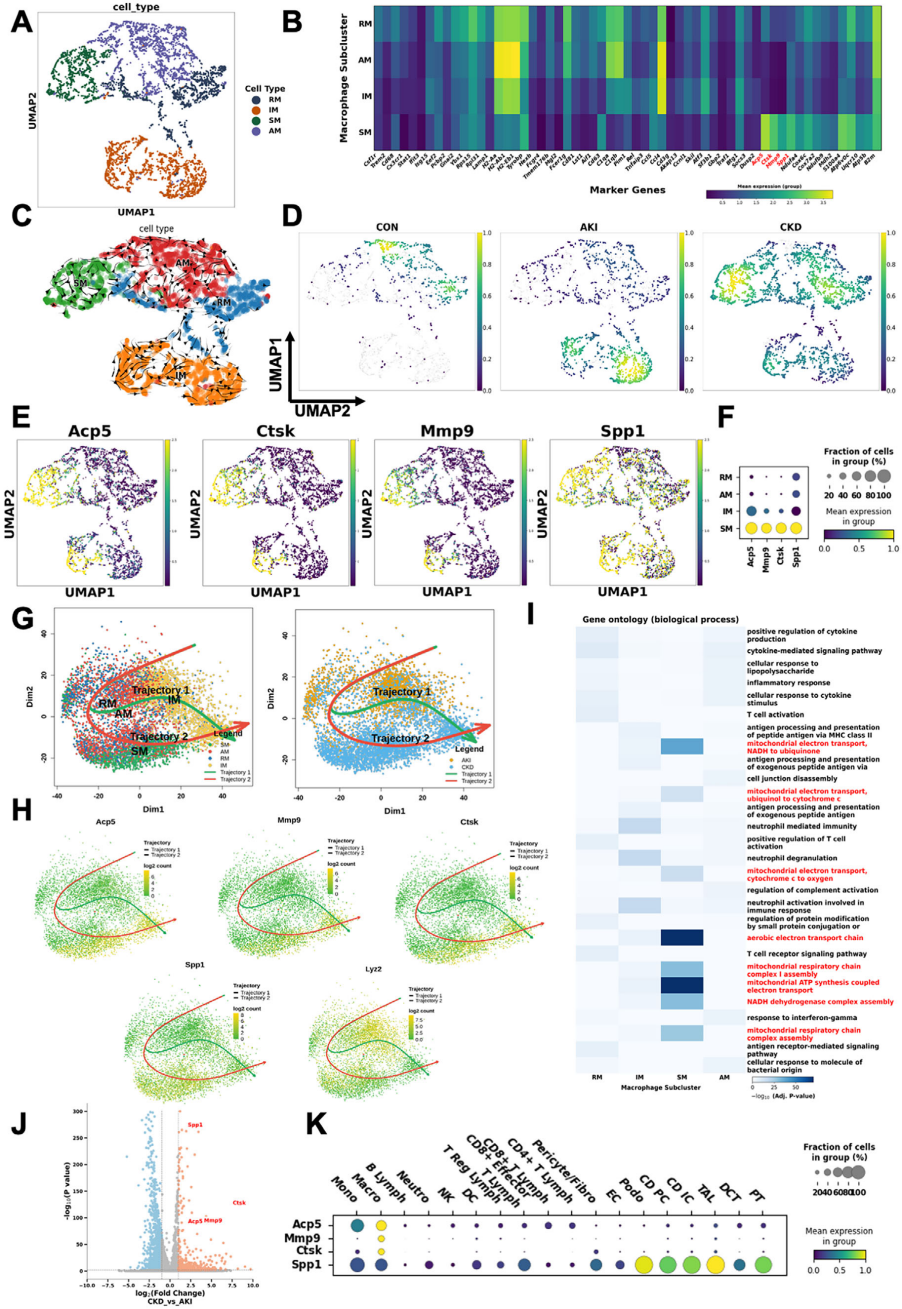
Macrophage subclusters and trajectories during AKI to CKD transition. (A) UMAP projection of kidney macrophages, identifying four transcriptionally distinct subclusters: regulatory macrophages (RM), inflammatory macrophages (IM), scar‐associated macrophages (SM), and antigen‐presenting macrophages (AM). (B) Heatmap of gene expression across macrophage subclusters. Rows list marker genes; column are subclusters(RM, AM, IM, SM). Color within each column encodes the mean normalized expression of that genes among all cells in that subcluster(color bar: purple = low, yellow = high). (C) RNA‐velocity trajectories on the myeloid UMAP. Each dot is a single cell; colors mark subclusters(AM red, RM blue, IM orange, SM green). Black arrows show the projected RNA‐velocity vector field computed from spliced/unspliced counts, indicating each cell's predicted future transcriptional state. Arrow direction denotes the inferred trajectory. (D) Quantitative comparison of macrophage subset frequencies (RM, IM, SM, AM) across CON, AKI, and CKD phases. CON are enriched mainly in regulatory macrophage (RM) territories; AKI shows focal enrichment within inflammatory (IM) regions; CKD exhibits broad enrichment in scar‐associated (SM) territories. (E) UMAP feature plots showing the distribution of macrophage markers (*Acp5*, *Ctsk*, *Mmp9*, *Spp1*). Each point represents one myeloid cell in the UMAP. Color denotes log‐normalized expression for indicated genes. (F) Bubble plot showing the expression patterns of *Acp5*, *Mmp9*, *Ctsk*, and *Spp1* among four macrophage subclusters (RM, AM, IM, and SM). The size of each bubble represents the fraction of cells within the subcluster expressing the gene, while the color intensity reflects the mean expression level (green = low, yellow = high). Notably, *Acp5*, *Mmp9*, *Ctsk*, and *Spp1* are predominantly enriched in scar‐associated macrophages (SM), consistent with their role in extracellular matrix remodeling and fibrotic progression. (G) Slingshot trajectories on UMAP reveal convergence to an IM hub after acute injury with predominant maturation toward an SM fate during remodeling. Trajectory 1 was composed of cells in clusters AM, RM, and IM. Trajectory 2 was composed of AM, RM, and SM. (H) Gene‐level trajectory of *Acp5*, *Ctsk*, *Mmp9*, *Spp1*, and *Lyz2*. (I) Gene Ontology enrichment across macrophage subclusters. Heatmap of GO biological processes enriched in differentially expressed genes from each subcluster (RM, IM, SM, AM). Rows list top terms; Intensity indicates enrichment significance (color scale indicates −log_10_ FDR‐adjusted *p* value). Terms related to mitochondrial respiration/electron transport are highlighted in red to emphasize a coordinated metabolic module. (J) Volcano plot of genes tested for differential expression (CKD vs. AKI); Volcano plot of differential gene expression (CKD vs. AKI) in macrophages. Each point is a gene. The *x*‐axis shows log_2_ fold change (CKD vs. AKI). The *y*‐axis shows −log_10_ (*p* value) from the differential test. Points are colored by outcome: red represents significantly upregulated in CKD, blue represents significantly up in AKI, gray = not significant. Fibrosis/ECM‐remodeling genes *Spp1*, *Ctsk*, *Acp5*, and *Mmp9* are among the most significantly CKD‐enriched. (K) Bubble plot showing the expression patterns of *Acp5*, *Mmp9*, *Ctsk*, and *Spp1* across major renal cell types. The size of each bubble represents the fraction of cells within a cluster expressing the indicated gene, while the color intensity reflects the mean expression level (green = low, yellow = high). Expression of matrix‐remodeling enzymes (*Acp5*, *Mmp9*, and *Ctsk*) was predominantly enriched in macrophages compared to other cell populations, whereas *Spp1* was broadly expressed, with strong signals in both macrophages and renal tubular epithelial cells.

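Csf1r encodes the receptor for the growth factor that keeps macrophages alive. Its level was 566 CPM in CON 1, 574 and 593 in AKI and 336 and 332 in CKD in AM-like cells, and in IM-like cells 490.4 CPM in CON 1, 553 and 511 in AKI and 243 and 259 in CKD. Trem2, a lipid receptor, stood in AM-like cells at 42.9 CPM in CON 1, 254 and 298 in AKI and 466 and 430.4 in CKD, and in IM-like cells at 29.2 CPM in CON 1, 340.0 and 381 in AKI and 294 and 326 in CKD. Cd68, a lysosomal membrane protein of macrophages, was measured in AM-like cells at 425 CPM in CON 1, 399 and 439 in AKI and 544 and 623 in CKD, and in SM-like cells at 408 CPM in CON 1, 409 and 399 in AKI and 806 and 849 in CKD. Cx3cr1, the fractalkine receptor of resident kidney macrophages, was found in AM-like cells at 607 CPM in CON 1, 535 and 535 in AKI and 586 and 546 in CKD, and in SM-like cells at 704 CPM in CON 1, 393 and 244 in AKI and 6.47 and 14.4 in CKD. Over the 4 genes together, AM-like cells lay above the other macrophages by a median log2 ratio of 0.43 ± 0.24 (mean ± SD over 5 libraries, above 0 in 5). The resident macrophage genes, among them Cd81, Mrc1 and Folr2, lay above by 1.30 ± 0.91 in AM-like cells (above 0 in 5 of 5). The study chose the first list on these samples. Cells were RM-like only without correction between libraries, with 0 cells in CON 1 and 181, 307, 8 and 11 in AKI 1, AKI 2, CKD 1 and CKD 2, and with the 16 markers kept in the clustering, with 1, 31, 71, 42 and 16 cells in the same order of libraries.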

One macrophage subcluster was defined by high expression of genes including *Csf1r*, *Trem2*, *Cd68*, and *Cx3cr1*, characteristic markers of regulatory or tissue‐resident macrophages (Figure 2B). The transcriptional profile of this subpopulation suggests functions primarily related to immune homeostasis, tissue maintenance, and phagocytic clearance rather than inflammation. A second subcluster exhibited elevated expression of *H2‐Aa* and *H2‐Eb1* (Figure 2B), encoding major histocompatibility complex class II (MHCII) components involved in antigen presentation, and was accordingly designated as antigen‐presenting macrophages (AM).

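H2-Aa and H2-Eb1 encode chains of the MHC class II molecule, which shows peptides to helper T cells. In AM-like cells H2-Aa stood at 12737 CPM in CON 1, 11403 and 10778 in AKI and 5619 and 7015 in CKD, and H2-Eb1 at 14378 CPM in CON 1, 13029.9 and 12157 in AKI and 6337 and 8695 in CKD. IM-like cells carried H2-Aa at 9261 CPM in CON 1, 7818 and 7662 in AKI and 4637 and 5597 in CKD. SM-like cells of CKD 1 and CKD 2 had 404 and 407 CPM of H2-Aa and 423 and 419.8 of H2-Eb1. The 10 MHC class II genes, with Cd74 and Ciita among them, lay above the other macrophages in AM-like cells by a median log2 ratio of 0.80 ± 0.50 (mean ± SD over 5 libraries, above 0 in 5), and the complement genes by 0.82 ± 0.39 (above 0 in 5). The subset was clustered without H2-Aa, H2-Eb1, H2-Ab1 and Cd74 and then named by them, so their higher level is part of its definition.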

In contrast, a third macrophage subcluster prominently expressed inflammatory genes including *Pim1*, *Rel*, *Ccl5*, and *Ccl4*, indicative of classical proinflammatory macrophage activation (Figure 2B). Thus, these cells were classified as inflammatory macrophages (IM). 

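Ccl4, a chemokine that draws T cells and monocytes, stood in IM-like cells at 21375 CPM in CON 1, 15402 and 12560.2 in AKI and 10104 and 7645 in CKD, and in AM-like cells at 7077 CPM in CON 1, 10461 and 8455 in AKI and 6041 and 4083 in CKD. Ccl5 stood in IM-like cells at 155 CPM in CON 1, 1578 and 988 in AKI and 1256 and 631 in CKD, and in AM-like cells at 55.5 CPM in CON 1, 437 and 511 in AKI and 466 and 232 in CKD. Pim1, a kinase that cytokines induce, was found at 501 CPM in CON 1, 861 and 832 in AKI and 842 and 777 in CKD in IM-like cells. Rel, a subunit of NF-κB, was found there at 278 CPM in CON 1, 299 and 267 in AKI and 296 and 270.1 in CKD. Over these 4 genes, a list the study chose on these samples and by which the subset was named here, IM-like cells lay above the other macrophages by a median log2 ratio of 1.21 ± 0.50 (mean ± SD over 5 libraries, above 0 in 5). The wider list of inflammatory cytokines, with Tnf, Il1b and Cxcl2, lay above by 1.31 ± 0.74 (above 0 in 5), and the genes that dissociation of tissue induces, with Fos, Jun and Atf3, by 0.82 ± 0.40 (above 0 in 5). In SM-like cells of CKD 1 and CKD 2 Ccl4 was at 122 and 102 CPM.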

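Acp5 encodes tartrate-resistant acid phosphatase (TRAP5), Ctsk the collagen-cutting cathepsin K and Mmp9 a gelatinase, all made by the osteoclasts that resorb bone. In GRCm39 Acp5 lies on chromosome 9 from 22038023 to 22049355, Ctsk on chromosome 3 from 95406178 to 95416732, Mmp9 on chromosome 2 from 164780439 to 164797771 and Spp1 on chromosome 5 from 104582165 to 104589235, while the control library's own gene table carries an mm10 label. In SM-like cells Acp5 was found at 524 CPM in CON 1, 128 and 1784 in AKI and 8659 and 8504 in CKD, Ctsk at 455 CPM in CON 1, 8.90 and 1210.4 in AKI and 6423 and 6784 in CKD, and Mmp9 at 212 CPM in CON 1, 0 and 869.7 in AKI and 3621 and 4682 in CKD. In the macrophages of CON 1 most of the RNA of these genes lies in barcodes that CKD 2 holds too. Here and below, the control cells whose barcode is also in CKD 2 are those with under 0.1 of its UMIs there. Other shared barcodes were kept. Without these control cells, the macrophages of CON 1 kept 26 of 139 Acp5 UMIs and 9 of 50 Mmp9 UMIs and lost all 94 Ctsk UMIs. IM-like cells held Acp5 at 171 and 167 CPM and Ctsk at 35.5 and 46.2 CPM in CKD 1 and CKD 2. Spp1, the matrix protein osteopontin, stood in SM-like cells at 408 CPM in CON 1, 1217 and 1007 in AKI and 709.6 and 374 in CKD, and in IM-like cells at 205 CPM in CON 1, 951 and 1096 in AKI and 948 and 396 in CKD. In AKI 1 the 47 SM-like cells held 0 Mmp9 UMIs, for which 3 UMIs, or 5.34 CPM, is the most that a count of 0 allows.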

The fourth identified subcluster was distinguished by enriched expression of matrix‐degrading enzymes *Acp5*, *Ctsk*, and *Mmp9*, along with the profibrotic mediator *Spp1*(Figure 2B). The combined expression of these matrix remodeling enzymes and profibrotic cytokine supports a specialized in extracellular matrix turnover and scar‐associated tissue remodeling. Therefore, we designated this subpopulation as “scar‐associated macrophages” (SMs).

RNA velocity analysis further provided insights into the dynamic relationships among these subpopulations, revealing a predominant directional transition from the RM and AM toward the IM and SM clusters, indicative of a macrophage phenotypic shift from homeostatic phenotypes and antigen‐presenting states toward inflammatory and scar‐promoting phenotypes during disease progression (Figure 2C).

Together, these findings underscore the dynamic specialization and plasticity of macrophage subpopulations in response to kidney injury, elucidating their unique roles in immune regulation, antigen presentation, inflammation, and fibrotic tissue remodeling throughout the AKI to CKD transition.

### 2.3 Trajectory and Functional Analyses Uncover ACP5^+^ Scar‐Associated Macrophages as Mediators of Mitochondrial Reprogramming and Fibrosis

Building upon the identification of four transcriptionally distinct macrophage subpopulations (RM, IM, AM, and SM), we next analyzed their distribution patterns across disease stages to characterize dynamic shifts in macrophage phenotypes during the progression from AKI to CKD. 

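AM-like cells, with H2-Aa and Cd74, made up 36.8% of the 687 macrophages of CON 1 (exact 95% binomial interval 33.2 to 40.6%, counting error only), 21.8% of AKI 1, 22.6% of AKI 2, 7.09% of CKD 1 and 10.8% of CKD 2. Their share fell by 0.73 on the log2 scale from CON 1 to AKI (standard error 0.19, adjusted p = 0.018 from edgeR) and by 1.37 from AKI to CKD (standard error 0.18, adjusted p = 8.6e-05). Within CON 1, 606 of the 661 in C1q-positive clusters lay in a cluster led by Mmp13, Lilra5 and Fcgr4, to which AKI and CKD gave 30 cells. The fall from CON 1 to AKI was -0.22 (adjusted p = 0.16) with cells of fewer than 500 genes left out and -0.51 (adjusted p = 0.11) with Harmony's correction, and it missed the threshold without AKI 1 (adjusted p = 0.19) or AKI 2 (adjusted p = 0.18), with adjusted p from 4.0e-04 to 0.50 over 16 alternatives. An RM-like share cannot be given, since no subcluster was RM-like.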

As illustrated in Figure 2D, RM and AM subclusters were predominantly enriched in the control group, aligning with their known roles in maintaining immune homeostasis under physiological conditions. In contrast, IM exhibited substantial expansion during the AKI phase, consistent with their role in driving acute inflammatory responses. 

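IM-like cells, with Pim1, Rel and Ccl5, made up 46.6% of the macrophages of CON 1, 64.1% of AKI 1, 60.4% of AKI 2, 30.8% of CKD 1 and 31.0% of CKD 2. From CON 1 to AKI their share rose by a log2 ratio of 0.42 (standard error 0.17, adjusted p = 0.040) in edgeR. Without the control cells whose barcode is also in CKD 2 it was 0.36 (adjusted p = 0.088), with the 16 markers kept in the clustering 0.32 (adjusted p = 0.30), without AKI 1 0.38 (adjusted p = 0.10) and without AKI 2 0.46 (adjusted p = 0.10). Under 9 of the 16 alternatives the ratio was larger, from 1.90 to 3.23: with 3000 highly variable genes it was 2.24 (adjusted p = 2.2e-05), and 43 control macrophages were then IM-like against 320. The adjusted p ran from 6.1e-06 to 0.30 over 16 alternatives. Subclusters named for no subset, with cell cycle genes such as Mki67 or with Plac8 and Ly6c2 of blood monocytes, rose from 4.22% in CON 1 to 7.77% and 9.34% in AKI (log2 ratio 1.04 (standard error 0.33, adjusted p = 0.021)).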

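SM-like cells, in subclusters named by Acp5, Ctsk and Mmp9 over all libraries together, made up 12.4% of the macrophages of CON 1, 6.30% of AKI 1, 7.60% of AKI 2, 40.3% of CKD 1 and 33.4% of CKD 2. Those of AKI 1 carried these genes far below those of CKD 1 and CKD 2. From AKI to CKD their share rose by a log2 ratio of 2.40 (standard error 0.18, adjusted p = 3.6e-06 from edgeR). The difference in means was 29.9 points, with an exact permutation p of 0.333, the smallest p that 2 libraries against 2 allow. The log2 ratio of the SM-like share of macrophages was 4.06 (adjusted p = 0.0011) with Scrublet's automatic threshold, 3.76 (adjusted p = 9.3e-05) with Harmony's correction and 7.15 (adjusted p = 1.3e-08) with none, with adjusted p from 1.3e-08 to 0.018 over 18 alternatives. SM-like cells were the largest subset of CKD 1, with 438 against 334 IM-like cells. In CKD 2 there were 223 against 207, an order that turned with the 16 markers kept in (239 against 244), with no correction (190 against 227) and at resolution 2 (191 against 220), and with cells of fewer than 500 genes left out 275 were unnamed against 198 SM-like. Unnamed subclusters rose as well, to 21.8% and 24.7%. The mixed clusters of CKD 1, kept out of the macrophages, include 830 cells with Acp5, Ctsk and Mmp9. In the control, 105 of the 150 barcodes shared with CKD 2 held under 0.1 of the UMIs they hold there, against at most 7 for other pairs of libraries, and these made up 21 of its 85 SM-like cells. In the control the name is not borne out: thinned to 1000 UMIs, which leaves out 28 SM-like and 6 other macrophages that are shallower, Acp5 was seen in 0.241% of 57 SM-like cells against 0.840% of the other macrophages (22.4% of all 85 and 4.49% of the others when not thinned). In AKI 1 it rests on few cells with Ctsk: Acp5 was seen in 13.0% of 43 SM-like cells against 10.4% of the other macrophages, with 4 and 1 shallower cells left out (46.8% and 49.9% when not thinned), Ctsk in 0.811% against 0.144% (4.26% and 1.14% when not thinned), and Mmp9 in none of the 47 against 5.87% when not thinned. These 47 cells enter the AKI share and the comparison of SM-like with other macrophages, and without AKI 1 the log2 ratio of the SM-like share of macrophages was 2.28 (adjusted p = 0.018).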

Remarkably, SM became the predominant macrophage population during the CKD phase, emphasizing their critical involvement in fibrotic tissue remodeling.

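SM-like cells were compared with the other macrophages of the same library, which includes CON 1 (n = 5 libraries). The other macrophages include the unnamed subcluster with cell cycle genes, which carried Acp5 at 1403 CPM, Ctsk at 769 and Mmp9 at 537. Acp5 had a log2 fold change of 3.05 (standard error 0.61, adjusted p = 0.018), Ctsk 4.98 (adjusted p = 0.0080), Mmp9 3.79 (adjusted p = 0.037) and Spp1 0.27 (adjusted p = 0.37) in edgeR with library as a block. These 4 genes were left out of the clustering, but Acp5, Ctsk and Mmp9 then named the subset, so their higher level is part of its definition, and as a list the study chose on these samples they are not independent evidence: 3 of 4 were higher (3 when adjusted over the list alone; adjusted p = 0.28 with an estimated correlation). Acp5 missed the threshold without CON 1 (0.064), AKI 2 (0.055), CKD 1 (0.064) and CKD 2 (0.055) and Mmp9 without CON 1 (0.11), AKI 2 (0.10), CKD 1 (0.11) and CKD 2 (0.11), given as adjusted p. Without the control cells whose barcode is also in CKD 2, it was 0.058 for Acp5 and 0.083 for Mmp9, and it ran from 2.8e-53 to 0.20 over 22 alternatives for Acp5 and from 2.2e-76 to 0.25 over 22 alternatives for Mmp9. Of 20 other osteoclast genes, 11 were higher and none was lower (18 higher when adjusted over the list alone; adjusted p = 0.28 with an estimated correlation). Among them were Ocstamp, which lets osteoclasts fuse (3.40), Dcstamp (2.21), the proton pump subunit Atp6v0d2 (2.85) and the receptor Oscar (6.01). These genes could enter the clustering that made the subset, so their calls are not independent of it. The study's 16 markers were left out there, but could enter the earlier clustering of kidney cells that chose the macrophages. With so few libraries, the list test with an estimated correlation could hardly pass any list. Of the 20, 5 were higher without CKD 1, 5 without CKD 2 and 8 without those control cells, and with no term for the library edgeR called none of 16 (12 higher and 0 lower at an unadjusted p under 0.05, 5 and 0 by DESeq2). With cells thinned to 1000 UMIs, Acp5 was seen in 87.9% and 86.1% of SM-like cells of CKD 1 and CKD 2, in 17.7% and 15.6% of the other macrophages and in 5.54% and 1.78% of endothelial cells, whose median depths were 13241, 31218, 9385, 12759, 4016 and 5861 UMIs. Over all 12498 genes tested, 418 were higher and 854 lower in SM-like cells, 46 and 247 without CKD 1, 55 and 281 without CKD 2, and 3 and 44 with no term for the library.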

Further supporting these findings, UMAP visualization of key matrix‐degrading enzymes (*Acp5*, *Ctsk*, and *Mmp9*) and profibrotic mediator *Spp1* confirmed their selective enrichment within the SM subpopulation (Figure 2E,F). To delineate the dynamic transitions of renal macrophages during disease progression, we performed pseudotime trajectory analysis using both Slingshot and Monocle analyses (Figure 2G; Figure S1A). Slingshot analysis (Figure 2G) showed that following acute injury, macrophages initially transitioned from RM and AM toward the IM phenotype, indicating an early inflammatory response during AKI. As injury progressed and remodeling ensued, macrophage differentiation predominantly shifted toward the SM fate. 

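A diffusion pseudotime was drawn through the macrophages without the study's 16 markers and divided into 5 parts of equal cell number, from AM-like to SM-like cells. Its root was set at an AM-like cell of CON 1, so the low place of AM-like cells is fixed in advance. AM-like cells had a median of 0.087 on this scale, IM-like cells 0.156, SM-like cells 0.493 and the unnamed cells 0.482. In CKD 1, Acp5 went through 92.5, 119, 167, 856 and 8221 CPM over the 5 parts, and in CKD 2 through 133, 108, 181, 962 and 7632. Ctsk went through 22.0, 47.6, 41.9, 207 and 6231 CPM in CKD 1, and Mmp9 through 16.2, 12.5, 43.9, 165 and 3518. In AKI 1 Acp5 stayed between 113 and 154 CPM, and in AKI 2 it reached 1898 in the last part. Spp1 went through 711, 827, 809, 729.6 and 706 CPM in CKD 1, 148, 323, 291, 277 and 335 in CKD 2, 444, 442, 985, 1689.5 and 1515 in AKI 1 and 657, 797, 1136, 1582 and 1069 in AKI 2. The last part held 531 SM-like cells and 324 cells of the unnamed subclusters with Mki67 or Plac8, and no IM-like or AM-like cell. Slingshot and Monocle3, which the study used, were not run. From its trajectories the paper states that macrophages pass from RM and AM to IM and then towards SM (Fig. 2G).

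**Figure D1:**
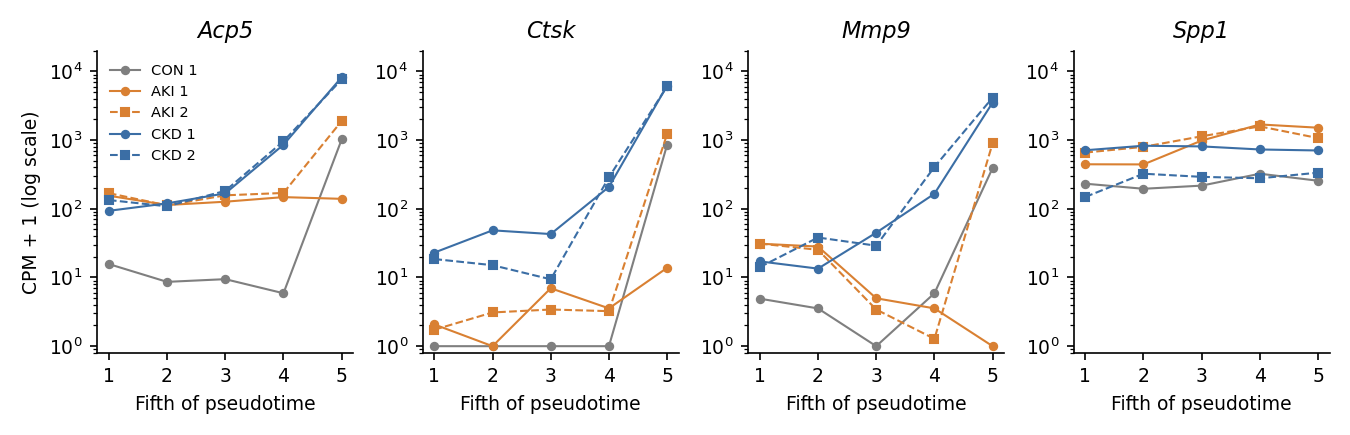
Level of Acp5, Ctsk, Mmp9 and Spp1 (CPM, logarithmic vertical axis) in the macrophages of each library along 5 parts of pseudotime of equal cell number (horizontal axis), with a line per library. Acp5 ends at 8221 CPM in CKD 1 and 7632 in CKD 2, and Spp1 at 706 and 335.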

Along the SM‐directed trajectory, *Acp5*, *Ctsk*, *Mmp9*, and *Spp1* increased progressively (Figure 2H). Monocle analysis (Figure S1A) provided complementary insights, showing a clear pseudotime continuum along which macrophages transitioned from RM/AM to IM and subsequently to SM. Notably, the transition toward the SM fate was accompanied by a progressive upregulation of matrix‐degrading and profibrotic genes‐including *Acp5*, *Ctsk*, *Mmp9*, and *Spp1*– as visualized along the pseudotime trajectory (Figure S1B).

To systematically explore the functional specializations among macrophage subsets, we performed gene ontology (GO) enrichment analysis on differentially expressed genes (DEGs) across RM, AM, IM, and SM clusters. The GO heatmap (Figure 2I) indicated that SM subpopulation uniquely enriched pathways involved in mitochondrial metabolism and electron transport, including “aerobic electron transport chain”, “mitochondrial ATP synthesis coupled electron transport”, and “mitochondrial electron transport, NADH to ubiquinone”. Conversely, IM macrophages were primarily enriched for pathways related to neutrophil‐mediated immunity and antigen processing, while RM and AM subclusters were enriched for cytokine‐mediated signaling, T cell activation and inflammatory response pathways. Thus, each macrophage subcluster clearly adopts distinct function in response to renal injury, with SM notably displaying pronounced metabolic reprogramming.

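In SM-like cells, genes of the respiratory chain, which makes ATP in mitochondria, lay above those of the other macrophages. These genes could enter the clustering that made the subset, so their calls are not independent of it. Of 78 nuclear genes of the chain, 36 were higher and none was lower (71 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.60 and an adjusted p = 0.28 with an estimated correlation. Ndufb6 of complex I had a log2 fold change of 0.83 (standard error 0.14, adjusted p = 0.0087), and Atp5g1 of the ATP synthase 0.82 (adjusted p = 0.0099). Of 15 genes of the tricarboxylic acid cycle 7 were higher and none was lower (13 higher when adjusted over the list alone; adjusted p = 0.31 with an estimated correlation), among them Idh3a (0.97). Of 14 genes of glycolysis 3 were higher and 1 was lower (4 and 1 when adjusted over the list alone; adjusted p = 0.28 with an estimated correlation). None of the 13 mitochondrially encoded genes, such as mt-Atp6 and mt-Co3, passed the test of edgeR, with 0 at an unadjusted p under 0.05 and 0 by DESeq2. None of 81 genes of the cytosolic ribosome passed, with 5 higher at an unadjusted p under 0.05 and 5 by DESeq2. In the subsets, the median log2 ratio of the nuclear chain genes to the other macrophages was 0.64 ± 0.19 in SM-like cells (mean ± SD over 5 libraries, above 0 in 5), -0.54 ± 0.33 in IM-like cells and -0.34 ± 0.42 in AM-like cells. None of the 12 tubular transcripts in the list for free RNA, with Gpx3 and Fxyd2, passed (0 at an unadjusted p under 0.05 and 0 by DESeq2). Without the control cells whose barcode is also in CKD 2, 12 of the 78 chain genes were higher, 12 without AKI 2, 2 without CKD 1 and 2 without CKD 2, and at most 1 of the cycle genes without CKD 1 or CKD 2. With no term for the library edgeR called none of 76 chain genes (45 higher and 0 lower at an unadjusted p under 0.05, 1 and 0 by DESeq2). Ndufb6, Atp5g1 and Idh3a lost their call with no such term, and Idh3a without CKD 1 (0.050).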

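IM-like cells held more cytokine transcripts than the other macrophages, and the list's median log2 ratio in AM-like cells was -0.43 ± 0.45 (mean ± SD over 5 libraries, above 0 in 2). The neutrophil transcripts S100a8, S100a9 and Csf3r and 3 others had a median log2 ratio of 0.05 ± 0.12 in IM-like cells (above 0 in 3). For MHC class II genes, which serve antigen presentation, the ratio was 0.64 ± 0.92 in IM-like cells (above 0 in 3). For interferon-induced genes such as Isg15 and Ifit2 it was 0.41 ± 0.52 in IM-like and 0.56 ± 0.59 in AM-like cells, above 0 in 4 and 4 of 5 libraries. Against all other macrophages, SM-like cells had 21 of 25 inflammatory cytokine genes lower and none higher (23 lower when adjusted over the list alone; adjusted p = 0.18 with an estimated correlation), with Ccl7 (-5.59), Tnf (-2.68) and Ccl4 (-3.81) among them. Of 18 interferon-induced genes 15 were lower and none was higher (16 when adjusted over the list alone; adjusted p = 0.14 with an estimated correlation), of 10 MHC class II genes 8 were lower (8 when adjusted over the list alone; adjusted p = 0.35 with an estimated correlation) and of 12 complement genes 5 (9 when adjusted over the list alone; adjusted p = 0.14 with an estimated correlation). H2-Aa had a log2 fold change of -1.84 (standard error 0.40, adjusted p = 0.024), which was lost without CKD 1 (adjusted p = 0.093) or CKD 2 (adjusted p = 0.067), with adjusted p from 4.7e-27 to 0.49 over 22 alternatives. Without CKD 1 and without CKD 2, 13 and 16 of the cytokine genes, 1 and 1 of the MHC class II genes and 3 and 2 of the complement genes were lower. With no term for the library 2 cytokine and 2 interferon-induced genes were, and edgeR called no MHC class II gene (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 0 by DESeq2) and no complement gene (0 higher and 3 lower at an unadjusted p under 0.05, 0 and 2 by DESeq2). Genes of these lists outside the study's 16 markers could enter the clustering that made the subsets, so their differences are not independent of it. The GO terms of the study were not scored.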

To further understand genes specifically associated with fibrotic progression, we performed differential expression analysis comparing CKD versus AKI macrophage subpopulations (Figure 2J). The resulting volcano plot demonstrated significant upregulation of matrix‐remodeling and profibrotic genes (notably *Spp1*, *Acp5*, *Ctsk*, and *Mmp9*) in CKD macrophages. 

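Between CKD and AKI macrophages (n = 2 libraries each), Acp5 had a log2 fold change of 4.25 (standard error 0.31, adjusted p = 3.3e-05), Ctsk 5.85 (adjusted p = 0.0028) and Mmp9 5.25 (adjusted p = 3.3e-04) in edgeR. The SM-like cluster, with 2 and 10 cells in AKI and 538 and 278 in CKD, was counted among these macrophages. It was named by Acp5, Ctsk and Mmp9, so the rise of these genes is fixed in part by the naming. Spp1 had a log2 fold change of -1.09 (standard error 0.31, adjusted p = 0.023), with 961 and 1112 CPM in AKI and 678 and 297 in CKD, and its call was lost in 8 of 18 alternatives, among them without AKI 1 (adjusted p = 0.14) and without AKI 2 (adjusted p = 0.20), with a range from 3.5e-17 to 0.61 over 18 alternatives. Spp1 in T lymphocytes, at 734 and 833 CPM in AKI and 569 and 127 in CKD, was lower in CKD as well, so that a lower level of free RNA is not excluded. As a list the study chose on these samples, these 4 are not independent evidence (3 higher and 1 lower; the same when adjusted over the list alone; adjusted p = 0.57 with an estimated correlation). At the study's thresholds, an adjusted p under 0.01 and an absolute log2 fold change of at least 1, 810 genes were higher and 1012 lower in CKD among 12586 tested, and 460 and 569 without AKI 1. The sodium-proton exchanger Slc9b2 of osteoclasts rose by 5.86 (adjusted p = 4.4e-05), the metallothionein Mt3 by 5.65 and the calcium-binding S100a4 by 3.61. Of 20 osteoclast genes other than the 4, 18 were higher and none was lower (19 higher when adjusted over the list alone; adjusted p = 0.41 with an estimated correlation), among them Ocstamp (4.68) and Jdp2 (2.73). Without the SM-like cluster, 66 genes were higher and 85 lower, and the log2 fold change was -0.34 for Acp5 (adjusted p = 0.090) and 0.51 for Mmp9 (adjusted p = 0.11), while Ctsk kept its call at 2.48 (adjusted p = 0.013). In those cells Ctsk was at 2.87 and 4.15 CPM in AKI and 32.0 and 11.6 in CKD, and in T lymphocytes at 0.0745 and 0.579 in AKI and 24.2 and 14.2 in CKD, so that free RNA is not excluded there. Of 16 osteoclast genes tested there 1 was higher and 2 lower, with a median log2 fold change of -0.22, and outside the SM-like subclusters 7 were higher and none was lower. The adjusted p ran from 1.0e-213 to 0.090 over 18 alternatives for Acp5, from 3.2e-279 to 0.11 over 18 alternatives for Mmp9 and up to 0.024 for Ctsk, whose log2 fold change was 10.03 without AKI 2. Of 9 lymphocyte transcripts 6 were lower (7 when adjusted over the list alone), of 4 neutrophil transcripts 1 (1 when adjusted over the list alone), and of 11 tubular transcripts none passed (0 at an unadjusted p under 0.05 and 0 by DESeq2). Of the tubular transcripts 8 were lower without CKD 1 and 6 higher without CKD 2, and without the SM-like cluster 1 lymphocyte transcript was lower. From the volcano plot (Fig. 2J) the paper states that matrix-remodelling and profibrotic genes are up in CKD macrophages.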

Subsequent GO enrichment analysis further clarified the distinct functional adaptations across disease stages. 

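Cytokine and chemokine genes were higher in AKI than in CKD macrophages. Of 25 inflammatory cytokine genes 24 were lower in CKD and 1 was higher (24 and 1 when adjusted over the list alone; adjusted p = 0.40 with an estimated correlation). Ccl4 had a log2 fold change of -2.19 (standard error 0.19, adjusted p = 7.1e-05), Ccl3 -2.57, Ccl12 -2.27 and the endotoxin receptor Cd14 -1.85. Among called genes with a mean log2 CPM of at least 5 and the same sign in every pair of libraries, the B cell chemokine Cxcl13 was lowest. Its log2 fold change was -8.57, with 80.5 and 55.1 CPM in AKI and 0 and 0.342 in CKD, so its size rests on a level near 0. Of 18 interferon-induced genes 15 were lower in CKD and none was higher (15 when adjusted over the list alone; adjusted p = 0.41 with an estimated correlation), with Ifit2 at -2.33. All 10 MHC class II genes were lower (10 when adjusted over the list alone; adjusted p = 0.41 with an estimated correlation), with the regulator Ciita at -2.03, and 9 of 12 complement genes (9 when adjusted over the list alone; adjusted p = 0.41 with an estimated correlation). All 13 resident macrophage genes were lower (13 when adjusted over the list alone; adjusted p = 0.41 with an estimated correlation), with the scavenger receptor Mrc1 at -2.54 and Selenop at -2.98. Of 24 lysosomal genes 18 were lower and 1 was higher (18 and 1 when adjusted over the list alone; adjusted p = 0.40 with an estimated correlation). The study's 4 inflammatory genes were lower (4 when adjusted over the list alone; adjusted p = 0.48 with an estimated correlation), and so were all 15 genes that dissociation induces (15 when adjusted over the list alone; adjusted p = 0.41 with an estimated correlation), with Egr1 at -2.63. Without the SM-like cluster, 8 of the cytokine genes, 3 of the interferon-induced genes, 6 of the complement genes, 14 of the lysosomal genes, 1 of the study's inflammatory genes, 5 of the MHC class II genes, 8 of the resident genes and 13 of the dissociation genes were lower, and 1 cytokine, 1 interferon-induced and 1 complement gene higher. The neutrophil receptor gene Csf3r fell by 2.23 on the log2 scale in CKD (adjusted p = 9.6e-05), and without the SM-like cluster its call was lost at -0.74 (adjusted p = 0.070, with a range from 5.0e-32 to 0.070 over 18 alternatives).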

In AKI, macrophages prominently exhibited enrichment for inflammatory and immune‐related processes including cytokine signaling, and neutrophil‐mediated immunity, consistent with their acute inflammatory role. In contrast, CKD macrophages displayed strong enrichment of mitochondrial metabolism pathways, including electron transport and ATP synthesis (Figure S2A). 

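In CKD macrophages 76 of 78 nuclear genes of the respiratory chain were higher than in AKI and none was lower (76 when adjusted over the list alone), with a median log2 fold change of 0.99 and an adjusted p = 0.40 with an estimated correlation. Cyc1 of complex III had a log2 fold change of 1.78 (standard error 0.10, adjusted p = 1.2e-05), Uqcr11 of the same complex 1.57 and Ndufa4 of complex IV 1.73. Of 13 mitochondrially encoded genes 3 were higher and none was lower (3 when adjusted over the list alone; adjusted p = 0.58 with an estimated correlation), with mt-Nd6 at 0.59. All 15 genes of the tricarboxylic acid cycle were higher (15 when adjusted over the list alone; adjusted p = 0.41 with an estimated correlation), among them Mdh2 (1.95) and Sdhb (1.24). Of 14 genes of glycolysis 7 were higher and 2 lower (8 and 2 when adjusted over the list alone; adjusted p = 0.58 with an estimated correlation), and of 81 genes of the cytosolic ribosome 37 were higher and none was lower (37 when adjusted over the list alone; adjusted p = 0.58 with an estimated correlation). Of 22 subunits of the proton pump that acidifies lysosomes 14 were higher and 1 was lower (14 and 1 when adjusted over the list alone; adjusted p = 0.41 with an estimated correlation). All 12 cell cycle genes were higher (12 when adjusted over the list alone; adjusted p = 0.48 with an estimated correlation), among them Pclaf (1.37) and Rrm2 (1.45). Without the SM-like cluster 10 of 77 chain genes were higher and none was lower, 10 of the cell cycle genes, 2 of 80 ribosomal genes and 1 gene of glycolysis were higher, and Cyc1 had a log2 fold change of 0.22 (adjusted p = 0.25, with a range from 1.6e-50 to 0.25 over 18 alternatives). There edgeR called none of the 15 cycle genes (4 higher and 0 lower at an unadjusted p under 0.05, 0 and 0 by DESeq2), none of 20 pump subunits (0 higher and 1 lower at an unadjusted p under 0.05, 0 and 0 by DESeq2) and none of the 13 mitochondrially encoded genes (0 higher and 2 lower at an unadjusted p under 0.05, 0 and 1 by DESeq2). Outside the SM-like subclusters 63 of 77 chain genes, 11 cycle genes, 7 pump subunits, 24 ribosomal genes and 12 cell cycle genes were higher, and in all macrophages 13 ribosomal genes without AKI 1. By camera with its preset correlation 7 of the 31 lists were higher and 11 lower in CKD, and none with an estimated correlation. With an estimated correlation and so few libraries hardly any list could pass, so this does not show the lists unchanged. A list of 6 enzymes that act on xenobiotics and aristolochic acid had 1 lower gene (0 when adjusted over the list alone).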

Consistent with these findings, the bubble plot and UMAP feature plot analysis further illustrated that *Acp5*, together with the matrix‐remodeling enzymes *Mmp9* and *Ctsk*, is highly enriched in macrophages compared with other cell types (Figure 2K; Figure S2B,C). 

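Acp5 stood in macrophages at 51.2, 133, 289.9, 4458 and 4441 CPM in CON 1, AKI 1, AKI 2, CKD 1 and CKD 2, and in all other cells at 9.67, 41.7, 49.4, 279 and 74.1. Without the control cells whose barcode is also in CKD 2, Acp5 was at 9.65 CPM in macrophages of CON 1 and at 9.22 in its other cells. The mean log2 ratio of macrophages to other cells was 3.27 ± 1.70 (SD, n = 5 libraries, above 0 in 5) for Acp5, 3.96 ± 2.25 (above 0 in 5) for Mmp9 and 3.86 ± 2.99 (above 0 in 4) for Ctsk. The 2-sided exact sign-flip permutation p was 0.0625 for Acp5 and Mmp9, the smallest that 5 libraries allow, and 0.125 for Ctsk. For Spp1 the ratio was -3.00 ± 0.19 (above 0 in 0 of 5, exact permutation p = 0.0625). The SM-like cluster was counted among the macrophages because it carries Acp5, Ctsk and Mmp9, so the ratios of these 3 genes are fixed in part by the naming. Without the SM-like cluster the ratio was 0.54 for Acp5, 0.36 for Mmp9 and -0.96 for Ctsk. Without those control cells it was 2.82 for Acp5 and 3.55 for Mmp9. For Ctsk it was 2.86 without them and 2.84 with cells of fewer than 500 genes left out, above 0 in 3 of 5 libraries in both, with an exact permutation p of 0.25. With the mixed clusters left out of the other cells it was 4.53, above 0 in 5 of 5, with an exact permutation p of 0.0625. In the cells outside the macrophages Ctsk was at 159 CPM in CKD 1, whose mixed clusters carry it, and at 14.6 in CKD 2.

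**Figure D2:**
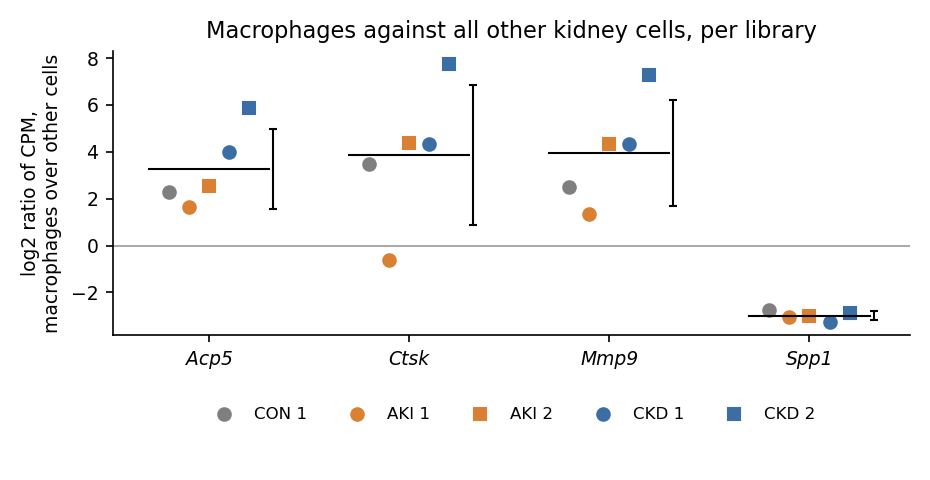
Log2 ratio of CPM in macrophages to CPM in all other cells (vertical axis) for Acp5, Ctsk, Mmp9 and Spp1, with a point per library and a bar at the mean. Spp1 lies below 0 in each of the 5 libraries, and Acp5 and Mmp9 lie above 0 in each.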

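Macrophages held 20.4, 31.2, 59.1, 73.6 and 92.8% of all Acp5 UMIs of CON 1, AKI 1, AKI 2, CKD 1 and CKD 2. The value of CON 1 rests mostly on cells whose barcode is also in CKD 2. With each cell thinned to 1000 UMIs, an Acp5 UMI was seen in 0.788% of macrophages of CON 1, 10.5% and 12.0% of AKI and 46.0% and 39.1% of CKD. Median depths before thinning were 3715, 11223, 11624, 9760.5 and 18505 UMIs. In endothelial cells, which should lack Acp5, the share was 0.177% in CON 1 and 0.412% and 0.604% in AKI, at median depths of 3466, 7697 and 7266 UMIs. Endothelial Acp5 was higher in CKD too, at 40.2 and 18.2 CPM against 6.08 and 7.36 in AKI, so that the background moves in the same direction. In T lymphocytes the share was 5.46, 7.54, 8.58, 10.1 and 9.73% over the 5 libraries, at median depths of 3297, 3794, 3757, 4108 and 5652 UMIs, so that T lymphocytes of CON 1 carried Acp5 more often than its macrophages. CKD macrophages exceeded AKI macrophages by 31.3 percentage points, and by 15.6 points without thinning. The SM-like cluster of the kidney cells carried most of it, with Acp5 in 84.3% of its thinned cells in CKD 1 and 82.0% in CKD 2. The mixed clusters of CKD 1 hold Acp5-positive cells that are counted outside the macrophages.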

Notably, *Acp5* expression was concentrated in CKD‐phase macrophages, highlighting that macrophages are the predominant source of TRAP5 and underscoring their pivotal role in driving extracellular matrix remodeling during disease progression.

Together, these analyses revealed phased rewiring of macrophage phenotypes throughout kidney injury progression. AKI features an IM‐dominated inflammatory response, whereas CKD is driven by SMs specialized for metabolic reprogramming, sustained extracellular‐matrix remodeling. Notably, *Acp5* ^+^ SM emerge as key effectors linking acute injury to chronic scarring, indicating *Acp5* as both a mechanistic marker and a therapeutic target.

### 2.4 Cell to Cell Interaction Analysis Reveals SM‐Centered Signaling Networks during CKD Phase

To clarify the role of SM within the CKD microenvironment, we performed comprehensive ligand–receptor analysis. During the CKD phase, SM subpopulations functioned as key hubs in the renal immune network (Figure 3A). 

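Cd44, the receptor for osteopontin and hyaluronan on leukocytes, stood in NK cells at 171 and 159 CPM in CKD 1 and CKD 2, in T lymphocytes at 152 and 160.0 and in neutrophils at 1554 and 1546. IM-like macrophages carried 313 and 308 CPM of it. The communication model of the study (CellChat) was not run, and levels of a ligand and its receptor do not give the strength of a contact between cells.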

As senders, SM exhibited broad outputs to multiple recipient cell types, with the strongest and most significant interactions involving IM and NK cells. 

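Col4a1, a collagen of basement membranes, stood at 744 and 978 CPM in endothelial cells of CKD 1 and CKD 2 and at 122 and 116 in proximal tubular cells. Fn1, which encodes fibronectin, stood at 129 and 183 CPM in pericytes and fibroblasts. Among receptors for such ligands, SM-like cells carried Cd44 at 198 and 202 CPM and the proteoglycan Sdc4 at 305 and 282, while IM-like cells carried Sdc4 at 565 and 513 CPM.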

As receivers, SM are major targets of signaling originating from pericyte/fibroblast populations, endothelial cells, proximal tubular cells, and other immune or nonimmune cell types (Figure 3B).

**FIGURE 3:**
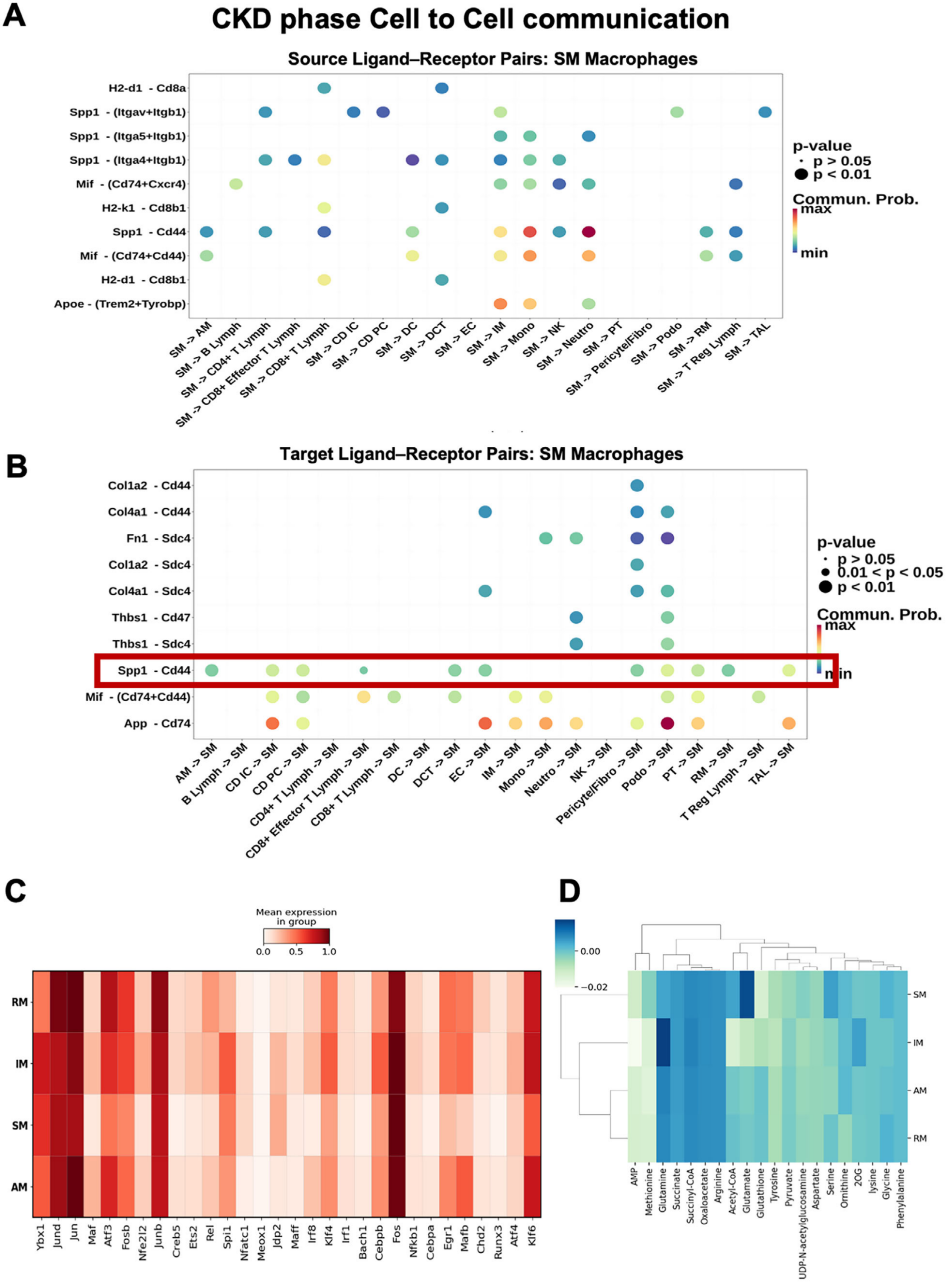
Scar‐associated macrophage–centered signaling networks, transcription regulators and metabolic reprogramming during the AKI to CKD Transition. (A) Ligand–receptor interactions (cell to cell communication centered on SM macrophages): Sending signaling from SM macrophages. Bubble plot of ligand–receptor pairs with SM as the sender and kidney subpopulations as receivers (*x*‐axis). (B) Receiving signaling to SM macrophages. With SM as the receiver, prominent inputs arise from extracellular‐matrix ligands binding *Cd44*/*Sdc4* on SM (e.g., *Spp1*–*Cd44*, *Col1a2*/*Col4a1*‐*Cd44*, *Fn1*‐*Sdc4*, *Col1a2*/*Col4a1*‐*Sdc4*, *Thbs1*‐*Cd47*/*Sdc4*). Bubble size reflects significance, color indicates communication probability. (C) Heatmap of transcription regulator expression across RM, IM, SM, and AM subpopulations(columns). Rows list Transcription Factors. Color denotes the mean normalized expression within each subcluster. (D) Heatmap of metabolic pathway enrichment, profiling major metabolic pathway intermediates among macrophage subsets.

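Spp1 was abundant in tubules and lower in leukocytes. In CKD 1 and CKD 2 it stood at 30136 and 41519 CPM in the thick ascending limb, 13011 and 8899.9 in proximal tubular cells, 8279 and 3676 in pericytes and fibroblasts and 956 and 160.3 in NK cells. The level in pericytes and fibroblasts rests on which clusters carried that name: it was 1212 to 1706 CPM in CKD 1 and 352 to 369 in CKD 2 under 4 of 8 alternatives. Cd44 was low in the same parenchymal classes, at 13.0 and 23.6 CPM in proximal tubular cells, 10.8 and 31.6 in the thick ascending limb and 74.2 and 58.1 in pericytes and fibroblasts.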

Across both directions, the *Spp1*–*Cd44* axis emerged as one of the most dominant ligand–receptor pathways (*p* < 0.01), recurrently connecting SM with parenchymal and stromal compartments. 

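Tubular cells held 56.7% (exact 95% binomial interval 56.5 to 56.8%) of all Spp1 UMIs of CKD 1 and 80.8% (exact 95% binomial interval 80.6 to 81.0%) of CKD 2, and 75.9% and 75.1% in AKI, intervals that cover counting error only. Pericytes and fibroblasts held 1.95% and 2.31% of the CKD libraries, a mean of 2.13%, which was 0.103% to 0.136% under 4 of 8 alternatives, in which other clusters carried that name. Macrophages held 1.78% and 2.78%, a mean of 2.28% for the Spp1 UMIs in macrophages in CKD, which was 3.13% to 3.43% under 4 of 8 alternatives, and the mixed clusters 27.6% of CKD 1. In the SM-like cluster Spp1 was at 654 and 307 CPM in CKD 1 and CKD 2, against 605 and 163 in endothelial cells of the same libraries.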

Consistent with their transcriptional profile, SM themselves express *Spp1* and can participate in autocrine *Spp1*–*Cd44* signaling; however, the modeled communication probabilities indicate that Spp1 ligands are produced predominantly by tubular cells and stromal cells, whereas *Acp5*/TRAP5^+^ SM expressed *Cd44* and received strong incoming *Spp1* signals. Thus, SM are positioned not only as profibrotic effectors but also as major recipients of *Spp1* cues from the damaged tissue environment, with the capacity for additional autocrine reinforcement. 

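Col1a2, a chain of fibrillar collagen, stood at 471 and 691 CPM in pericytes and fibroblasts of CKD 1 and CKD 2, at 847 in those of CON 1, and at 4.97 and 0.329 in the SM-like cluster. Col4a1 stood at 558 and 516 CPM in CKD pericytes and fibroblasts and at 7.56 and 5.27 in the SM-like cluster. Thbs1, which encodes thrombospondin 1, reached 1064 and 1891 CPM in neutrophils, 284 and 239 in pericytes and fibroblasts and 3.72 and 4.17 in the SM-like cluster, and against the other macrophages it had a log2 fold change of -2.55 (standard error 0.54, adjusted p = 0.022) in SM-like cells, a call lost in 8 of 22 alternatives, among them without CON 1 (0.058), CKD 1 (0.11) and CKD 2 (0.068) as adjusted p (range 5.3e-154 to 0.21 over 22 alternatives). Its receptor Cd47 stood at 152 and 140.5 CPM in SM-like cells and at 434 and 410.3 in endothelial cells. Sdc4 reached 1297 and 1366 CPM in principal cells of the collecting duct. Of 19 matrix remodelling genes 2 were higher in SM-like than in other macrophages and 3 lower (2 and 5 when adjusted over the list alone; adjusted p = 0.43 with an estimated correlation), with the integrin Itgb3 at 3.62. Without CKD 1 and without CKD 2 1 gene of this list was higher and none was lower.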

Additional enriched pairs included *Col1a2*/*Col4a1*‐*Sdc4* and *Thbs1*‐*Sdc4*/*Cd47*, further supporting a role for SM in ECM remodeling and profibrotic signaling.

Together, these results indicate that SM engages in extensive bidirectional communication across immune and stromal compartments, with *Spp1*–*Cd44* serving as a dominant signaling axis that amplifies tissue remodeling and inflammation, thereby driving fibrotic progression in CKD.

### 2.5 Subset‐Specific Transcriptional and Metabolic Pathways Underlie Macrophage Roles in Inflammation and Fibrosis

To further delineate the transcriptional regulatory landscape of macrophage subpopulations, we also performed comparative analysis of key transcription factor expression across AM, SM, IM, and RM subclusters (Figure 3C). The heatmap demonstrates that SM exhibits lower expression of several AP‐1 family members, including *Jund*, *Jun*, and *Fosb*, as well as stress‐ and activation‐related transcription factors such as *Mafb*, *Atf3*, *Klf6*, and *Nfe2l2*. Additionally, SM showed increased expression of *Nfatc1* and *Jdp2*, both of which are implicated in tissue remodeling and fibrotic gene regulation. This distinct transcription factor signature supports the functional specialization of SM and reinforces their proposed role in driving matrix remodeling and fibrogenesis during CKD.

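Stress factors, with Jun and Atf3 of the AP-1 family, were lower in SM-like cells than in the other macrophages (n = 5 libraries). Atf3, which stress induces, had a log2 fold change of -2.83 (standard error 0.39, adjusted p = 0.0040), Fosb -1.85 (adjusted p = 0.011) and Klf6 -1.74 (adjusted p = 0.0077). Jun had -1.74 (adjusted p = 0.034), Jund -1.12 (adjusted p = 0.017) and Nfe2l2 -1.02 (adjusted p = 0.041, lost in 8 of 22 alternatives). Jund lost its call with 3000 highly variable genes (adjusted p = 0.076), with the markers kept in (0.094) and with no term for the library (0.099), and without that term so did Fosb (0.10) and Atf3 (0.12), over ranges from 1.6e-05 to 0.099 over 22 alternatives for Jund, from 6.3e-13 to 0.10 over 22 alternatives for Fosb and from 3.1e-31 to 0.12 over 22 alternatives for Atf3. As adjusted p, Jun missed the threshold without CON 1 (0.11), AKI 1 (0.072) and AKI 2 (0.076) and Nfe2l2 without CON 1 (0.10), AKI 2 (0.072), CKD 1 (0.18) and CKD 2 (0.17), with a range from 7.9e-06 to 0.11 over 22 alternatives for Jun and from 5.3e-77 to 0.63 over 22 alternatives for Nfe2l2. The study chose these genes on these samples, and they could enter the clustering that made the subset, so they are not independent evidence. Several of the factors respond to tissue dissociation, and of 15 genes of that response, Jun, Fosb and Atf3 included, 11 were lower (15 when adjusted over the list alone; adjusted p = 0.28 with an estimated correlation), 7 without AKI 2 and 4 with no term for the library. In CKD against AKI macrophages Jun was lower as well, at -1.55. pySCENIC, from which the study took factor activity, was not run.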

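Nfatc1 is the factor that starts osteoclast differentiation, and Jdp2 a factor that osteoclasts need. In SM-like cells Nfatc1 had a log2 fold change of 1.22 (standard error 0.39, adjusted p = 0.082) against the other macrophages and Jdp2 0.93 (standard error 0.28, adjusted p = 0.069), and neither passed the threshold over the 12498 genes tested. Both were higher when adjusted over the list alone, a list of 2 genes that the study chose on these samples and so no independent evidence (adjusted p = 0.35 with an estimated correlation). In CPM, Nfatc1 was higher in SM-like cells than in the other macrophages of CKD 1 (355 against 83.1) and CKD 2 (410.0 against 88.3). Jdp2 stood at 614 against 209 and 731 against 214. In CKD against AKI macrophages Nfatc1 had a log2 fold change of 2.62 (standard error 0.13, adjusted p = 9.7e-06), and -0.24 (adjusted p = 0.31) without the SM-like cluster, with adjusted p from 4.8e-87 to 0.31 over 18 alternatives.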

To predict the metabolic state of macrophages subset, we performed single‐cell Flux Estimation Analysis (scFEA). 

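Transcripts of glutamine and glutamate handling were counted in place of fluxes, since scFEA was not run. In SM-like cells against the other macrophages, 0 of 17 such genes were higher and 1 was lower (2 and 1 when adjusted over the list alone; adjusted p = 0.82 with an estimated correlation). The lower gene was the glutamine carrier Slc38a1 (-1.04, adjusted p = 0.0030), whose call was lost with no term for the library (adjusted p = 0.16, with a range from 2.9e-22 to 0.16 over 22 alternatives), and 2 were higher and 3 lower at an unadjusted p under 0.05. Between CKD and AKI macrophages 7 of 18 were higher and 5 lower (7 and 6 when adjusted over the list alone; adjusted p = 0.70 with an estimated correlation), with a median log2 fold change of 0.01. The glutamine importer Slc1a5 had a log2 fold change of 1.63 (standard error 0.14, adjusted p = 7.0e-05), and Glul, which makes glutamine from glutamate, -1.14 (standard error 0.12, adjusted p = 1.4e-04). Of the list 1 was higher and 1 lower without the SM-like cluster, and 4 and 3 without AKI 1. Slc1a5 lost its call without the SM-like cluster (0.47, adjusted p = 0.11), with adjusted p from 1.1e-30 to 0.11 over 18 alternatives. In the subsets the list's median log2 ratio to the other macrophages was 0.03 ± 0.15 in SM-like, -0.01 ± 0.04 in IM-like and -0.21 ± 0.11 in AM-like cells (mean ± SD over 5 libraries).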

The result (Figure 3D) highlights the functional specialization across macrophage subtypes. Classically activated M1 macrophage showed elevated intracellular glutamine, consistent with their proinflammatory role [17]. In contrast, tissue regeneration/repair‐associated macrophages exhibited increased glutamate, reflecting enhanced metabolic activity [18]. In line with these prior observations, our data demonstrate glutamate enrichment in scar‐associated macrophages, whereas IM presented increased glutamine. Given that glutaminolysis (the conversion of glutamine to glutamate and subsequently to α‐ketoglutarate) acts as a critical compensatory pathway, supplying the tricarboxylic acid (TCA) cycle with substrates to fuel mitochondrial respiration and ATP generation [19], the enrichment of glutamate in SMs likely reflects a metabolic shift to meet the increased energy demands associated with tissue remodeling and fibrosis.

Taken together, these results point to subset‐specific glutamine–glutamate circuits as metabolic drivers of macrophage behavior in inflammation and tissue remodeling, highlighting potential targets for intervention.

### 2.6 ACP5/TRAP5^+^ Macrophages are Validated in Murine Models of Kidney Injury

Building on our scRNA‐seq finding that *Acp5*, the top marker of SMs, encodes TRAP5‐a molecule previously implicated in fibrosis of lung and cardiovascular tissues [20, 21], we next sought to determine whether its induction generalizes across kidney injury models. We therefore assessed *Acp5* mRNA and TRAP5 protein expression in multiple AKI to CKD and CKD models (AAI and IRI for AKI to CKD, unilateral ureteral obstruction (UUO), and folic acid (FA) injury for CKD).

In the AAI‐induced AKI to CKD transition, hematoxylin and eosin (H&E) and Masson's Trichrome staining revealed increased tubular injuries and collagen deposition during the CKD phase (Figure S3A,B). Blood urea nitrogen (BUN) and serum creatinine levels peaked in the AKI phase, with partial recovery was observed in CKD phase, indicating repair and remodeling following kidney injury (Figure S3C). In line with the scRNA‐seq, *Acp5* mRNA transcript measured by quantitative polymerase chain reaction (qPCR) was significantly increased in CKD but unchanged in AKI (Figure S3D). Immunofluorescence staining confirmed abundant TRAP5^+^ CD68^+^ macrophages in CKD kidneys (Figure 4A). Furthermore, costaining of CD68 with Cathepsin K (CTSK) or MMP9 demonstrated enrichment of additional matrix‐degrading enzymes in CKD (Figure S4A).

**FIGURE 4:**
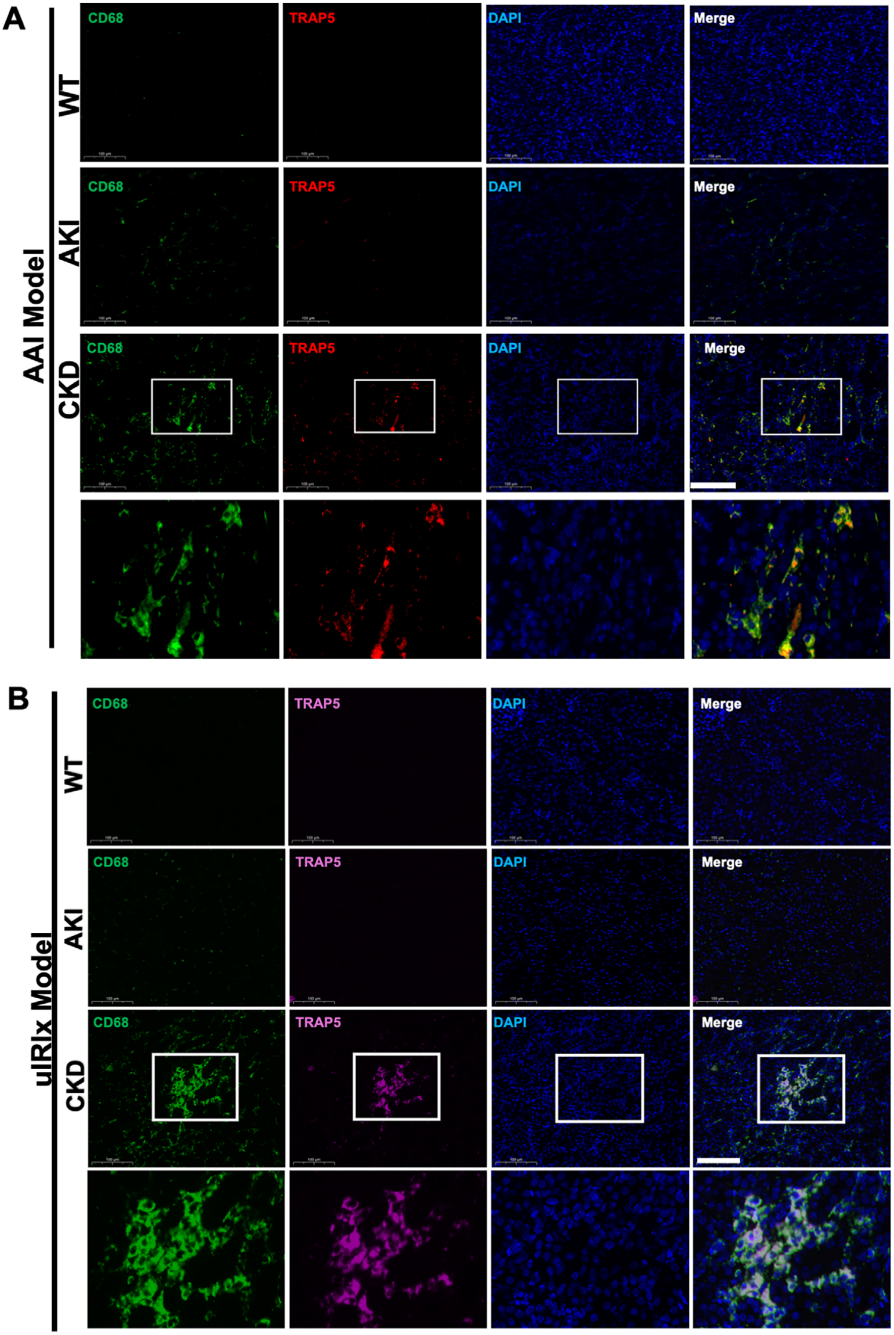
TRAP5^+^ macrophages emerge during CKD in murine AKI to CKD models. (A) Representative immunofluorescence images from the AAI model at control (CON), acute kidney injury (AKI), and chronic kidney disease (CKD) stages. Sections were stained for CD68(green), TRAP5(red), and DAPI (blue). (B) Representative immunofluorescence images from the uIRIx model at CON, AKI, and CKD. Sections were stained for CD68 (green), TRAP5 (pink), and DAPI (blue). White boxes indicate regions enlarged in the lower panels. Scale bars, 100 µm.

Consistent with the AAI‐induced AKI to CKD transition model, the unilateral ischemia‐reperfusion injury with contralateral nephrectomy (uIRIx) model showed the identical trend. TRAP5^+^ macrophages were rare at day 3 but markedly increased by day 24 (Figures 4B; S5A). *Acp5* mRNA was also significant elevated at 24 days versus 3 days post uIRIx surgery (Figure S5B). In the UUO model, histological assessment revealed marked tubular injuries and substantial interstitial fibrosis, as demonstrated by H&E and Masson's trichrome staining (Figure S6A). Immunofluorescence showed a prominent accumulation of TRAP5^+^ macrophages in obstructed kidneys, with these cells displaying colocalization of TRAP5 and CD68 (Figure S6B). Similarly, in the FA‐induced renal fibrosis model, we observed pronounced tubular injuries and interstitial collagen deposition consistent with progressive fibrosis (Figure S6C). Immunostaining revealed a notable increase in TRAP5^+^ macrophages in the kidneys of FA‐treated mice, again with strong coexpression of CD68 and TRAP5 (Figure S6D).

Taken together, these data demonstrate that TRAP5^+^ macrophages are a reproducible feature of renal fibrosis in multiple murine models, implicating this macrophage subset as a potential effector of chronic inflammation and tissue remodeling in progressive kidney disease.

### 2.7 Scar‐Associated Acp5(TRAP5)^+^ Macrophages Are Also Evident in Human CKD Kidney Biopsies

To explore whether accumulation of Acp5(TRAP5)^+^ macrophages observed in the experimental murine models is also present in human kidney disease, we examined kidney biopsy samples from patients with AKI and CKD. Immunofluorescence staining revealed a distinct population of TRAP5^+^CD68^+^ double‐positive macrophages within areas of tubulointerstitial injury in CKD kidney samples, whereas these cells were undetectable in AKI biopsies (Figure 5A).

**FIGURE 5:**
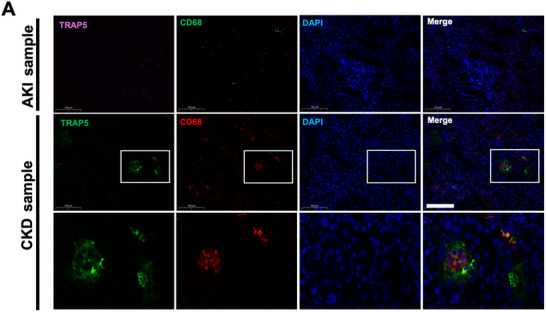
TRAP5^+^ macrophages present in human CKD but absent in AKI. (A) Representative immunofluorescence images from AKI and CKD human kidney tissue. AKI section was stained for TRAP5(green), CD68 (red), and DAPI (blue). CKD section was stained for TRAP5(red), CD68(green) and DAPI (blue). White boxes indicate regions enlarged in the lower panels. Scale bars, 100 µm.

To corroborate these histological findings, we further analyzed scRNA‐seq data from the Kidney Precision Medicine Project (KPMP) [22]. Within the human macrophage population, expression of *ACP5* exhibited significant positive correlations with key profibrotic and remodeling markers including *COL1A1*, *MMP9*, *TGFB1*, *VIM*, and *SPP1* (Figure S7A). These association indicate that macrophage‐intrinsic *ACP5* expression closely tracks with the severity of human renal fibrosis. Furthermore, CD68^+^ macrophages coexpressing MMP9 or CTSK were observed in CKD (Figure S8A).

These findings indicate that the emergence of TRAP5^+^ scar‐associated macrophages is a conserved feature of progressive renal fibrosis in both experimental murine models and human CKD.

### 2.8 Inhibition of TRAP5 Markedly Ameliorates Renal Fibrosis Following AAI Injection

To explore the functional role of TRAP5 in kidney fibrosis, we pharmacologically inhibited TRAP5 activity in the AAI‐induced AKI to CKD model. As outlined in the experimental design (Figure 6A), mice were subjected to peritoneal injection of AAI(3 mg/kg) every 3 days for 2 weeks to induce acute tubular injuries, followed by administration of either dimethyl sulfoxide (DMSO) or TRAP5 inhibitor (TRAP5i, AubipyOMe) during the remodeling phase.

**FIGURE 6:**
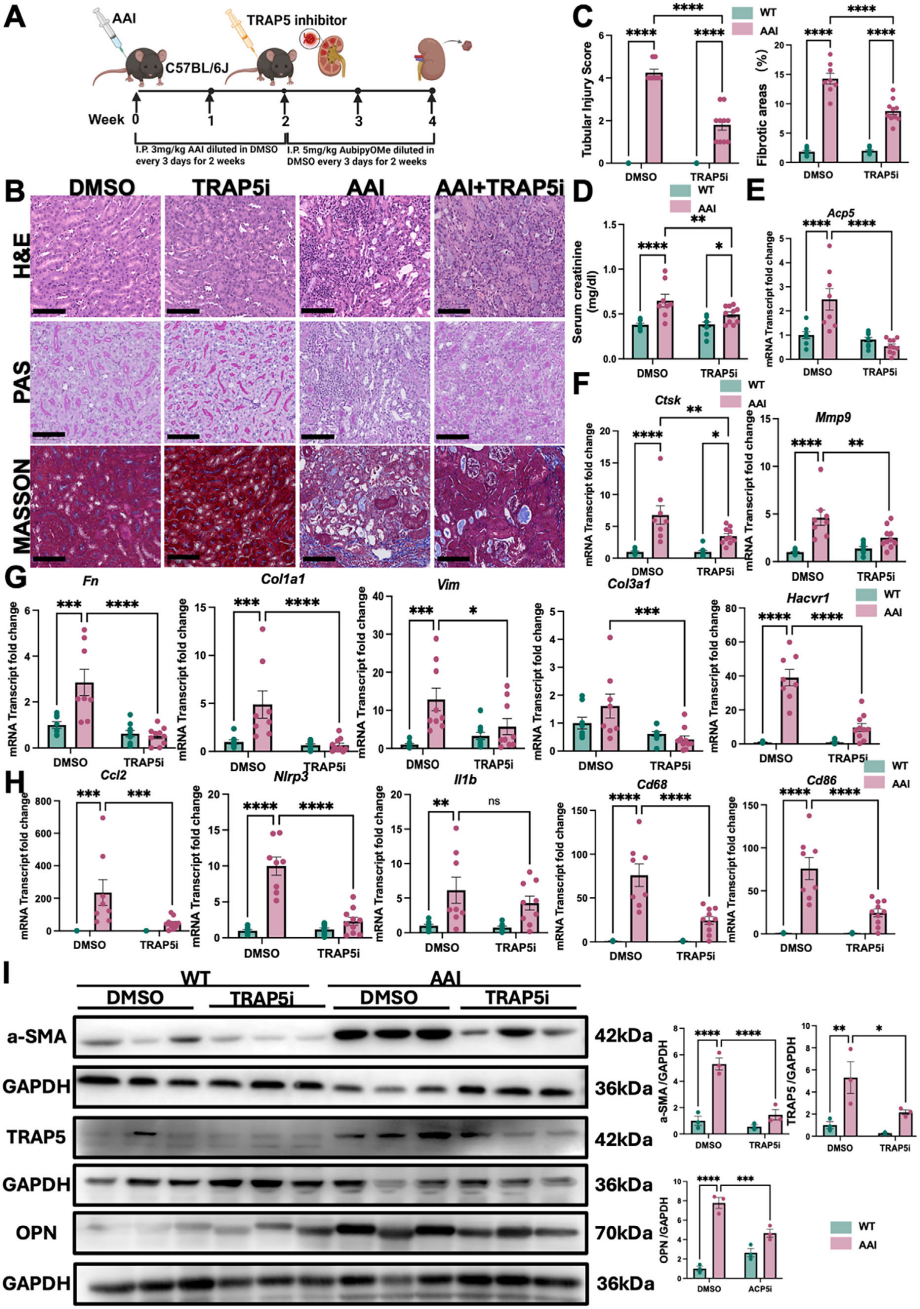
TRAP5 inhibition ameliorated AAI‐induced injury and fibrosis. (A) Schematic design of pharmacological treatment with TRAP5 inhibitor (TRAP5i) in AAI‐induced AKI to CKD transition murine model. (B) Representative images of H&E, PAS, and Masson's Trichrome staining of kidney sections from wild‐type (WT) and AAI‐injected mice with or without TRAP5i treatment. Scale bars, 100 µm. (C) Tubular injury scores and quantification of fibrotic areas. (D) Serum creatinine levels of WT and AAI‐injected mice with or without TRAP5i treatment (*n* = 8 in DMSO group, *n* = 8 in AAI+DMSO group, *n* = 10 in TRAP5i, *n* = 10 in AAI + TRAP5i). (E) Quantitative mRNA transcript of *Acp5* (*n* = 8 in DMSO group, *n* = 8 in AAI+DMSO group, *n* = 10 in TRAP5i, *n* = 10 in AAI + TRAP5i). (F) Relative mRNA transcript of matrix degrading enzyme genes (*Ctsk*, *Mmp9*) (*n* = 8 in DMSO group, *n* = 8 in AAI + DMSO group, *n* = 10 in TRAP5i, *n* = 10 in AAI + TRAP5i). (G,H) Relative mRNA transcript of fibrosis‐, injury‐, and inflammation‐related genes *(Fn*, *Col1a1*, *Vim*, *Col3a1*, *Havcr1*, *Ccl2*, *Nlrp3*, *Il1b*, *Cd68*, *Cd86*) in kidneys of wild‐type (WT) and mice subjected to AAI injections with or without TRAP5 inhibitor (TRAP5i) (*n* = 8 in DMSO group, *n* = 8 in AAI + DMSO group, *n* = 10 in TRAP5i, *n* = 10 in AAI + TRAP5i). (I) Representative Western blots of α‐SMA, TRAP5 and OPN protein in kidney tissues (*n* = 3 per group). Densitometry analysis was performed to quantify protein expression. Data are shown as mean ± SEM. Group comparisons in (C–I) were assessed by two‐way ANOVA test (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001).

Histological analysis revealed that TRAP5 inhibition markedly attenuated renal fibrosis and tubular injury, as evidenced by H&E, periodic acid–Schiff (PAS), and Masson's trichrome staining, which showed preserved renal histology and diminished collagen deposition in the TRAP5i‐treated group (Figure 6B). As quantified, mice treated with TRAP5 inhibitor exhibited significantly reduced fibrotic area and lower tubular injury scores compared to DMSO‐treated AAI mice (Figure 6C). Consistent with histological findings, TRAP5 inhibition significantly decreased serum creatinine in mice subjected to AAI injection, indicating improved renal function (Figure 6D).

Furthermore, qRT‐PCR analysis showed robust upregulation of matrix degrading enzymes including *Acp5*, *Ctsk*, *Mmp9* mRNA in the AAI group, which were effectively suppressed by TRAP5 inhibitor treatment (Figure 6E,F). Transcriptomic profiling of fibrotic and injury markers demonstrated that TRAP5 inhibition significantly reduced the expression of extracellular matrix genes (*Fn*, *Col1a1*, *Vim*, *Col3a1*), the tubular injury marker *Havcr1*(encoding Kim‐1), and proinflammatory genes (*Ccl2*, *Nlrp3*, *Il1b*, *Cd68*, *Cd86*) (Figure 6G,H). Immunoblotting analysis further confirmed a marked reduction in α‐SMA, TRAP5, and osteopontin (OPN) (encoded by *Spp1*) levels following TRAP5 inhibition (Figure 6I).

In line with these data, CD68/OPN/TRAP5 triple immunofluorescence staining revealed abundant CD68^+^OPN^+^TRAP5^+^ macrophages in AAI+DMSO kidneys, whereas TRAP5i treatment markedly diminished OPN and TRAP5 signals (Figure S9A) and reduced the number of CD68^+^OPN^+^TRAP5^+^ cells (Figure S9B). These data indicate that TRAP5 inhibition limits the accumulation of OPN^+^TRAP5^+^ scar‐associated macrophages in vivo.

Together, these data demonstrated that pharmacological targeting of TRAP5 yields robust protection against renal fibrosis, tubular injury, and inflammation in the AAI‐induced model.

### 2.9 TRAP5 Inhibition Attenuates the Progression from AKI to CKD Following Ischemia‐Reperfusion Injury

To further elucidate the role of TRAP5 in mediating the transition from AKI to CKD, we employed a murine model of unilateral ischemia‐reperfusion injury with contralateral nephrectomy(uIRIx). TRAP5 inhibition was initiated three days postsurgery to target the maladaptive phase and renal outcomes were assessed 24 days after surgery (Figure 7A).

**FIGURE 7:**
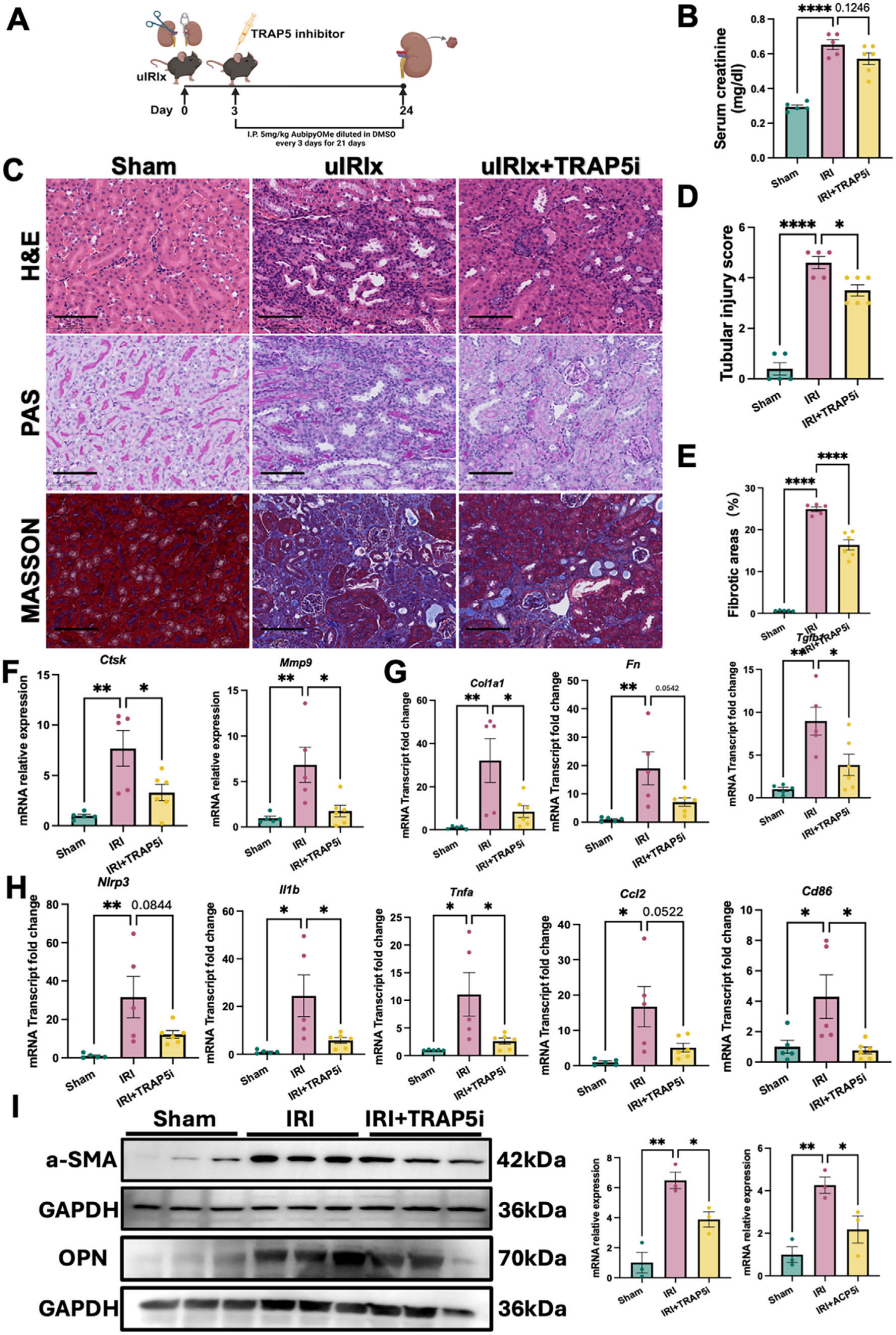
TRAP5 inhibition attenuated kidney injury and fibrosis in uIRIx‐induced AKI to CKD. (A) Schematic design of pharmacological treatment with TRAP5 inhibitor (TRAP5i) in the uIRIx‐induced AKI to CKD murine model. (B) Serum creatinine levels in sham, uIRIx and uIRIx + TRAP5i groups (*n* = 5 in WT group, *n* = 5 in uIRIx group, *n* = 6 in uIRIx + TRAP5i group). (C) Representative images of H&E, PAS, and Masson's Trichrome staining of kidney sections from sham, uIRIx, and uIRIx + TRAP5i groups. Scale bars, 100 µm. (D) Tubular injury scores (*n* = 5 in WT group, *n* = 5 in uIRIx group, *n* = 6 in uIRIx + TRAP5i group). (E) Quantification of fibrotic areas (*n* = 5 in WT group, *n* = 5 in uIRIx group, *n* = 6 in uIRIx + TRAP5i group). (F) Relative mRNA transcript of *Ctsk* and *Mmp9* (*n* = 5 in WT group, *n* = 5 in uIRIx group, *n* = 6 in uIRIx + TRAP5i group). (G) Relative mRNA transcript of fibrosis‐related genes (*Col1a1*, *Fn*, and *Tgfb1*) (*n* = 5 in WT group, *n* = 5 in uIRIx group, *n* = 6 in uIRIx + TRAP5i group). (H) Relative mRNA transcript of inflammation‐related genes (*Nlrp3*, *Il1b*, *Tnfa*, *Ccl2*, *Cd86)* (*n* = 5 in WT group, *n* = 5 in uIRIx group, *n* = 6 in uIRIx + TRAP5i group). (I) Representative Western blots of α‐SMA and OPN protein in kidney tissues (*n* = 3 per group). Densitometry analysis was performed to quantify protein expression, normalized to GAPDH. Data are shown as mean ± SEM. Group comparisons in (C–I) were assessed by one‐way ANOVA test (*p < 0.05, ** *p* < 0.01, ***p < 0.001, ****p < 0.0001).

Consistent with the pathophysiology of uIRIx, modeling mice exhibited a significant elevation in serum creatinine, persistent tubular injuries, and pronounced interstitial fibrosis 24 days post IRI (Figure 7B–E). In contrast, administration of the TRAP5 inhibitor led to a reduction in serum creatinine, indicating preserved renal function (Figure 7B). Morphological evaluation revealed markedly reduced tubular damage and a notable decrease in interstitial collagen accumulation in TRAP5 inhibitor‐treated group compared to modeling group (Figure 7C–E). At the transcript level, qPCR demonstrated that TRAP5 inhibition effectively blunted the maladaptive upregulation of key profibrotic and proinflammatory genes characteristic of chronic post‐IRI remodeling. Specifically, transcript levels of matrix degrading enzymes(*Ctsk*, *Mmp9*) (Figure 7F), fibrosis‐related genes (*Fn*, *Col1a1*, *Tgfb1*) (Figure 7G), and inflammatory cytokines and markers (*Nlrp3*, *Il1b*, *Ccl2*, *Cd86*) (Figure 7H) were all suppressed following TRAP5 inhibition. This broad suppression of pathogenic gene expression was paralleled by a substantial reduction in α‐SMA and OPN protein abundance, as shown by immunoblot analysis (Figure 7I).

Together, these findings highlight a central role for TRAP5^+^ macrophages in driving postischemic fibrogenesis and position TRAP5 as a promising therapeutic target for halting AKI to CKD progression following ischemic kidney injury.

### 2.10 Pretreatment of TRAP5 Inhibition Also Attenuates UUO Induced Renal Fibrosis

To further evaluate the effect of TRAP5 inhibition in an independent murine model of kidney fibrosis, we also utilized the UUO model. As depicted in the experimental scheme (Figure 8A), mice were pretreated with or without the TRAP5 inhibitor one week prior to the UUO surgery.

**FIGURE 8:**
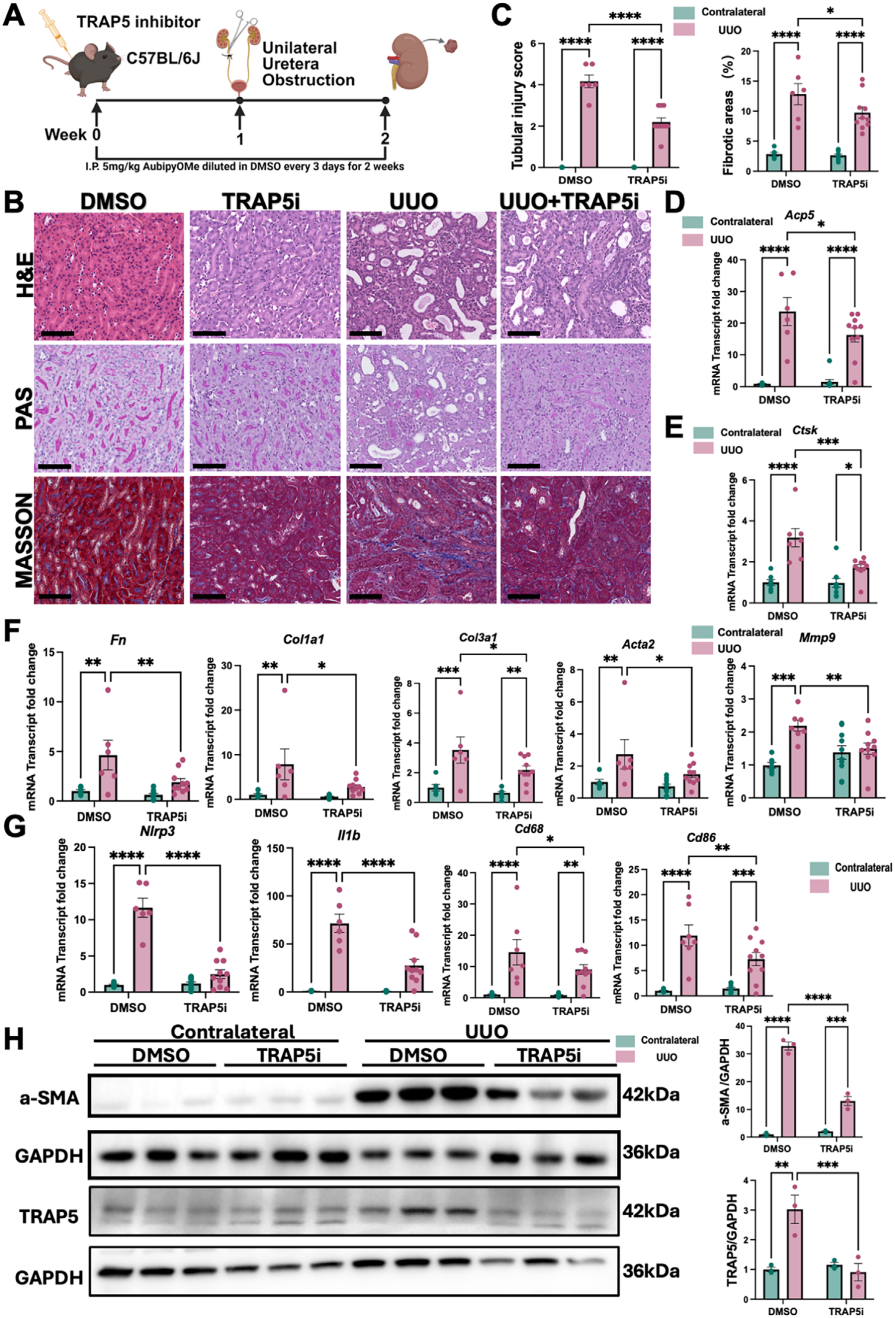
TRAP5 Inhibition pretreatment mitigated UUO induced renal fibrosis. (A) Schematic design of pharmacological pretreatment with TRAP5 inhibitor (TRAP5i) in UUO murine model. (B) Representative images of H&E, PAS, and Masson's Trichrome staining of kidney sections from contralateral unobstructed and obstructed kidneys with or without TRAP5i. Scale bars, 100 µm. (C) Tubular injury score and quantification of fibrotic areas (*n* = 6 in DMSO group, *n* = 10 in TRAP5i‐treated group). (D) Relative mRNA transcript of *Acp5*(*n* = 6 in DMSO group, *n* = 10 in TRAP5i‐treated group). (E) Relative mRNA transcript of ECM‐degrading enzymes (*Ctsk*, *Mmp9*) (*n* = 6 in DMSO group, *n* = 10 in TRAP5i‐treated group). (F) Relative mRNA transcript of fibrosis‐associated genes (*Fn*, *Col1a1*, *Col3a1*, *Acta2*) (*n* = 6 in DMSO group, *n* = 10 in TRAP5i‐treated group). (G) Relative mRNA transcript of inflammation‐associated genes (*Nlrp3*, *Il1b, Cd68, Cd86*) (*n* = 6 in DMSO group, *n* = 10 in TRAP5i‐treated group). (H) Representative Western blots of α‐SMA and TRAP5 in kidney tissues (*n* = 3 per group). Densitometry analysis was performed to quantify protein expression, normalized to GAPDH. Data are shown as mean ± SEM. Group comparisons in (C–H) were assessed by two‐way ANOVA test (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

Pretreatment with the TRAP5 inhibitor led to a marked attenuation of renal injury and fibrosis in the UUO model. Histological analyses using H&E, PAS, and Masson's trichrome staining presented mild tubular injuries and decreased interstitial collagen deposition in the TRAP5i‐treated group compared to UUO alone (Figure 8B). Quantitative analysis corroborated with these findings, revealing significant reductions in both tubular injury scores and fibrotic area in the TRAP5i intervention group (Figure 8C). Consistent with these histological improvements, *Acp5*, *Ctsk*, *Mmp9* mRNA expression was significantly elevated in the obstructed kidneys, but was markedly suppressed by TRAP5 inhibitor (Figure 8D,E). Inhibition of TRAP5 also resulted in downregulation of multiple fibrotic and inflammatory genes, including *Fn*, *Col1a1*, *Col3a1*, *Acta2*, *Nlrp3*, *Il1b*, *Cd68*, and *Cd86* (Figure 8F,G). Moreover, these changes were accompanied by a substantial reduction in α‐SMA and TRAP5 protein expression, as confirmed by Western blot analysis (Figure 8H).

Together, analyses of AAI, uIRIx, and UUO models demonstrated that TRAP5 inhibition consistently ameliorates renal injury, fibrosis, and inflammation, highlighting TRAP5 as a potential therapeutic target across diverse forms of progressive kidney disease.

### 2.11 TRAP5 Inhibitor Abrogates OPN‐Induced Macrophage Activation and Fibrotic Signaling Pathways In Vitro

To elucidate the cellular mechanisms underlying TRAP5 inhibition, we investigated its impact on macrophage activation, metabolism, and gene expression. Treatment of bone marrow‐ derived macrophage (BMDMs) with TRAP5 inhibitor significantly downregulated *Acp5*(TRAP5) at both mRNA and protein levels (Figure S10A,B). Additionally, TRAP5 inhibition broadly suppressed genes associated with macrophage activation and polarization, including *Spp1*, *Il10*, *Tgfb1*, *Ym1*, *Mrc1*, *Retnla*, *Mr*, *Cd68*, *Cd86*, and *Ccl2* (Figure S10A) and decreased cell viability (Figure S10C).

Given the results of our cell to cell communication analyses and prior evidence showing that injured proximal tubules as well as pericyte and fibroblast expresses *Spp1*(encoding osteopontin, OPN) [23, 24], we modeled this microenvironment‐derived *Spp1* signaling in vitro by stimulating BMDMs with exogenous OPN. OPN significantly increased cell viability (Figure 9A), induced *Acp5* transcripts (Figure 9B), elevated NAD^+^/NADH ratios (Figure 9C) and ATP production(Figure 9D). Pharmacological TRAP5 inhibition(TRAP5i) reduced cell viability in a dose‐dependent manner (Figure 9A), suppressed TRAP5 expression and abrogated these OPN‐induced metabolic reprogramming(Figure 9C,D).

**FIGURE 9:**
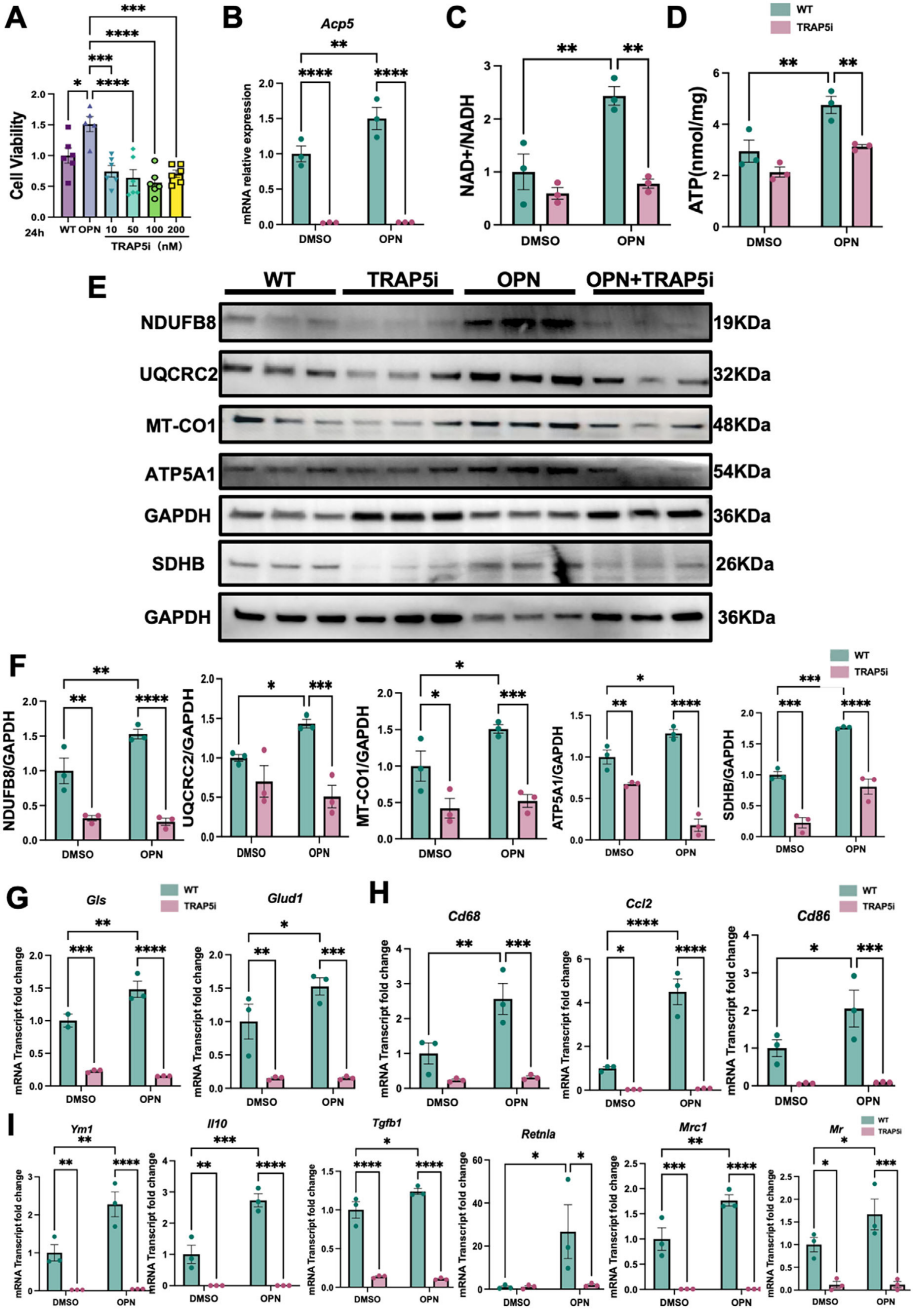
TRAP5 regulated macrophage metabolic functions and polarization in response to OPN. (A) Cell viability of BMDMs after 24 h exposure to OPN (Osteopontin) with or without TRAP5i in a dose dependent manner (*n* = 6 per group). (B) *Acp5* mRNA levels in BMDMs stimulated with OPN ± TRAP5i; (C) NAD^+^/NADH ratios in BMDMs after OPN stimulation with or without TRAP5i (*n* = 3 independent experiments per group). (D) Measurement of ATP in BMDMs treated with OPN ± TRAP5i (*n* = 3 independent experiments per group). (E) Representative immunoblots of mitochondrial respiratory chain/ATP synthase subunits (NDUFB8, UQCRC2, MT‐CO1, ATP5A1, SDHB) in BMDMs treated with OPN ± TRAP5i, GAPDH shown as a loading control. (F) Densitometry analysis was performed to quantify protein expression, normalized to GAPDH (*n* = 3 independent experiments per group). (G) Relative mRNA Transcript of glutaminolysis enzymes (*Gls*, *Glud1*) (*n* = 3 independent experiments per group). (H) Relative mRNA Transcript of *Cd68*, *Ccl2*, *Cd86* (*n* = 3 independent experiments per group). (I) Relative mRNA Transcript of *Ym1*, *Il10*, *Tgfb1*, *Retnla*, *Mrc1*, *Mr* upon OPN stimulation, following TRAP5 inhibitor treatment (*n* = 3 independent experiments per group). Data are shown as mean ± SEM. Group comparisons in (A) were assessed by one‐way ANOVA, and those in (B–D, F–I) were assessed by two‐way ANOVA. (*p < 0.05, ** *p* < 0.01, ***p < 0.001, ****p < 0.0001).

We further investigated the effects of OPN stimulation and TRAP5 inhibition on mitochondrial respiratory chain complexes by examining the expression of key mitochondrial enzymes. In line with GO enrichment analysis, Western blot analysis revealed that OPN stimulation promoted mitochondrial oxidative phosphorylation, as indicated by increased expression of respiratory chain complexes NDUFB8 (Complex I), SDHB (Complex II), UQCRC2 (Complex III), MT‐CO1 (Complex IV), and ATP5A1 (Complex V) (Figure 9E,F). Notably, TRAP5 inhibition reduced the abundance of these subunits at baseline and blunted OPN‐induced upregulation, indicating that TRAP5 activity supports OPN‐driven increases mitochondrial oxidative phosphorylation components (Figure 9E,F).

Importantly, TRAP5 inhibition substantially attenuated the OPN‐induced expression of key metabolic enzyme genes such as *Gls* (glutaminase) and *Glud1* (glutamate dehydrogenase), which convert glutamine to glutamate and then to α‐ketoglutarate to fuel the TCA cycles (Figure 9G). OPN also increased transcripts for inflammatory cytokines (*Ccl2*, *Cd68*, *Cd86*) (Figure 9H), profibrotic mediators (*Tgfb1*), and alternative activation markers (*Ym1*, *Il10*, *Retnla*, *Mrc1*, and *Mr*); cotreatment with TRAP5 inhibitor largely normalized these responses (Figure 9I).

These findings collectively demonstrate that OPN exposure induces an *Acp5* ^+^, metabolically activated, profibrotic phenotype that closely resembles the transcriptional signature of SM macrophages, while TRAP5 inhibition abrogated these responses, highlighting TRAP5 as a potential therapeutic target for mitigating fibrosis‐associated macrophage activation.

### 2.12 TRAP5 Inhibition Suppresses WNT1 and IL4 Induced Macrophage Polarization

Finally, given the known role of IL4 as a typical M2 reparative macrophage activator and the recognized involvement of WNT signaling in inducing a profibrotic phenotype in macrophage [25, 26], we also investigated the macrophage's response to IL4 and WNT1 stimulation.

We observed that *Acp5* mRNA expression was significantly induced by combined IL4 and WNT1 stimulation, but not by IL4 alone. This response is greatly suppressed by TRAP5 inhibition (Figure S10D). Furthermore, costimulation with IL‐4 and WNT1 robustly enhanced the expression of alternative activation markers (*Tgfb1*, *Ym1*, *Mrc1*) and matrix degrading enzymes (*Mmp9*), whereas TRAP5 inhibition abrogated these responses (Figure S10E).

Collectively, these in vitro findings demonstrate that TRAP5 is essential for maintaining profibrotic and alternative activation gene expression in macrophages, and its inhibition broadly suppresses pathogenic gene expression and metabolic reprogramming.

## 3 Discussion

Our study provides novel insights into the immunological landscape of the AKI to CKD transition and identifies a previously unrecognized *Acp5* ^+^ scar‐associated macrophages subset as a central driver of renal fibrosis. Using integrated scRNA‐seq, trajectory analysis, ligand–receptor modeling, and functional studies, we show that TRAP5^+^ macrophages emerge during the remodeling/CKD phase, undergo metabolic reprogramming, and orchestrate matrix remodeling and inflammation. Importantly, pharmacological TRAP5 inhibition in multiple murine models and in vitro systems attenuates fibrosis, inflammation, and mitochondrial reprogramming, thereby preserving renal structure and function.

IRI is a classic model for studying AKI to CKD transition. During reperfusion, renal tubular epithelial cells and the microvasculature experience oxidative stress, inflammation, and endothelial dysfunction [27], ultimately leading to maladaptive repair and fibrosis. Recent scRNA‐seq studies have mapped key epithelial‐macrophage interactions in this context, including macrophage CD38‐driven NAD^+^ depletion promotes tubular senescence and injury [12], and sustained metabolic reprogramming of injured tubules that drives fibrosis via a *Cd44*‐*Fgfr2* axis [28]. Additional work has described ECM‐remodeling macrophages communicating with fibroblasts through *Igf1*‐*Igf1r* and *Fn1*‐*Cd44* signaling [9], and polyploid proximal tubule cells adopting a profibrotic transcriptional state via *Spp1* signaling [23].

In contrast, AAI‐induced AKI to CKD transition models direct nephrotoxic injury that predominantly targets proximal tubular epithelial cells, leading to DNA adduct formation and tubular cell apoptosis/necrosis [21, 29, 30], followed by interstitial inflammation and fibrosis [13, 31]. This model is particularly relevant for tubulointerstitial nephritis and repeated tubular injuries with defective repair. In this model, we identify a macrophage subset coexpressing *Acp5, Mmp9*, *Ctsk*, and *Spp1*, consistent with an ECM‐remodeling phenotype. Concordantly, prior IRI studies have reported a similar macrophage subpopulation with elevated ECM components (*Fn1*, *Spp1*), metalloproteinases (*Mmp9*, *Mmp12*, *Mmp19*), and cathepsins (*Ctsb*, *Ctsd*, *Ctsz*, *Ctsl*, and *Ctss*) in IRI‐induced AKI to CKD model [9]. Critically, our single‐cell transcriptomic and protein‐level analyses reveal that *Acp5*/TRAP5 is highly and specifically expressed in these scar‐associated macrophages, while its expression remains negligible in other renal cell types, including tubular cells and fibroblasts. These convergent findings across distinct injury paradigms support a conserved role for *Acp5* ^+^ ECM‐remodeling macrophages in chronic kidney injury.

SPP1(OPN) is an established profibrotic ligand in kidney disease [24, 32]. It is rapidly induced after kidney injury [23], promotes macrophage recruitment [33] and interstitial fibrosis [34], and correlates with CKD severity [35]. Previous kidney studies have mainly emphasized tubule to fibroblast signaling via the *Spp1*–*Cd44* axis [36]; our computational ligand–receptor analysis extends this view by predicting that *Spp1* ligands are produced predominantly by tubular and stromal cells, while *Acp5* ^+^ scar‐associated macrophages express *Cd44* and receive strong incoming *Spp1* signals. Thus, TRAP5^+^ scar‐associated macrophages are positioned not only as profibrotic effectors but also as key targets of microenvironmental SPP1 signaling.

Consistent with this directional model, OPN protein is markedly upregulated in AAI‐ and IRI‐ induced AKI to CKD kidneys and significantly reduced by TRAP5 inhibition, in parallel with reduced fibrosis. CD68/OPN/TRAP5 costaining further demonstrates that TRAP5 blockade diminishes OPN^+^TRAP5^+^ macrophages in vivo. Pharmacological TRAP5 inhibition therefore not only attenuates macrophage activation but also reshapes the OPN‐rich fibrotic microenvironment. Thus, our work extends prior macrophage‐focused fibrosis studies by identifying a TRAP5^+^OPN‐responsive scar‐associated macrophage subset and defining its metabolic reprogramming as a key driver of AKI to CKD progression.

Our OPN‐stimulation experiments in BMDMs provide a simplified in vitro model of this axis. In BMDMs, OPN induces Acp5/TRAP5 expression, enhances glutaminolysis and mitochondrial oxidative phosphorylation, and promotes profibrotic activation, whereas TRAP5 inhibition reverses these metabolic and transcriptional changes, indicating that TRAP5 activity is necessary to maintain an OPN/SPP1‐high profibrotic state. Together with the cell to cell communication analysis, these data support a framework in which OPN‐rich injured tubules and stroma fuel the pathogenic activity of TRAP5^+^ SM via the *Spp1*–*Cd44* axis during the AKI to CKD transition.

Mechanistically, although we did not directly assess TRAP5 substrates or OPN dephosphorylation in this study, our findings are compatible with previous work demonstrating that TRAP5 is an acid phosphatase that dephosphorylates OPN and that dephosphorylated OPN exhibits enhanced adhesion and migration‐promoting activity on integrin‐ or CD44‐dependent matrices, thereby modulating OPN‐dependent immune cell recruitment [37, 38, 39]. In a murine pulmonary infection model [40], loss of *Acp5* resulted in hyperphosphorylated OPN and impaired myeloid recruitment, whereas reconstitution with enzymatically active TRAP5 restored leukocyte recruitment, providing in vivo evidence that TRAP5 controls OPN phosphorylation and OPN‐ driven myeloid trafficking. Moreover, in lung fibrosis, fibroblast‐derived TRAP5 has been shown to dephosphorylate β‐catenin at Ser33/Thr41, stabilizing β‐catenin and amplifying TGF‐β‐driven profibrotic signaling [41]. Together with phosphoproteomic analyses in TRAP5‐overexpressing cancer cells linking TRAP5 to adhesion/ECM signaling, CD44/TGFβ pathways, and mitochondrial processes [42], these observations support a working model in which OPN upregulates TRAP5 in scar‐associated macrophages and in turn, TRAP5 dephosphorylates OPN and possibly other ECM or signaling proteins, thereby amplifying OPN/CD44 signaling and coupling it to mitochondrial metabolic reprogramming. In this positive feed‐forward loop, OPN and TRAP5 reinforce each other to sustain a high ‐OXPHOS, profibrotic state in scar‐associated macrophages.

Studies outside the kidney further support an OPN‐mitochondria axis. OPN has been shown to maintain macrophage proteostasis and mitochondrial function, as OPN depletion in BMDMs impairs proteostasis and triggers mitochondria‐mediated apoptosis [43]. OPN can induce mitochondrial biogenesis in de‐adherent cancer cells [44], and reprogram macrophages in aging adipose tissue into a senescence‐like, efferocytosis‐defective state that is reversible with OPN blockade [45]. These extra‐renal observations align with our data and suggest that OPN‐driven mitochondrial activation in macrophages is a broader phenomenon, with TRAP5 as an important downstream effector.

TRAP5 itself is predominantly expressed in macrophages and has been implicated in tissue remodeling across multiple organs. Fibroblast‐derived TRAP5 promotes pulmonary fibrosis through β‐catenin signaling [20, 41] and facilitates immune cell recruitment [40, 46], while macrophage TRAP5 supports alveolar macrophage proliferation via β‐catenin pathways [47]. In cardiac studies, TRAP5 has been associated with remodeling and fibrosis [21, 48]. Our work extends these observations to the kidney, demonstrating an expansion of TRAP5^+^ macrophages in multiple injury models and showing that TRAP5 blockade consistently ameliorates fibrosis, inflammation, and renal dysfunction. Together, these data establish TRAP5 as a disease‐promoting effector of scar‐associated macrophages and a compelling therapeutic target.

We also characterized these scar‐associated macrophages by their coexpression of CTSK and MMP9, two key mediators of ECM remodeling. CTSK is a cysteine protease that degrades fibrillar collagen [49], and has been implicated in renal and pulmonary fibrosis [50, 51]. Similarly, MMP9 is upregulated in CKD‐associated macrophages and contributes to aberrant ECM deposition [31, 52, 53, 54]. Our data indicate that MMP9‐expressing macrophages are predominantly associated with chronic tissue remodeling and fibrotic stages rather than acute inflammatory responses, further supporting a model in which TRAP5^+^/CTSK^+^/MMP9^+^ macrophages act as specialized ECM‐remodeling cells during CKD progression.

Methodologically, the use of single‐cell variational inference (scVI) for data harmonization is another strength of this study. Compared with alternative integration methods like Harmony, scVI integrates datasets across experimental conditions by explicitly modeling single‐cell gene expression distributions, thereby better preserving critical biological signals and improving the interpretation of cellular dynamics. This approach yields more reliable downstream differential and trajectory analyses, which is particularly important when dissecting subtle state transitions in macrophage subsets across distinct injury models [55].

Despite the robust findings across multiple injury models, this study has several limitations. First, while our scRNA‐seq and immunostaining analyses demonstrate that Acp5/TRAP5 is predominantly and highly expressed within scar‐associated macrophages, pharmacological inhibition cannot entirely exclude potential systemic effects on other minor cell populations. Consequently, we acknowledge the critical necessity for future studies utilizing macrophage‐specific *Acp5* conditional knockout mice or macrophage‐targeted AAV‐mediated TRAP5 knockout or knockdown models to definitively validate the macrophage‐intrinsic requirement of TRAP5 in renal fibrosis. Second, the precise upstream receptors and signaling cascades by which OPN activates TRAP5, and the direct molecular substrates that link TRAP5 to metabolic reprogramming, remain to be fully elucidated. Receptor‐level perturbations and unbiased phosphoproteomic/substrate‐trapping strategies will be needed to fully dissect the OPN–TRAP5 axis. Third, while our data suggest a functional link, we have not yet performed *Spp1* loss‐of‐function studies in our AKI to CKD models. Future experiments combining tubular or stromal *Spp1* deficiency with TRAP5 inhibition will be important to validate this axis in vivo. Finally, although we confirmed the expansion of TRAP5^+^ macrophages in human CKD biopsies and identified positive correlations with fibrotic markers in the KPMP dataset, larger prospective clinical cohorts are required to establish the definitive prognostic and therapeutic relevance of this macrophage subset in clinical practice.

In conclusion, we identify a previously unrecognized *Acp5^+^* scar‐associated macrophage population that emerges during the AKI to CKD transition, undergoes metabolic reprogramming and orchestrate fibrotic and inflammatory responses. Our functional studies demonstrate that pharmacological inhibition of TRAP5 robustly mitigates renal fibrosis and maladaptive remodeling across multiple disease models. Together, these findings establish TRAP5 as a central mediator of scar‐associated macrophage pathology and highlight the OPN‐TRAP5 axis as a promising therapeutic target to halt or slow the progression from AKI to CKD.

## 4 Materials and Methods

### 4.1 Experimental Animals and CKD Model Induction

Male C57BL/6 mice, aged 8 to 10 weeks, were used to establish four distinct models for the purpose of investigating the roles of macrophages. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Shanghai University of Traditional Chinese Medicine and conducted following institutional guidelines (YYLAC18905, YYLAC‐2019‐052‐01, and PZSHUTCM2506260014).

(1) Aristolochic Acid I‐induced AKI to CKD transition model: AKI was induced by intraperitoneal injections of AAI (Sigma, USA) at a dose of 3 mg/kg, administered every 3days over 2 weeks, as previously described [14], followed by a two‐week cessation to allow for CKD development. Control mice received equivalent volumes of vehicle solution on the same schedule. Experimental groups consisted of control (*n* = 6), AKI phase (*n* = 6), and CKD phase (*n* = 6) mice.

(2) Ischemia‐Reperfusion Injury with contralateral nephrectomy (uIRIx) Model: The uIRIx model was performed as previously described [56]. Briefly, the right kidney was surgically removed (uninephrectomy) via a right flank incision. Subsequently, the left kidney was externalized through a left flank incision, and the left renal artery and vein were clamped using an FST microvascular clamp (18055‐04) for 27 min. During ischemia, the kidney was returned to the abdominal cavity, and the incision was covered with saline‐soaked gauze. In the sham group, the left kidney was exposed but not clamped. Kidneys were harvested 24 days after surgery, with a sample size of *n* = 6 per group.

(3) Folic Acid Nephropathy Model: CKD was induced using a folic acid nephropathy model, in which mice received a single intraperitoneal injection of folic acid (250 mg/kg, dissolved in 300 mm NaHCO3) [57]. Animals were sacrificed seven days postinjection. Each group consisted of six mice (control, *n* = 6; CKD, *n* = 6).

(4) UUO Model: The UUO model was established as previously described [58]. Briefly, a small incision was made through the left flank muscle to expose the left kidney, and the left ureter was ligated near the renal hilum with a 4‐0 silk suture to achieve complete obstruction. The right kidney was exposed but not ligated, serving as an internal control. Both the obstructed and contralateral kidneys were removed seven days after surgery (*n* = 6 per group).

(5) Perioperative Care: For all surgical procedures, mice were anesthetized with 2% pentobarbital (40 mg/kg) and placed on a heating pad. Intraoperative fluid replacement was provided by subcutaneous injection of 40 mL/kg 0.9% saline. For postoperative analgesia, buprenorphine was administered subcutaneously.

(6) Pharmacological Intervention with TRAP5 Inhibitor: To evaluate the functional role of TRAP5, the selective TRAP5 inhibitor AubipyOMe (5 mg/kg, Sigma) was administered intraperitoneally in three models as follows:

I. AAI Model: AAI model. AKI was induced with intraperitoneal injections of AAI (3 mg/kg) every 3 days for 2 weeks. During the subsequent CKD remodeling phase, the TRAP5 inhibitor AubipyOMe was administered intraperitoneally on days 1, 3, 5, 7, 9, and 11 of the remodeling phase (corresponding to experimental days 15, 17, 19, 21, 23, and 25). Mice were euthanized at week 4 (day 28). Group sizes: control (*n* = 8), AAI + vehicle (*n* = 8), TRAP5i only (*n* = 10), and AAI+TRAP5i (*n* = 10).

II. uIRIx Model: Mice underwent unilateral ischemia–reperfusion injury with contralateral nephrectomy (uIRIx). The TRAP5 inhibitor (AubipyOMe) was initiated on postoperative day 3 and subsequently administered every 3 days via intraperitoneal injection until sacrifice. Kidneys were collected on postoperative day 24. Groups: Sham (*n* = 5), uIRIx + vehicle (*n* = 5), and uIRIx + TRAP5i (*n* = 6).

III. UUO Model: Mice received three prophylactic injections of TRAP5 inhibitor (AubipyOMe) during the week preceding surgery, followed by additional doses on postoperative days 1, 3, and 5. Mice were sacrificed on day 7 postsurgery. Group sizes: vehicle (*n* = 6) and TRAP5i (*n* = 10). For each mouse, the contralateral unobstructed kidney served as an internal control (Con or Con + TRAP5i), while the obstructed kidney was analyzed as UUO or UUO + TRAP5i.

### 4.2 Single‐Cell RNA Sequencing

The AAI‐induced AKI and CKD models were also utilized for scRNA‐seq. Kidney tissues from control, AKI, and CKD phase mice were harvested and immediately processed to obtain single‐cell suspensions. scRNA‐seq libraries were prepared using the Chromium Single Cell 3′ Reagent Kits v2 (10× Genomics) following the manufacturer's protocol. Libraries were sequenced on an Illumina NovaSeq 6000 platform, generating 150 base pair paired‐end reads. Sample sizes were as follows: control group (*n* = 1), AKI phase (*n* = 2), CKD phase (*n* = 2). Single‐cell transcriptome sequencing were conducted by OE Biotech Co., Ltd (Shanghai, China).

### 4.3 Data Preprocessing and Analysis

Raw sequencing data were processed using Cell Ranger v7.2.0 (10× Genomics) and aligned to the GRCm39 mouse transcriptome reference using the STAR aligner; unique molecular identifiers (UMIs) were assigned, and gene expression matrices were generated for each sample; quality control steps included filtering out cells with mitochondrial gene content exceeding 30%, correcting for ambient RNA contamination using CellBender v0.3.2, and detecting doublets with scDblFinder v3.19; cells expressing fewer than 200 genes and genes expressed in fewer than three cells were excluded, resulting in a dataset comprising 39 345 single cells and 21 878 genes for downstream analysis; batch correction and data integration across samples were subsequently performed using scVI (scVI‐tools v1.3.1), training a VAE on 8000 highly variable genes with sample as the batch key to harmonize embeddings while preserving biological variation for downstream subclustering and visualization.

#### 4.3.1 Identification of Marker Genes and Cell Types

Marker genes for each cluster were identified using the rank_genes_groups function in Scanpy v1.10.1 with the *t*‐test_overestim_var method, selecting the top 300 genes per cluster; clusters were annotated based on the expression of canonical marker genes, which were referenced from the MouseWK database (https://esbl.nhlbi.nih.gov/Databases/MouseWK/WKMarkers.html). Major cell types such as Proximal tubule cells (*Lrp2*, *Slc34a1*), Distal convoluted tubule cells (*Slc12a3*), Thick ascending limb cells (*Slc12a1*), Collecting duct intercalated cells (*Atp6v1b1*, *Hmx2*), Collecting duct principal cells (*Aqp2*, *Avpr2*), Podocytes (*Wt1*, *Nphs1*), Pericyte/fibroblasts (*Acta2*, *Col1a1*), endothelial cells (*Plvap*, *Emcn*), B lymphocytes (*Cd79a*, *Cd79b*), T regulatory lymphocytes (*Foxp3*), CD8^+^ T lymphocytes (*Cd8a*, *Cd8b1*), CD8^+^ Effector T lymphocyte (*Cd3e*), CD4^+^ T lymphocytes (*Cd4*, *Tcf7*), B lymphocyte(*Cd79a*, *Cd79b*), Dendritic cells (*Cd209a*, *Clec10a*), Neutrophils (*Lyz2*, *Hp*, *F13a1*), Natural killer cells (*Gzma*, *Gzmb*), Macrophage (*C1qa*, *C1qb*), and Monocyte (*Hp*, *F10*) were identified; further analysis was conducted using the same normalization and integration approach to subcluster Macrophage, identifying specific subpopulations within these cell types.

#### 4.3.2 Heatmap Generation

Gene expression patterns across different cell clusters were visualized using the Scanpy package; starting with the processed scRNA‐seq data, marker genes were identified for each cluster using the rank_genes_groups function, and the top differentially expressed genes were selected to create heatmaps using the sc.pl.rank_genes_groups_heatmap function, effectively illustrating distinct gene expression profiles for each cell cluster.

#### 4.3.3 RNA Velocity

To investigate the dynamic transcriptional landscapes of single cells, RNA velocity analysis was performed using the scVelo package [59]. This method extends conventional RNA velocity estimation by leveraging a dynamical modeling framework, which enables the characterization of transient cellular states based on both spliced and unspliced transcript abundances. Following standard quality control and preprocessing, spliced and unspliced RNA counts were integrated with precomputed low‐dimensional embeddings to ensure accurate representation of cell states. The scVelo algorithm infers gene‐specific kinetic parameters and estimates RNA velocity vectors for individual cells, capturing the direction and magnitude of ongoing transcriptional changes. These velocity estimates were projected onto the existing embedding space, allowing for the visualization of putative developmental trajectories and lineage hierarchies across distinct cell populations.

#### 4.3.4 Gene Ontology Pathway Analysis

Gene ontology pathway analysis was performed using the gseapy package. DEGs from the four macrophage subclusters were identified and subjected to enrichment analysis via the Enrichr module. Significantly overrepresented GO terms were determined based on an adjusted false discovery rate (FDR) threshold of <0.05. Visualization of the top enriched GO pathways provided mechanistic insights into the biological processes underlying the transition from AKI to CKD, highlighting key molecular pathways associated with disease progression.

#### 4.3.5 Trajectory Analysis

To explore cellular differentiation and dynamic changes over time, trajectory analysis was performed using Slingshot2 and Monocle3; highly variable genes were selected, dimensionality reduction was achieved with principal component analysis (PCA), and a neighborhood graph and UMAP embedding was computed; pseudo time trajectories were calculated with Slingshot2 and Monocle3, ordering cells along developmental trajectories and identifying state transitions; differential expression analysis highlighted genes contributing to these transitions, with visualizations including UMAP plots of pseudo time and marker gene expression, as well as dot plots and heatmaps illustrating gene expression patterns across different trajectory branches [60, 61].

#### 4.3.6 Volcano Plot

Differential expression (DE) at the single‐cell level was performed in Scanpy using a Wilcoxon rank‐sum test. We report multiple‐testing–corrected *p*‐values (FDR). Genes were considered significant at |log_2_FC| ≥ 1 (FC ≥ 2) and FDR < 0.01. Volcano plots display −log_10_(raw *p*‐values) for visual dynamic range, while statistical significance and gene labeling are based on FDR thresholds.

#### 4.3.7 Cell to Cell Communication Analysis

Cell–cell communication was analyzed using CellChat2; the normalized gene expression matrix from scRNA‐seq data was used to create a CellChat object; preprocessing included identifying overexpressed genes and potential interactions, and communication probabilities were calculated to infer potential ligand–receptor interactions; low‐confidence interactions were filtered out, and pathway‐level communication probabilities were inferred and visualized using circle and bubble plots; the information flow for each signaling pathway was calculated and compared across control, AKI, and CKD phases to understand how cell‐to‐cell communication evolves during disease progression.

#### 4.3.8 Gene Regulatory Network Analysis

The pySCENIC workflow was employed to infer gene regulatory networks (GRNs) from scRNA‐seq data; gene coexpression modules were identified using the GRNBoost algorithm, detecting sets of genes with correlated expression across cells; transcription factors and their target genes (regulons) were predicted by scanning promoter regions of coexpressed genes for known TF‐binding motifs, linking modules to potential regulators; the activity of each regulon was quantified per cell using the AUCell method, which computes the Area Under the Curve (AUC) to measure target gene expression within individual cells; results were visualized using heatmaps to highlight transcription factor activity across different cell states.

#### 4.3.9 Single‐Cell Flux Estimation Analysis

Single‐cell Flux Estimation Analysis was utilized to estimate metabolic flux activities at the single‐cell level by integrating scRNA‐seq data with known metabolic networks; gene expression data were mapped onto predefined metabolic pathways, including glycolysis, the TCA cycle, and amino acid metabolism; metabolic fluxes were inferred by optimizing the consistency between gene expression and metabolic activity, resulting in predicted metabolite levels for individual cells; heatmaps were generated to depict the relative abundance of metabolites across different conditions, highlighting metabolic shifts between cell populations.

#### 4.3.10 KPMP Single‐Cell RNA‐Seq Correlation Analysis

To assess the relationship between macrophage *ACP5* and kidney fibrosis, we analyzed the publicly available KPMP single‐cell RNA‐seq dataset (Seurat format files downloaded from the KPMP data portal). For each kidney sample, we first identified annotated macrophage subsets and calculated the mean *ACP5* expression across macrophages. In parallel, whole‐tissue expression of extracellular matrix and profibrotic genes (*COL1A1*, *MMP9*, *TGFB1*, *VIM*, *SPP1*) was obtained by averaging log‐normalized expression across all cells from the same sample. These sample‐level values were then used to compute Spearman's rank correlation coefficients between macrophage *ACP5* expression and each fibrosis‐related gene, and the correlation coefficient (*r*) together with the corresponding *p* value were reported.

### 4.4 Histology and Immunofluorescence Staining

Kidney tissues were fixed in 4% paraformaldehyde, embedded in paraffin, and sectioned into 4 µm‐thick serial slices. After deparaffinization, sections from control, AKI, and CKD phase mice were stained with H&E, PAS, and Masson's Trichrome according to standard protocols. Tubular injury was scored semiquantitatively. Injury features included tubular dilation, tubular atrophy, tubular cast formation, vacuolization, and degeneration, and were graded as follows: Score 0, no tubular injury; Score 1, <10% of tubules injured; Score 2, 10%–25% of tubules injured; Score 3, 25%–50% of tubules injured; Score 4, 50%–74% of tubules injured; Score 5, >75% of tubules injured. Masson's Trichrome–positive fibrotic area was quantified in cortical regions using ImageJ by color‐threshold segmentation and expressed as percentage of total analyzed area.

For immunofluorescence staining, paraffin‐embedded sections from mouse kidneys and human kidney biopsies were deparaffinized, rehydrated, and subjected to antigen retrieval in citrate buffer (pH 6.0). After blocking with 5% bovine serum albumin, sections were incubated overnight at 4°C with primary antibodies against CD68 (Servicebio, GB113109), TRAP5/ACP5 (Abcam, ab191406), OPN (Proteintech, 22952‐1‐AP), CTSK (Abcam, ab187647), and MMP9 (Boster Bio, PB9669). After washing, sections were incubated with appropriate fluorescently labeled secondary antibodies, and nuclei were counterstained with DAPI. Images were acquired using a fluorescence microscope. For quantitative analyses, positive cells were counted in 10 nonoverlapping 100× high‐power fields per section; the mean number of positive cells per 100× field was calculated for each mouse and these per‐mouse means were used for statistical comparison between groups. ImageJ software was used for all morphometric quantifications. Studies were approved by the Research Ethics Review Committee of Yueyang Hospital of Integrated Traditional Chinese and Western Medicine, and written informed consent was obtained from all participants.

### 4.5 Isolation and Culture of BMDMs

As previously described [58], BMDMs were isolated from wild‐type mice. Bone marrow cells were flushed from femurs and tibiae, plated at a density of 1 × 10^6^ cells per mL, and cultured in RPMI 1640 medium (BasalMedia, China) supplemented with 20% L929 cell‐conditioned supernatant, 15% fetal bovine serum (FBS), and 1% penicillin/streptomycin. The culture medium was replaced on days 1 and 4. On day 7, differentiated BMDMs were treated for 48 h with following: OPN (1 µg mL^−1^, PeproTech), IL‐4 (20 ng mL^−1^, PeproTech), and Wnt1 (1 µg mL^−1^, PeproTech), with or without TRAP5 inhibitor‐ AubipyOMe (100 nm,Sigma).

### 4.6 Real‐Time PCR

Total RNA was extracted from renal tissues or cultured cells using an RNA extraction kit (Vazyme, China), followed by cDNA synthesis using a reverse transcription kit. Quantitative PCR was performed using the ABI 7500 instrument and SYBR Green Master Mix (Vazyme, China) with gene‐specific primers listed in Table S1. Relative mRNA expression levels were calculated using the 2^−ΔΔCt^ method, where ΔΔCt = (Ct_target − Ct_housekeeping).

### 4.7 Western Blot

Proteins were extracted from renal tissues or cells using RIPA lysis buffer supplemented with phosphatase and protease inhibitor cocktails. Protein concentrations were determined and equalized with the Epizyme BCA protein assay kit. Equal amounts of protein were separated by 4%–20% sodium dodecyl sulfate‐polyacrylamide gel electrophoresis (SDS‐PAGE) gradient gels and transferred to PVDF membranes. Membranes were incubated overnight at 4°C with primary antibodies against α‐SMA (CST, 19245T), OPN (Proteintech, 22952‐1‐AP), TRAP5 (Abcam, ab191406), NDUFB8(CST, 73951T), UQCRC2(CST, 99258T), COX1/MT‐CO1(CST, 55159T), SDHB (CST, 92649T), ATP5A1(CST, 18023S), or GAPDH (Epizyme, LF205S), followed by incubation with appropriate secondary antibodies for 1 h at room temperature. Immunoreactive bands were visualized using a chemiluminescence imaging system, and band intensities were quantified with Image J software.

### 4.8 Cell Viability Measurement

Primary BMDMs were seeded in 96‐well plates and treated for 24 h with the following: DMSO (control), or OPN (1 µg mL^−1^)), or AubipyOMe (10, 20, 50, 100, or 200 nm) plus OPN (1 µg mL^−1^). Following treatment,10 µL of CCK‐8 solution (BioAgrio, China) was added to each well and incubated for 2 h. Absorbance at 450 nm was measured with a SpectraMax i3x fluorometer (Molecular Devices), and cell viability was calculated accordingly.

### 4.9 Determination of Cellular Mitochondrial Function

BMDMs were seeded at 1 × 10^5^ cells per well in 6‐well plates and treated for 48 h under the following conditions: Control, TRAP5 inhibitor (100 nm), OPN (1 µg mL^−1^), or OPN (1 µg mL−^1^) plus TRAP5 inhibitor (100 nm). The NAD^+^/NADH ratios were determined using Enhanced NAD^+^/NADH Assay Kit with WST‐8 (Beyotime Biotechnology), following the manufacturer's protocols. Absorbance was measured at 340 nm using a microplate reader (LABSELECT). ATP concentrations were measured using the Enhanced ATP Assay Kit (Beyotime Biotechnology), with luminescence detection on a SpectraMax i3x fluorometer (Molecular Devices).

### 4.10 Statistical Analysis

Statistical analysis was performed with GraphPad Prism version 10.0. Data were presented as Mean ± SEM. The data were assessed for Gaussian distribution and homogeneity of variances before further analysis. Log transformation was utilized when the variances were not sufficiently homogeneous. Unpaired Student's *t*‐test was used for comparisons between two groups and analysis of one‐way or two‐way ANOVA for multiple groups, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001, ns was no significance with *p* > 0.05.

## Author Contributions

C.W. helped with bioinformatics analysis, experiments, data analysis, manuscript writing, and figure preparation. Y.G. helped with study design, experiments, and data acquisition. W.D. helped with study design, writing and editing the manuscript. The three co‐first authors all contributed equally to the design of the study. L.X. helped with conducting experiments. J.Q. helped with acquiring data and bioinformatics analysis. Y.Z. helped with conducting experiments and acquiring data. Y.C. helped with conducting experiments and study design. Z.W. helped with study design and editing the manuscript. Y.W. helped with editing the manuscript. Y.S. helped with editing of the manuscript. D.X. helped with providing reagents, data analysis and editing of the manuscript. X. Gao. helped with providing reagents, acquiring data, data analysis, and editing of the manuscript. M.C. helped with the study design and editing of the manuscript. X. Gu. helped with study design, acquiring data, data analysis, conducting experiments, providing reagents, and writing and editing the manuscript.

## Funding

This study was supported by the National Natural Science Foundation of China (Grant No. 82474175, China to X.Gu.); the Science and Technology Innovation Action Plan of Shanghai Science and Technology Commission (Grant No. 23S11900500, China to X.Gu.); and the Shanghai Sailing Program, Shanghai Rising‐Star Project (Grant No. 24YF2727000, China to W.D.). Youth Fund of National Natural Science Foundation of China (Grant No. 82500855, China to W.D.). Research Startup Funding of Shanghai Fourth People's Hospital Affiliated to Tongji University (Grant No. sykyqd11801, China to X. Gao.).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File**: advs74661‐sup‐0001‐SuppMat.docx.

## Data Availability

The data supporting the findings of this study are available from the corresponding author upon reasonable request. The single‐cell data presented in this paper are deposited to GSE281245(https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE281245). Code was deposited to https://github.com/gettygugu‐dot/aa.

# Supplementary material for: TRAP5 Inhibition Targeting Scar‐Associated Macrophages Ameliorates Acute Kidney Injury to Chronic Kidney Disease Transition
**Source:** Adv Sci (Weinh). 2026 Mar 3;13(26):e19855. doi: 10.1002/advs.202519855
**Supplement:** Supplementary file 1 — Supporting File: advs74661‐sup‐0001‐SuppMat.docx.

Supporting Information

TRAP5 Inhibition Targeting Scar-Associated Macrophages Ameliorates Acute Kidney Injury to Chronic Kidney Disease Transition

Chenxi Wang, Yaodong Gu, Wen Du, Lin Xie, Jinwei Quan, Yu Zhao, Ye Cheng, Zhaonan Wei, Yuanyuan Sha, Yi Wang, Dechao Xu, Xiang Gao*, Min Chen*, Xiangchen Gu

Supplemental Tables

Table S1. Primers sequences

| **Gene**  **(Mouse)** | **Forward** | **Reverse** |
| --- | --- | --- |
| *Fn* | ATGGTACAGCTGATCCTGCC | GCCCTGGTTTGTACCTGCTA |
| *Col3a1* | ACAGCTGGTGAACCTGG | ACCAGGAGATCCATCTCGAC |
| *Col1a1* | CCCAGCCGCAAAGAGTCTAC | AGCATACCTCGGGTTTCCAC |
| *Tgfb1* | GGGAAGCAGTGCCCGAACCC | TGGGGGTCAGCAGCCGGTTA |
| *Nlrp3* | CAAGGCTGCTATCTGGAGGAA | GAGGTCCACATCTTCAAGGTCC |
| *IL-1β* | TGCCACCTTTTGACAGTGATG | TGATGTGCTGCTGCGAGATT |
| *Tnfa* | CCCTCCAGAAAAGACACCATG | CACCCCGAAGTTCAGTAGACAG |
| *Cd68* | AAGGTCCAGGGAGGTTGTGA | GGCTCTGATGTAGGTCCTGT |
| *Cd86* | GATGGACCCCAGATGCACCAT | ACCAGCTCACTCAGGCTTATG |
| *Ccl2* | CTGGAGCATCCACGTGTTGG | TCTTGAGCTTGGTGACAAAAACTAC |
| *Vim* | AGACCAGAGATGGACAGGTGA | TTGCGCTCCTGAAAAACTGC |
| *Gapdh* | AAGAAGGTGGTGAAGCAGGCATC | CGGCATCGAAGGTGGAAGAGTG |
| *Hacvr1* | GCTGCTACTGCTCCTTGTGA | GGAAGGCAACCACGCTTAGA |
| *Acta2* | AGCCATCTTTCATTGGGATGGAG | CTCCTTCTGCATCCTGTCAGC |
| *Acp5* | GCTGTCCTGGCTCAAAAAGC | CACACCGTTCTCGTCCTGAA |
| *Il10* | GCTATGCTGCCTGCTCTTACT | CCTGCTGATCCTCATGCCA |
| *Mrc1* | TCATTCCCTCAGCAAGCGAT | GATACTTGCCAGGTCCCCAC |
| *Mr* | GCCTGGATGTGGTTGGATGTA | AGCCTTTGGTTTCCATAGCTTGA |
| *Ym1* | AAGAGTGCTGATCTCAATGTGGATT | AATTGTAGGGGCACCAATTCC |
| *Spp1* | TGGCTGAATTCTGAGGGACT | TTCTGAGATGGGTCAGGCAC |
| *Mif* | CTTTGTACCGTCCTCCGGTC | GTGCACTGCGATGTACTGTG |
| *Mmp9* | CTCTCCTGGCTTTCGGCTG | GCGGTACAAGTATGCCTCTGC |
| *Retnla* | ACCTTTCCTGAGATTCTGCCC | CAGTGGAGGGATAGTTAGCTGG |
| *Glud1* | GGACAGGATATCGGGTGCAT | TGTGAAGGTCACACCAGCTT |
| *Gls* | CCGCGGGCGACAATAAAATA | AACCTGGGATCAGATGTTCG |

SUPLEMMENTAL FIGURES

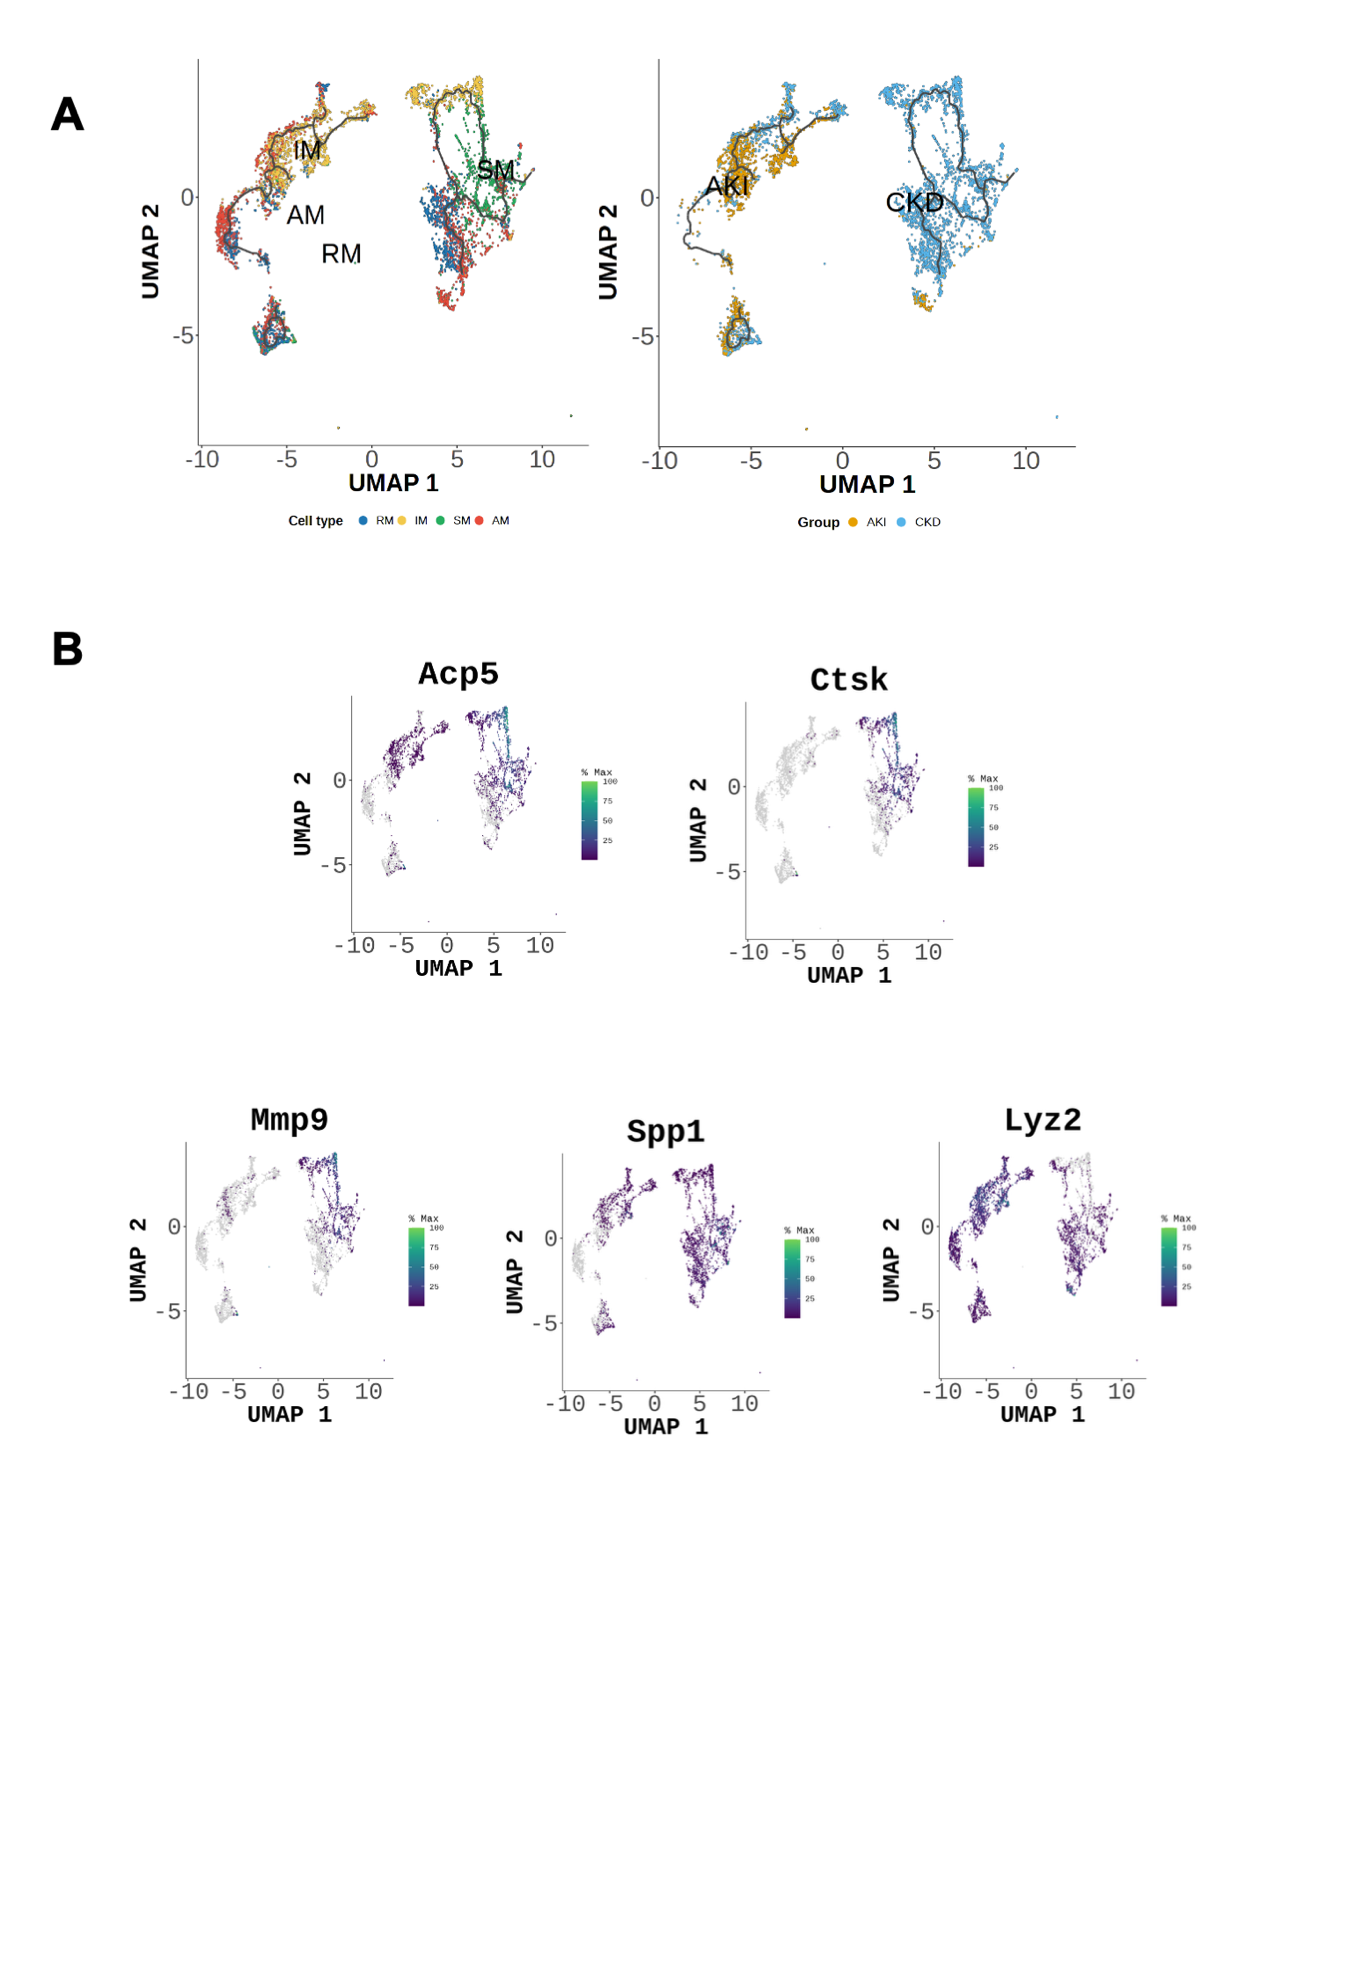

**Figure S1. UMAP of macrophage subclusters and marker genes in AKI and CKD**

(**a**) UMAP embedding of kidney macrophage cells. Left, cells colored by subcluster (RM, IM, SM, AM); right, cells colored by condition (AKI vs. CKD). The black line denotes the Monocle 3 trajectory backbone (learn_graph) inferred from these cells; each dot represents one cell. (**b**) Feature plots showing scaled expression (0–100% of the maximum) of selected genes across the same UMAP: *Acp5*, *Mmp9*, *Ctsk*, *Spp1*, Lyz2. Color intensity reflects normalized expression level.

**
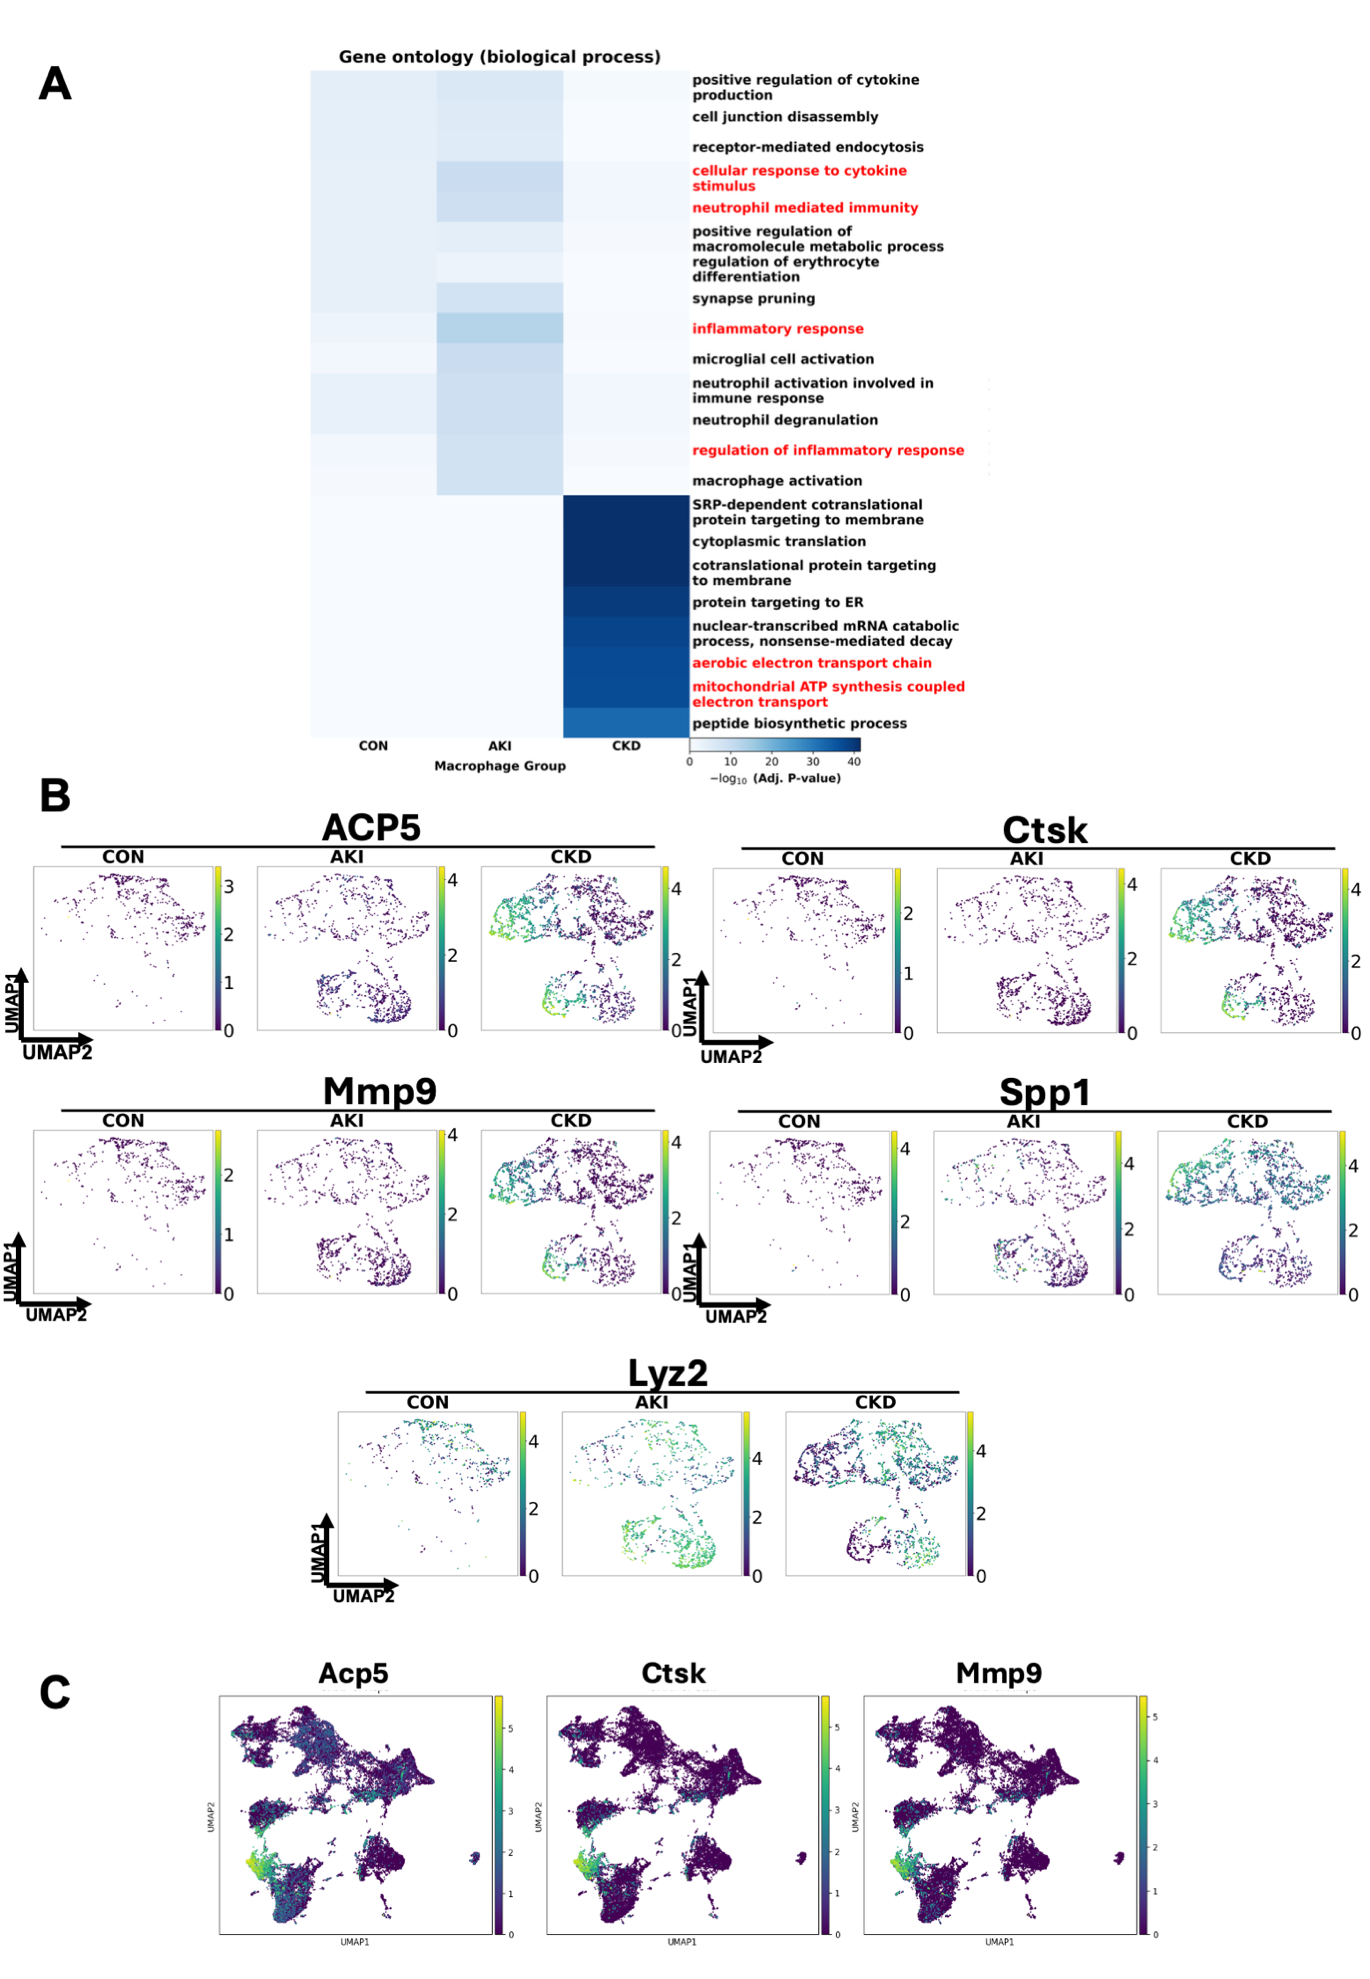
**

**Figure S2. Functional programs and gene expression of kidney macrophages in AKI vs. CKD**

(**a**)Gene Ontology (biological process) enrichment of differentially expressed genes in macrophages from control (CON), AKI, and CKD samples. The heatmap displays enrichment significance as −log10(adjusted P value); darker blue indicates stronger enrichment. Terms highlight inflammatory/immune responses (red labels) in AKI and aerobic electron transport chain and mitochondrial ATP-synthesis coupled electron transport (red labels) in CKD. (**b**)Condition-split UMAP feature plots showing normalized expression of canonical macrophage and activation markers (***Acp5*, *Ctsk*, *Mmp9*, *Spp1*, *Lyz2***) in CON, AKI, and CKD. Each dot is one cell; color intensity reflects relative expression (gray = low/none). (c) UMAP feature plots showing log-normalized expression of *Acp5*, *Mmp9*, and *Ctsk* across the kidney cell atlas.

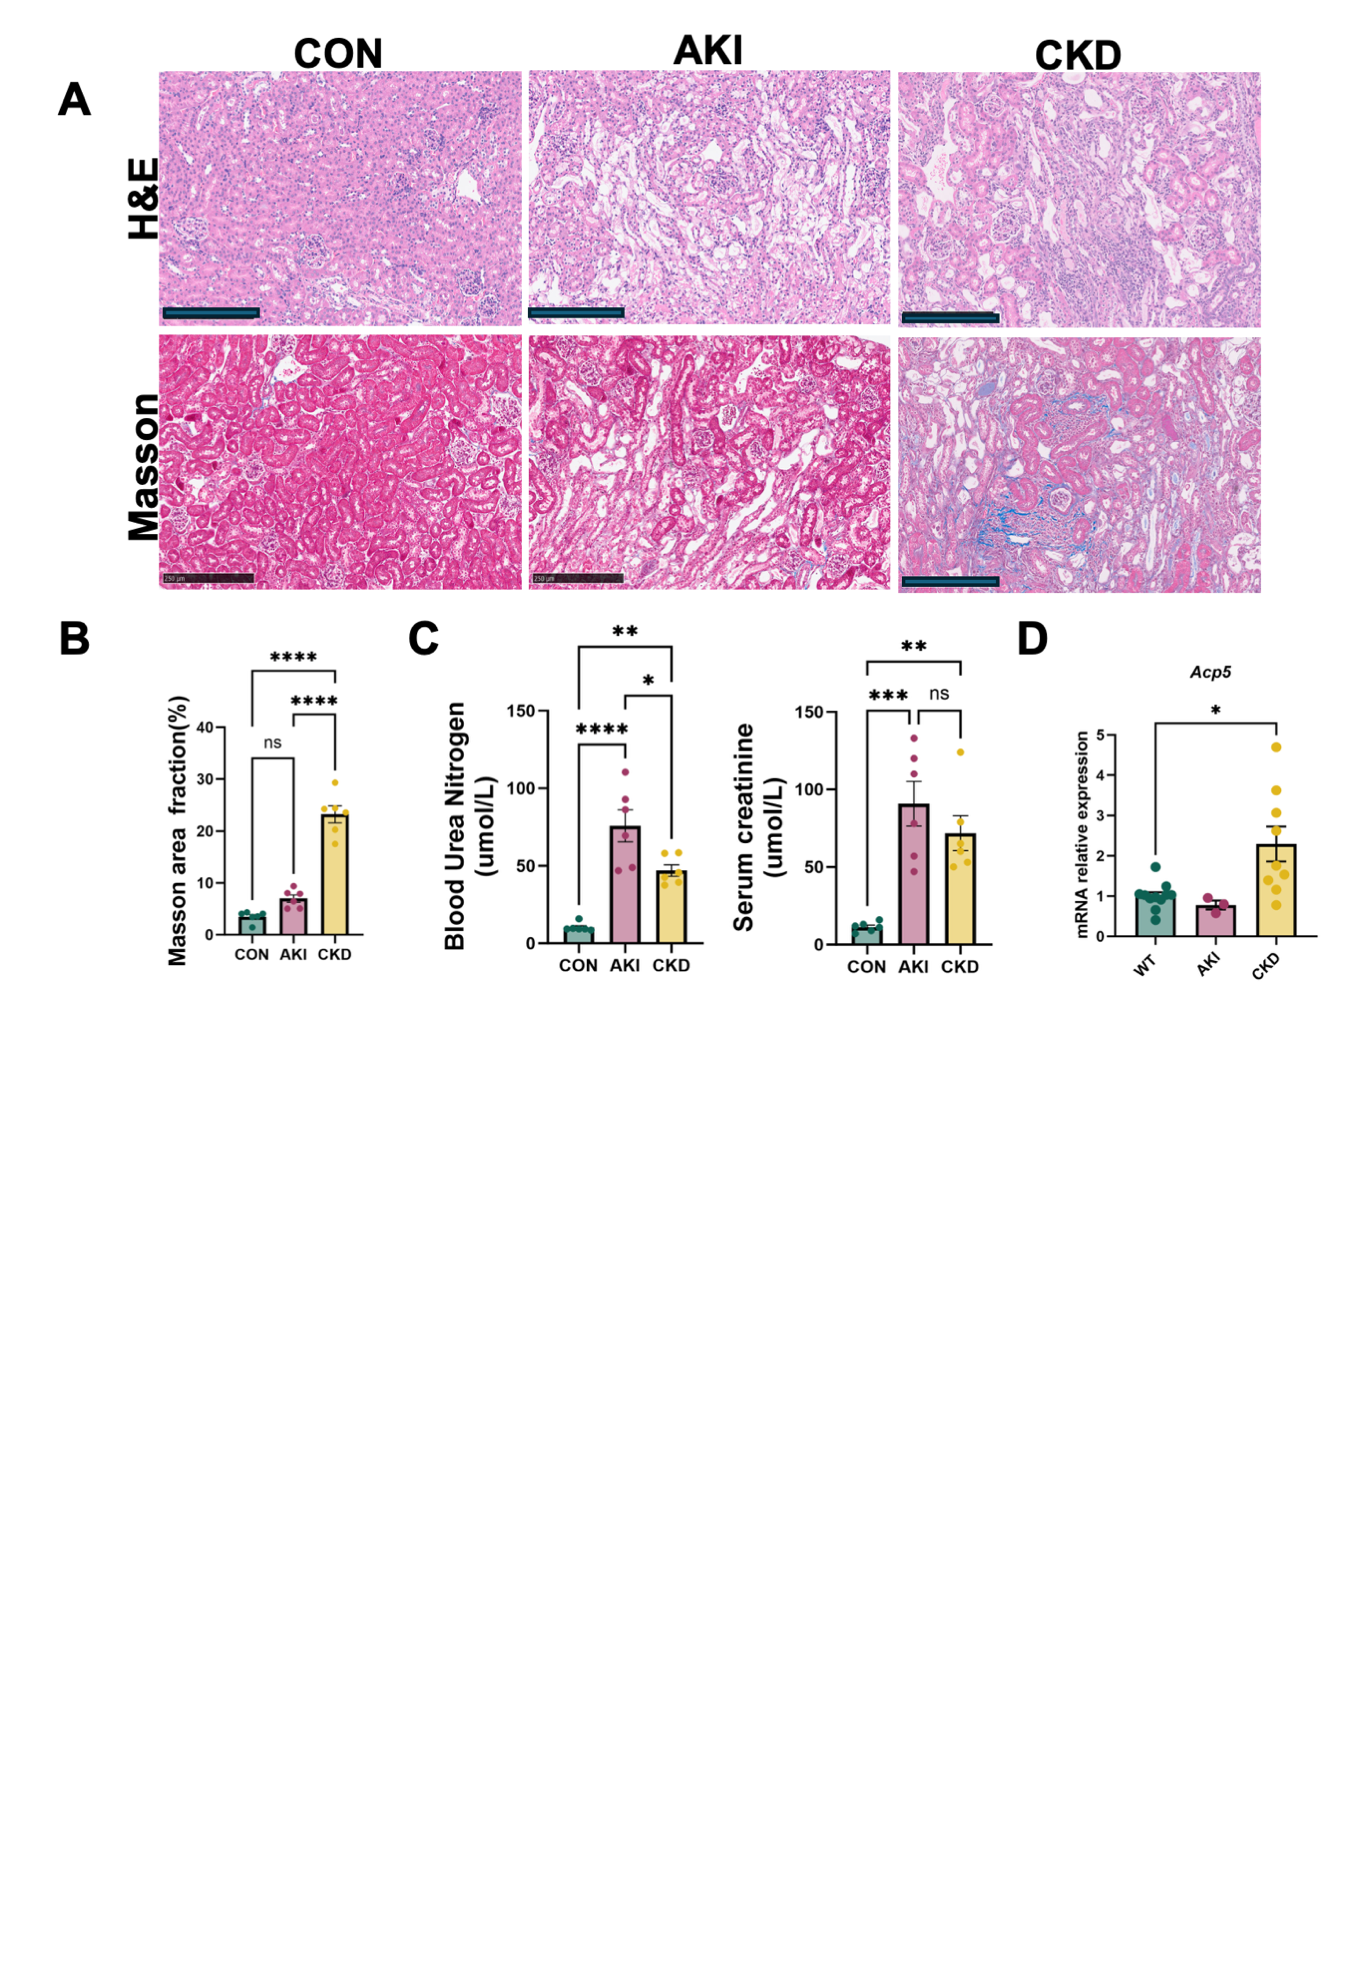

**Figure S3. Kidney histopathology, renal function, and *Acp5* expression in AAI-induced AKI to CKD transition**

**(a)**Representative kidney sections from control (CON), acute kidney injury (AKI), and chronic kidney disease (CKD) groups stained with H&E (top) and Masson’s trichrome (bottom). Scale bars, 250μm. **(b)** Quantification of fibrotic area (Masson-positive fraction) in the three groups. **(c)** Blood urea nitrogen (BUN) and serum creatinine levels. **(d)** Relative *Acp5* mRNA expression by qPCR in kidneys from CON/WT, AKI, and CKD. n=6 per group(**b-c**), n=3-9 in each group(**d**). Data are shown as mean ± SEM. Significance was assessed by One-way ANOVA test with multiple comparisons (ns, not significant; * P<0.05, ****** P <0.01***,* ***** P ***<0.001***, **** P <0.0001).

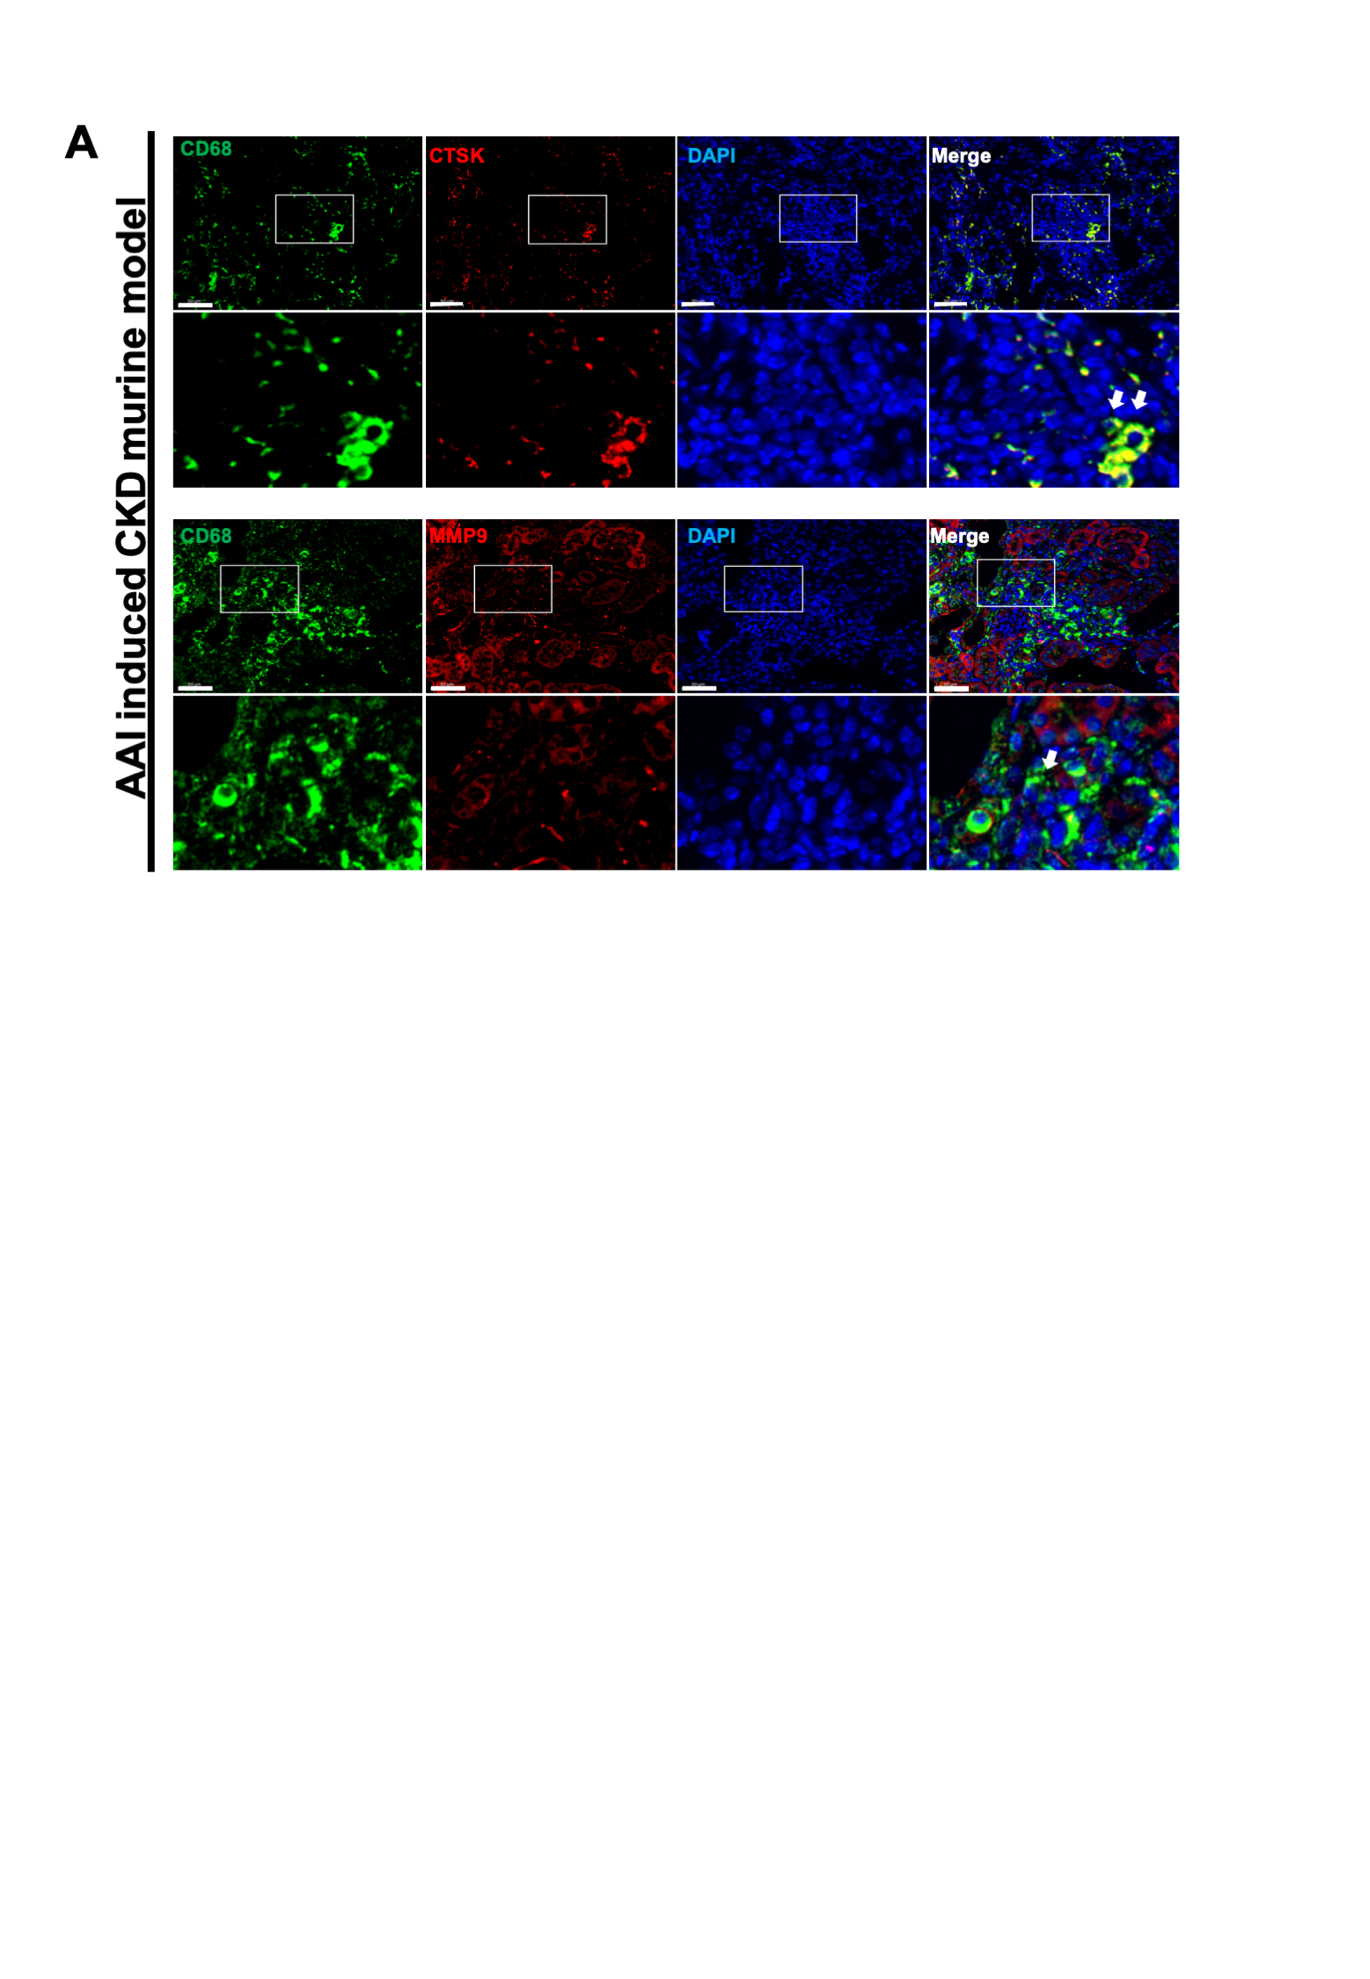
**Figure S4. Macrophage co-localization with CTSK and MMP9 in AAI-induced CKD**

(**a**) Representative immunofluorescence images of kidneys from the AAI-induced CKD mouse model showing macrophages (CD68, green) co-stained with CTSK (red, top row) or MMP9 (red, bottom row); nuclei are counterstained with DAPI (blue). Merged images highlight CD68⁺ cells expressing CTSK or MMP9 (yellow). White boxes indicate regions enlarged in the lower panels; arrows mark examples of co-localized cells. Scale bars, 50 µm.

**
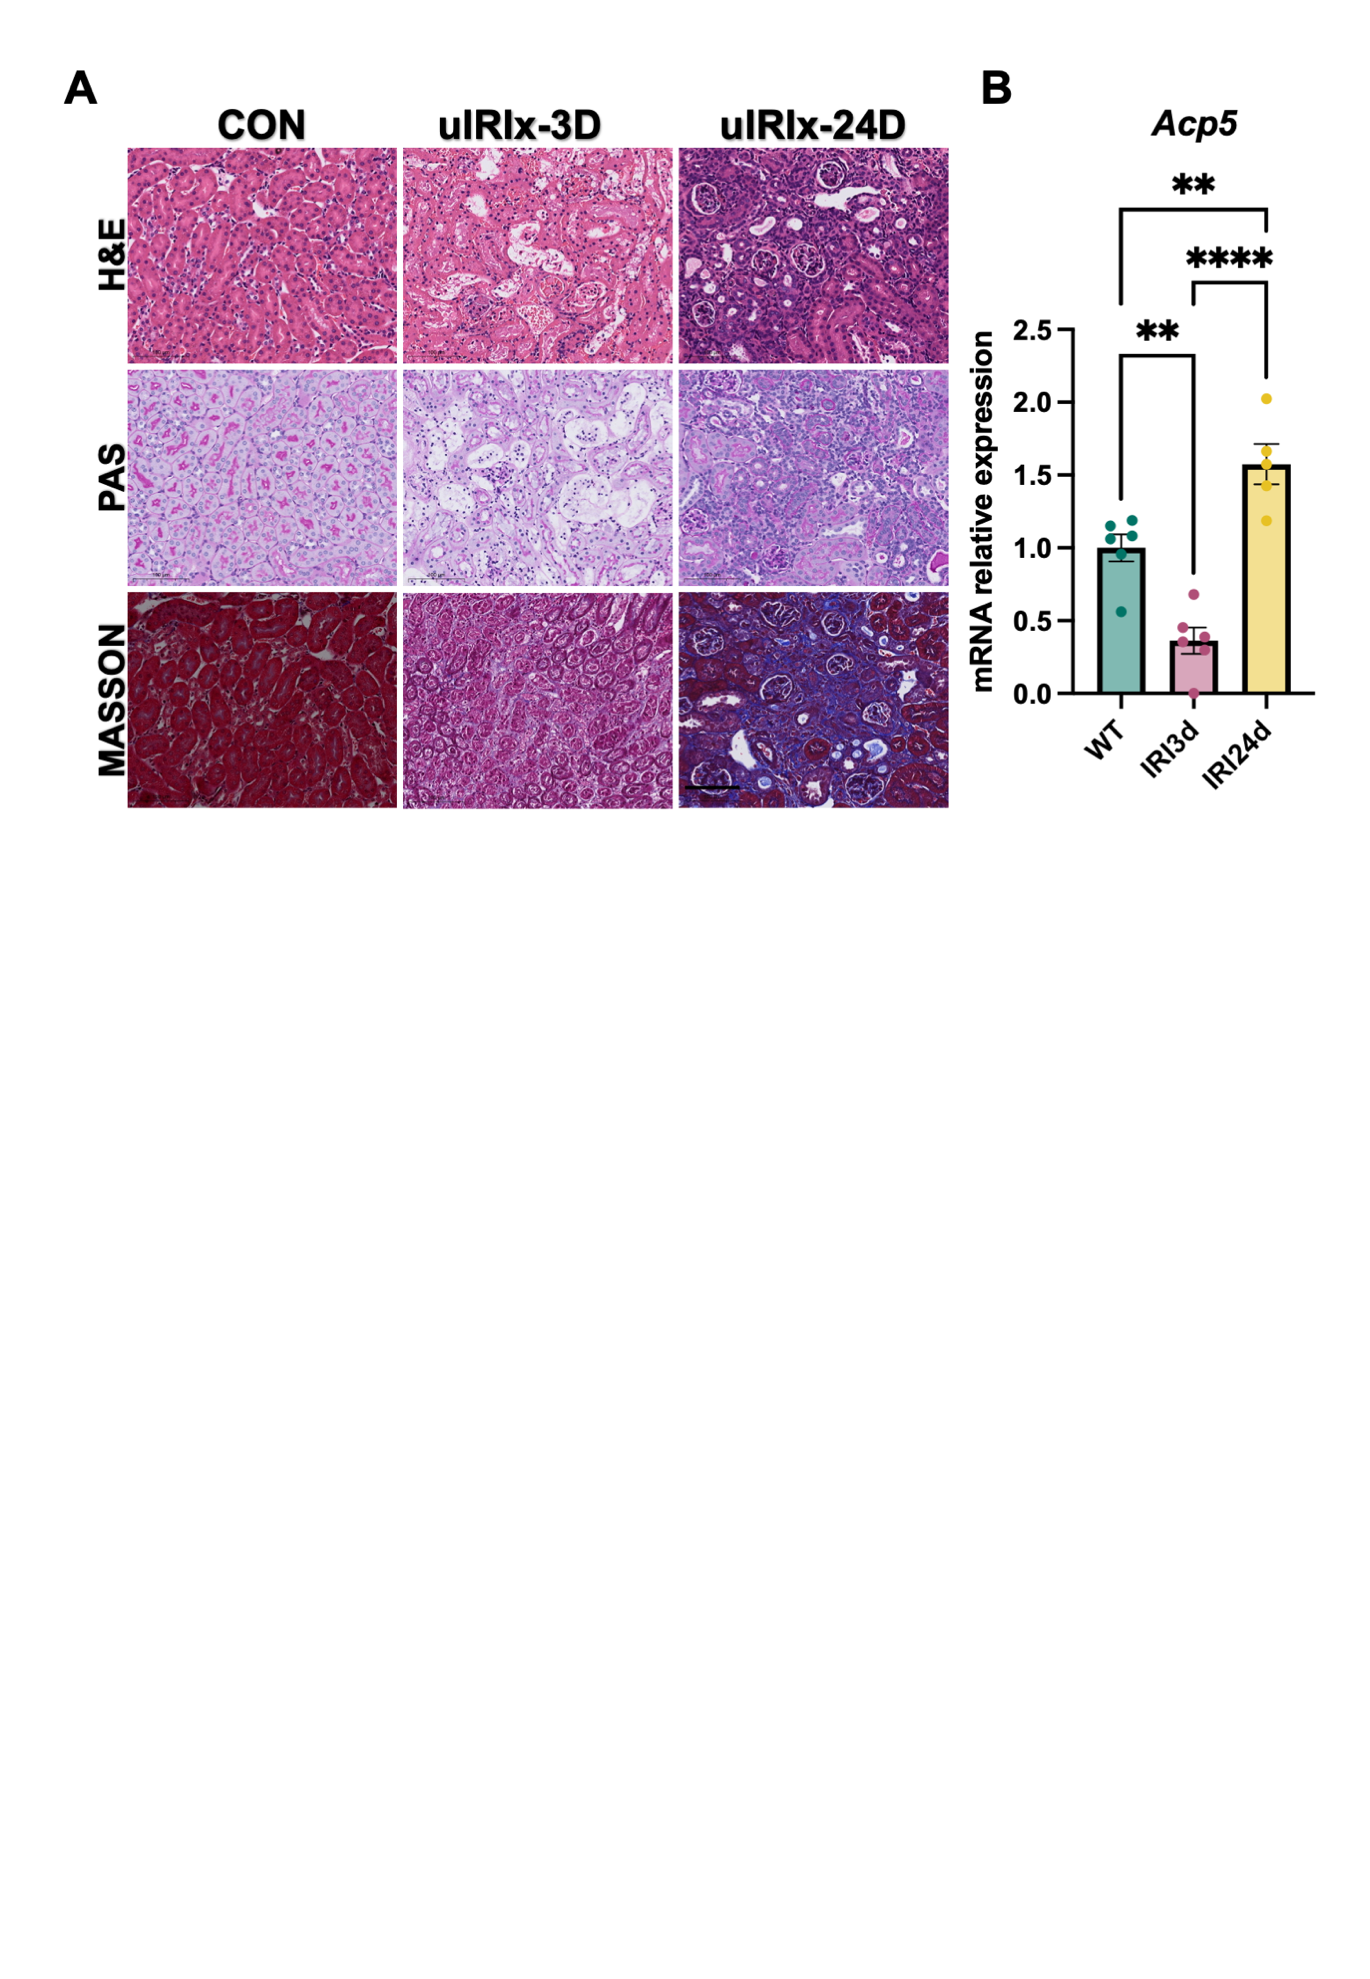
**

**Figure S5. Histopathology and TRAP5/ACP5 expression over time in the uIRIx**

(**a**) Representative kidney sections from control (CON), uIRIx with at day 3 (uIRIx-3D, acute phase) and day 24 (uIRIx-24D, chronic phase). Stains: H&E (top), PAS (middle), and Masson’s trichrome (bottom). uIRIx-3D shows acute tubular injury and brush-border loss, whereas uIRIx-24D exhibits prominent interstitial fibrosis. Scale bars, 100 μm. (**b**) Relative *Acp5* mRNA expression by qPCR in kidneys from CON, uIRIx-3D, and uIRIx-24D groups. n=5-6 per group. Data are shown as mean ± SEM. Significance was assessed by one-way ANOVA with multiple comparisons; ***P* < 0.01, *****P* < 0.0001.

**
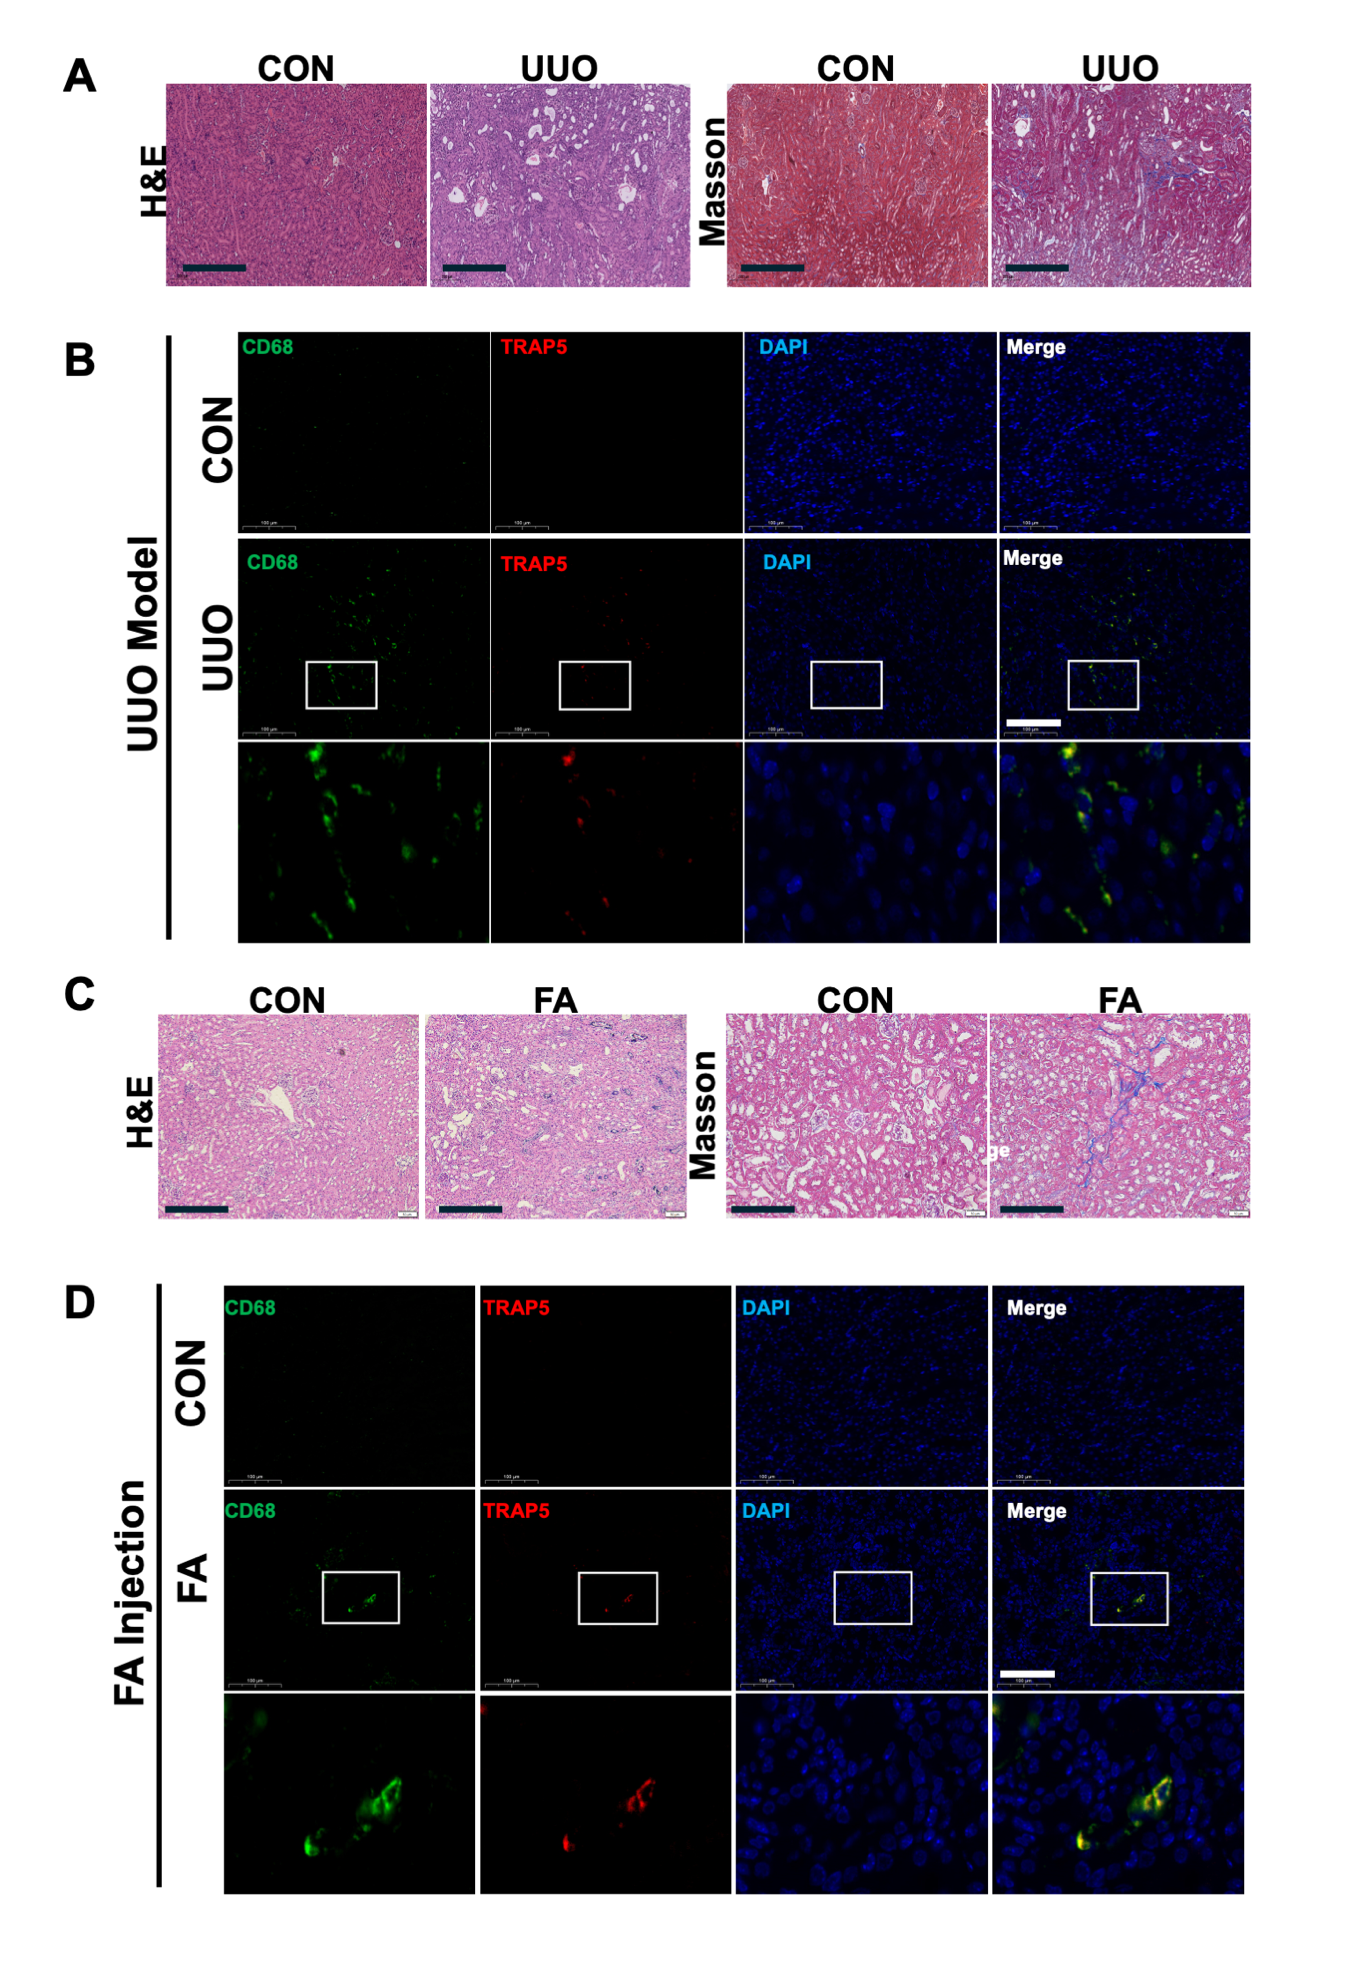
**

**Figure S6. TRAP5⁺ macrophages in UUO and folic-acid induced nephropathy**

(**a**)Representative histology from contralateral (CON) and unilateral ureteral obstruction (UUO) kidneys. H&E (left) shows tubular injury and dilation in UUO; Masson’s trichrome (right) highlights marked interstitial collagen deposition in UUO compared with CON. Scale bars, 100µm. (**b**) Immunofluorescence of UUO kidneys showing macrophages (CD68, green) and TRAP5 (red) with nuclear counterstain (DAPI, blue). Merged images reveal CD68⁺ TRAP5⁺ cells (yellow). Boxes indicate regions enlarged in the bottom panels. Scale bars, 100µm. (**c**) Representative histology from folic-acid (FA)–induced kidney injury versus CON. H&E demonstrates tubular injuries; Masson’s trichrome shows increased interstitial fibrosis after FA. Scale bars, 50µm. (**d**) Immunofluorescence of FA kidneys stained for CD68 (green), TRAP5 (red), and DAPI (blue). Co-localization (yellow) indicates TRAP5 expression in macrophages. Boxed areas are shown enlarged below. Scale bar, 100µm.

**
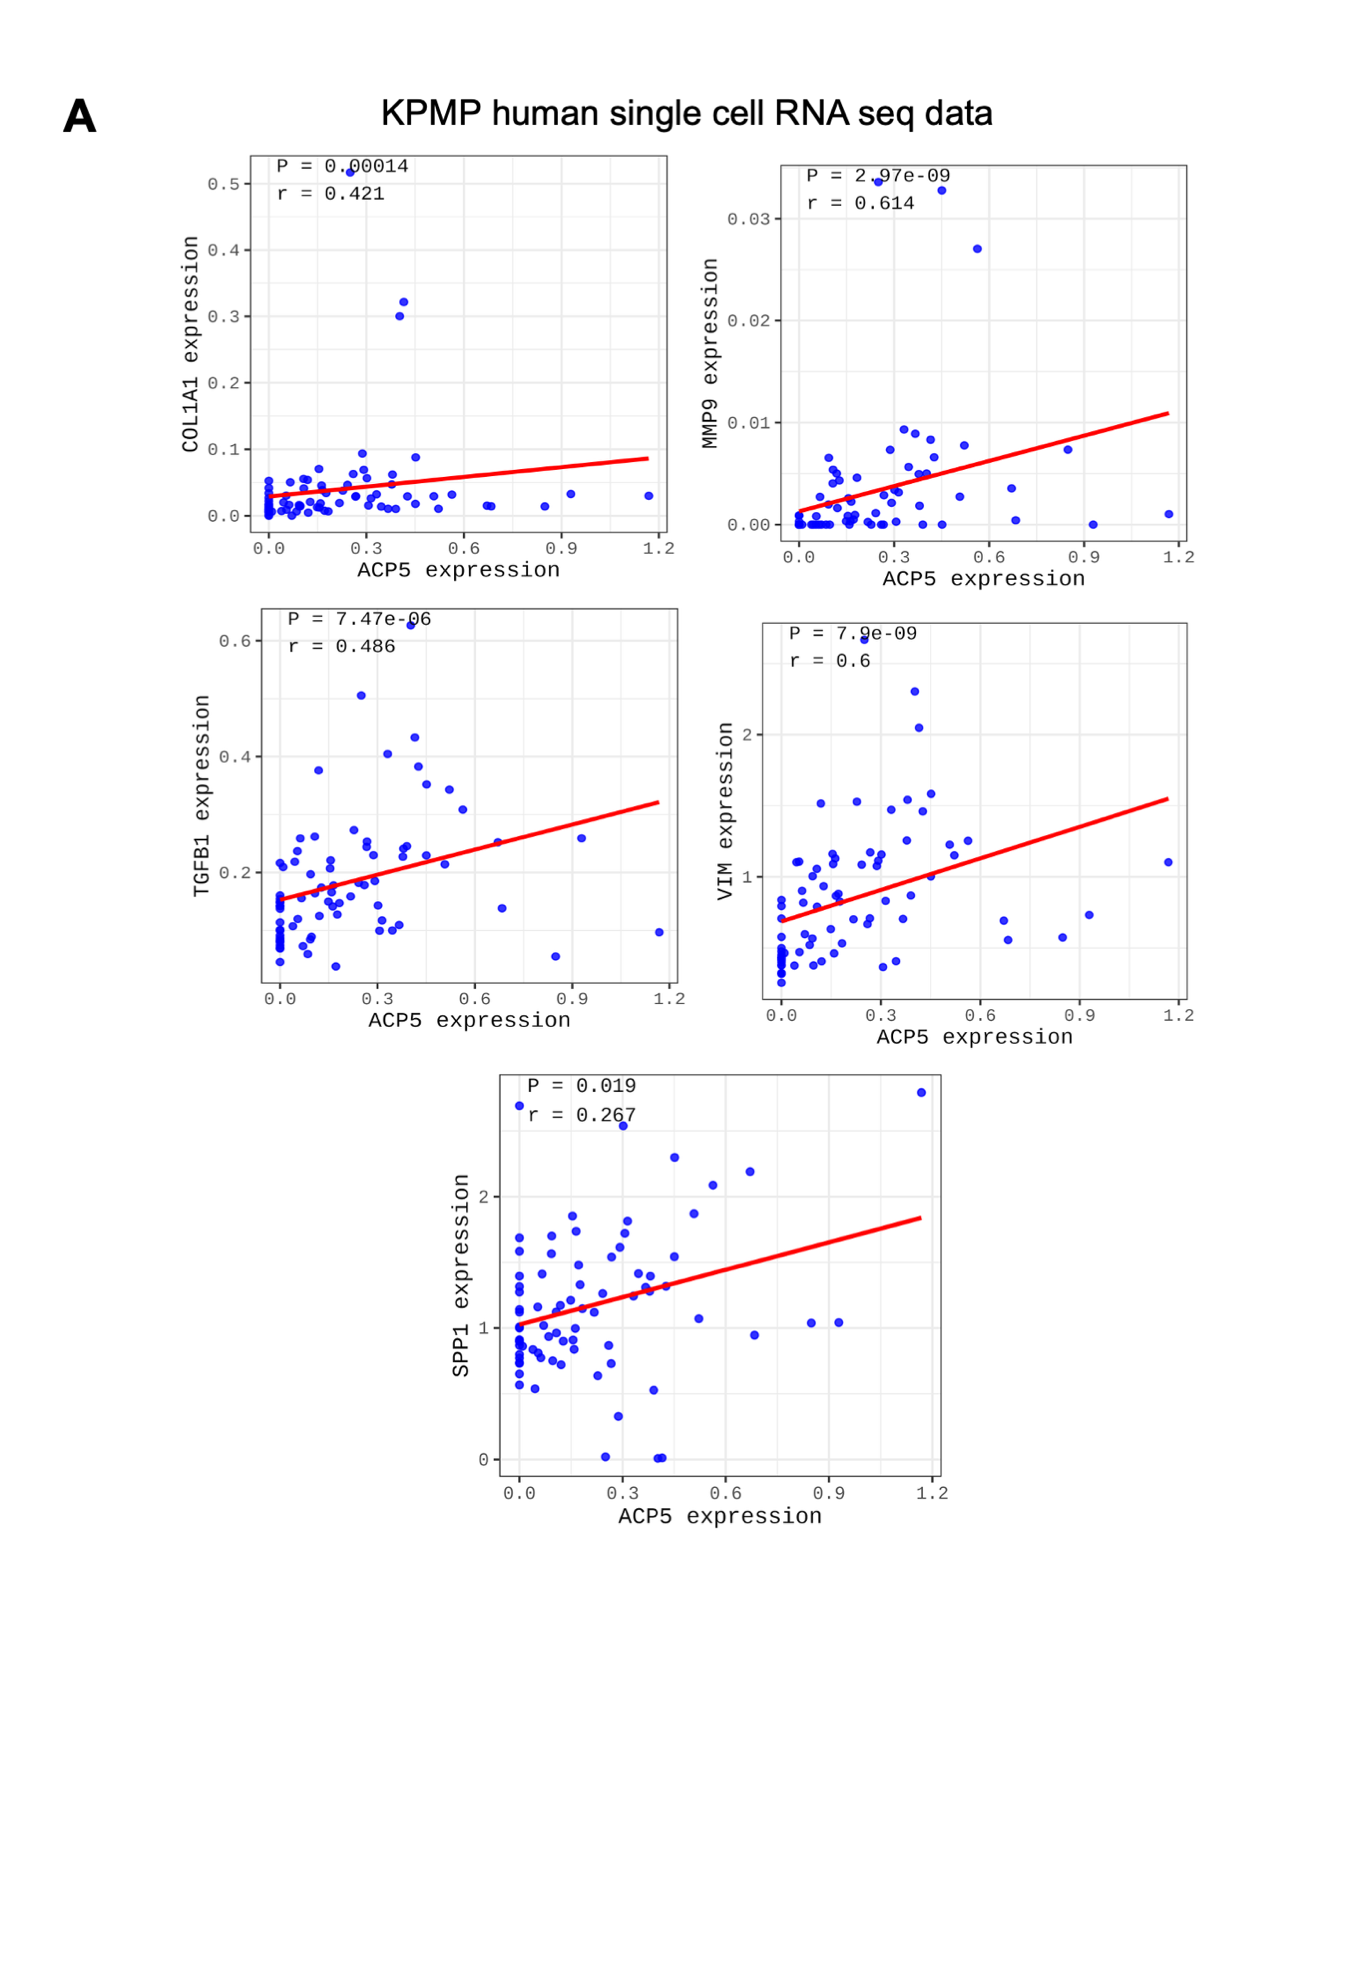
**

**Figure S7 Correlation between macrophage ACP5 expression and fibrotic/injury markers in human kidney single-cell RNA-seq data (KPMP)**

(a) Scatter plots showing sample-level relationships between macrophage *ACP5* expression (x-axis) and expression of *COL1A1*, *MMP9*, *TGFB1*, *VIM*, and *SPP1* (y-axis) in the KPMP human kidney single-cell RNA-seq dataset, which includes control, AKI and CKD samples. For each kidney, mean ACP5 expression was calculated from annotated macrophage clusters, and mean expression of the indicated genes was calculated across all cells. Each dot represents one kidney sample; red lines indicate linear regression fits. Spearman correlation coefficients (r) and P values are shown in each panel.

**
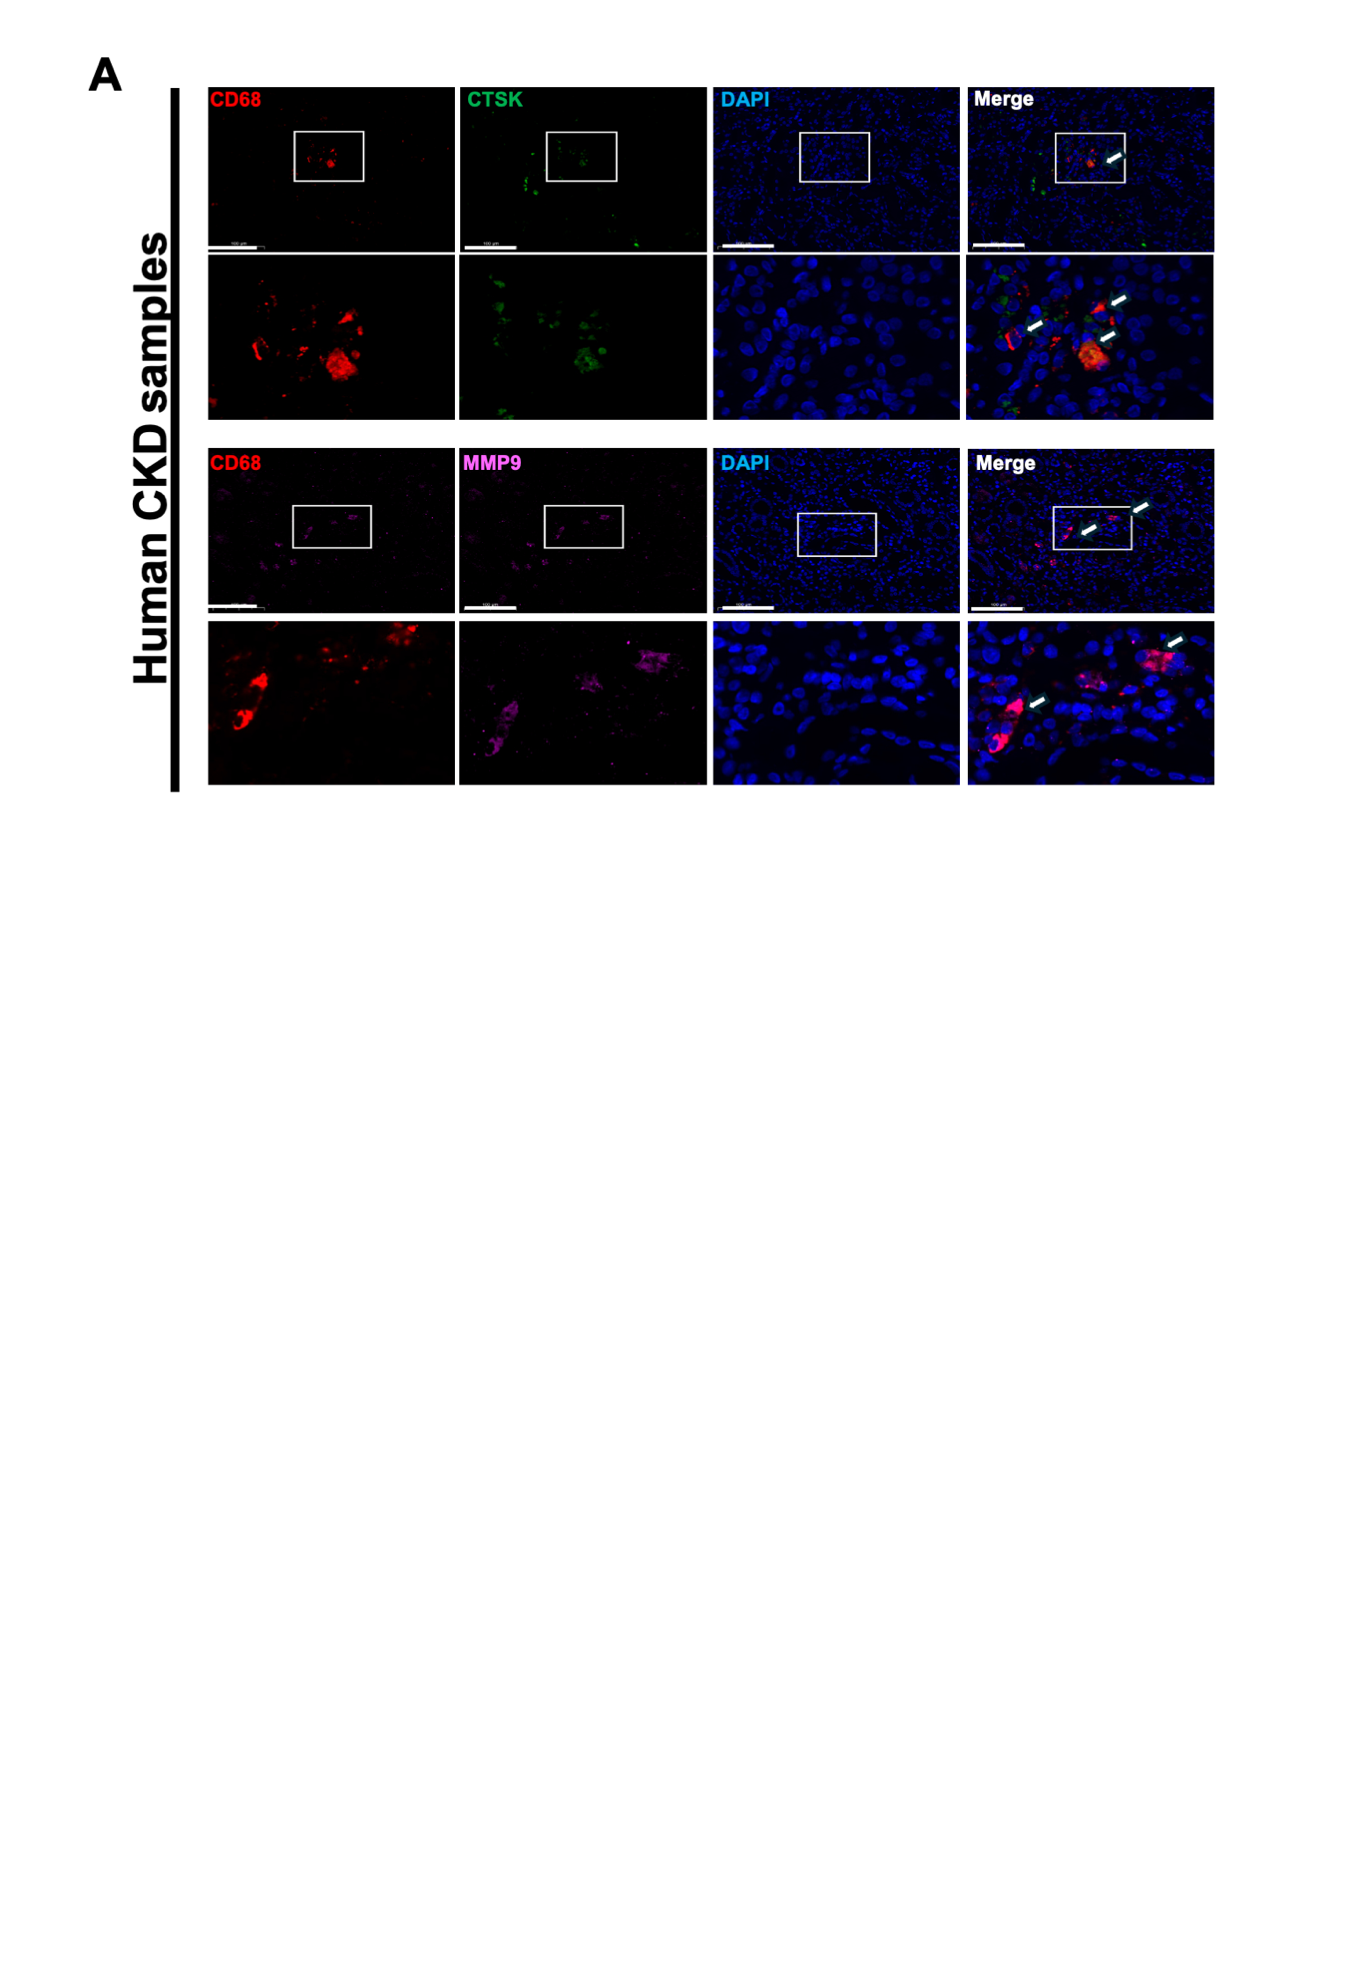
**

**Figure S8. CTSK and MMP9 co-localize with CD68⁺ macrophages in human CKD kidneys**

(**a**)Representative immunofluorescence images from human CKD renal biopsies. Upper row: CD68 (red), CTSK (green), and DAPI (blue); lower row: CD68 (red), MMP9 (magenta), and DAPI (blue). Merged images show CD68⁺ macrophages co-expressing CTSK (yellow overlap) or MMP9 (magenta overlap). White boxes indicate regions enlarged below; arrows highlight double-positive cells. Scale bars, 100 µm.

**
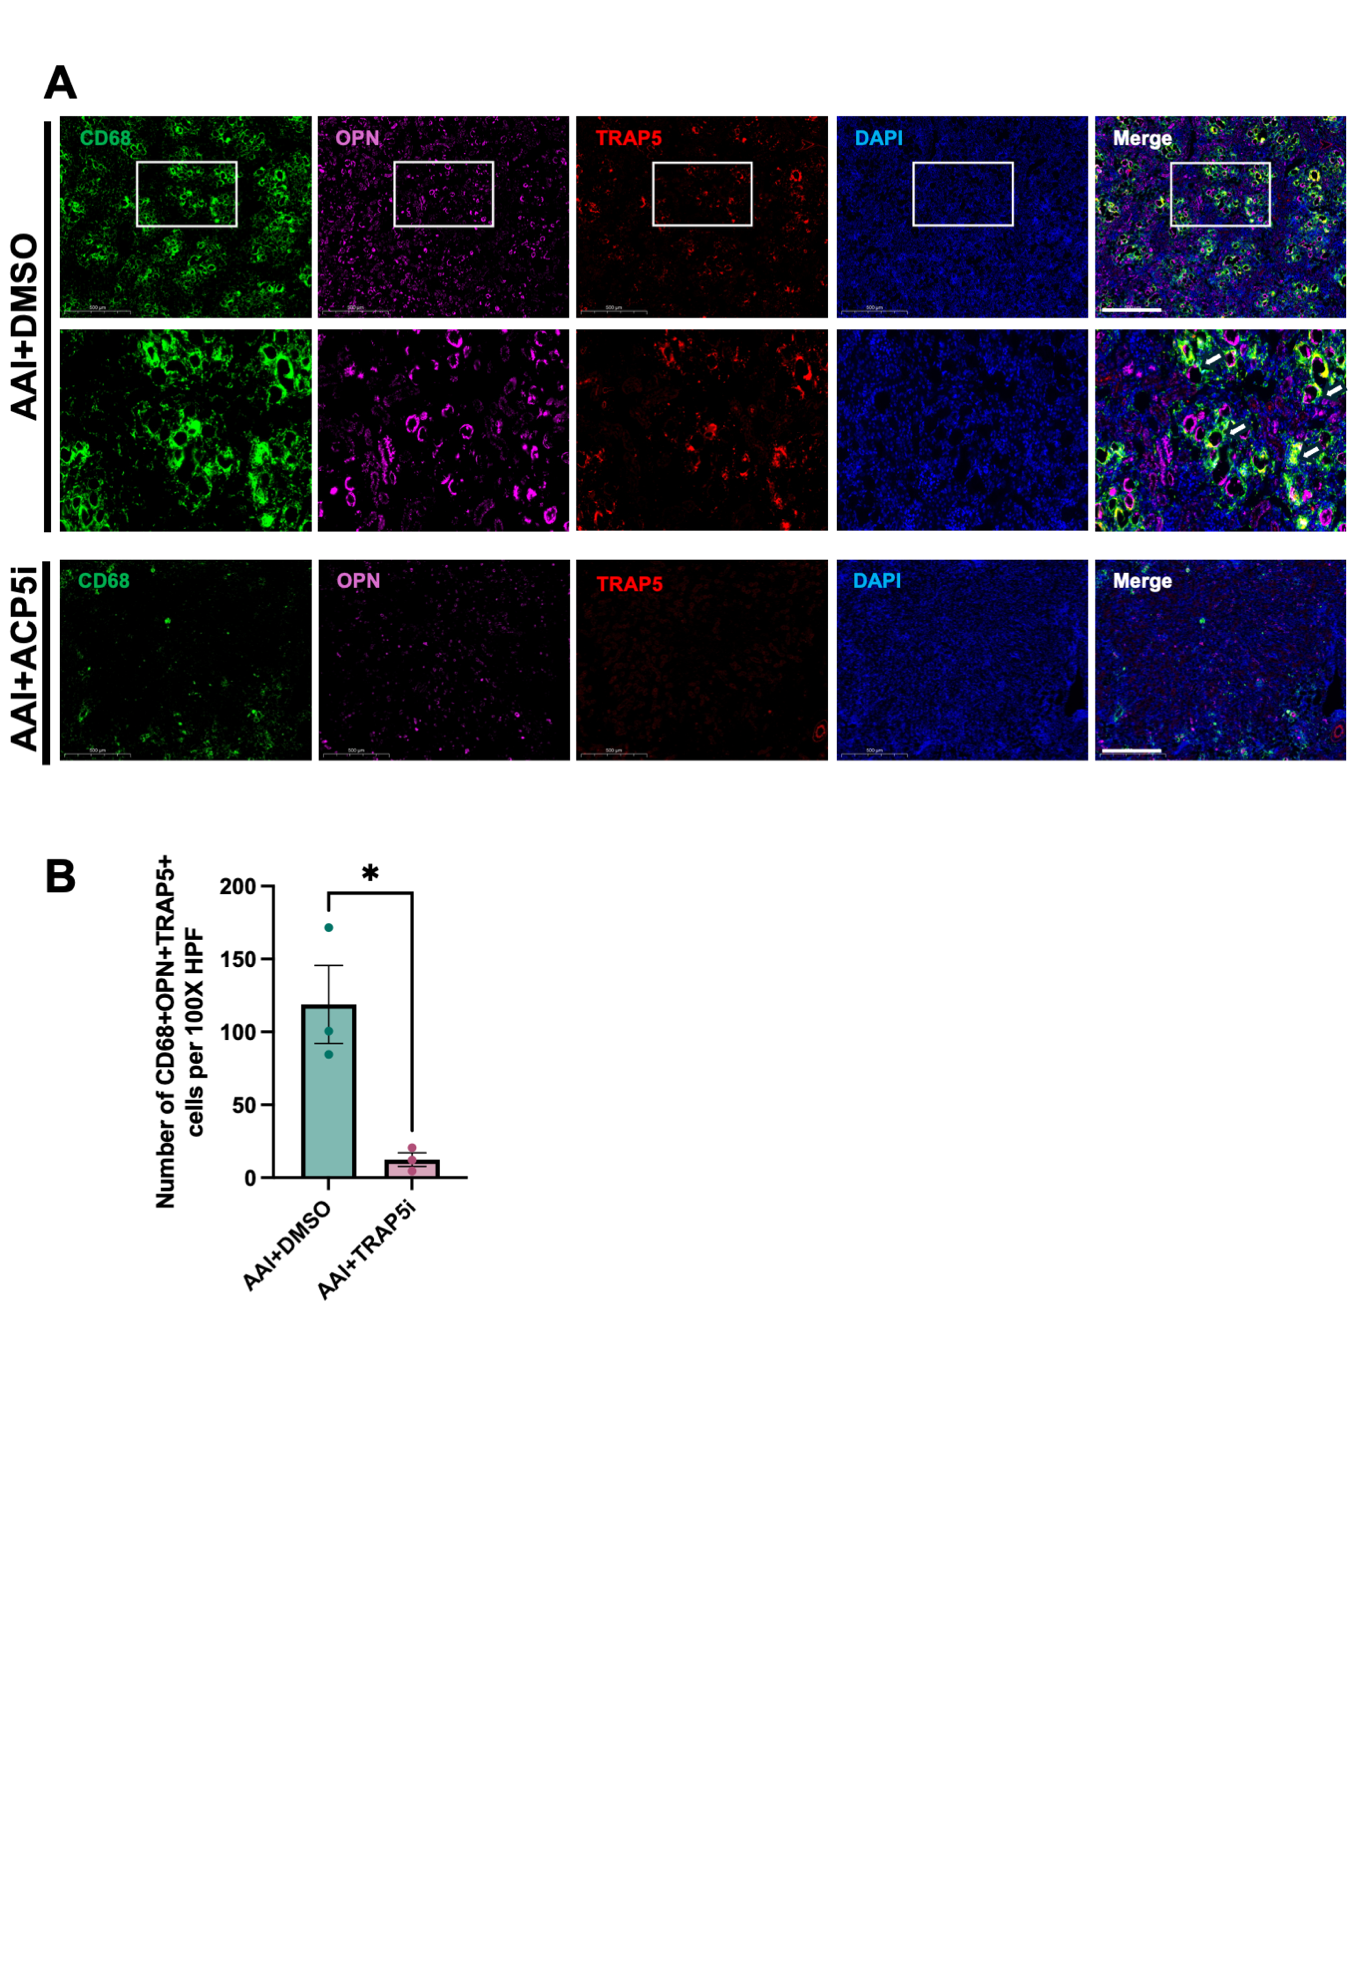
**

**Figure S9. TRAP5 inhibition reduces OPN⁺TRAP5⁺ macrophages in AAI-induced AKI–to–CKD kidneys**

(**a**)Representative immunofluorescence staining for CD68 (green), OPN (magenta), TRAP5 (red) and nuclei (DAPI, blue) in kidneys from AAI-treated mice receiving vehicle (AAI + DMSO, top two rows) or TRAP5 inhibitor (AAI + TRAP5i, bottom row). In the AAI + DMSO group, CD68⁺ macrophages in the interstitium show strong OPN and TRAP5 signals, with the merged image highlighting clusters of OPN⁺TRAP5⁺ CD68⁺ scar-associated macrophages (enlarged views in the second row). In contrast, AAI + TRAP5i kidneys display markedly reduced OPN and TRAP5 staining within CD68⁺ cells, consistent with disruption of the OPN–TRAP5 axis by TRAP5 inhibition. Scale bars, 500 µm. (**b**) Quantification of CD68⁺OPN⁺TRAP5⁺ cells per 100× high-power field (HPF) in kidneys from AAI + DMSO and AAI + TRAP5i groups (n = 3 mice per group). Each dot represents one mouse; bars indicate mean ± SEM. Statistical significance was assessed by unpaired t-test (*P* < 0.05).

**
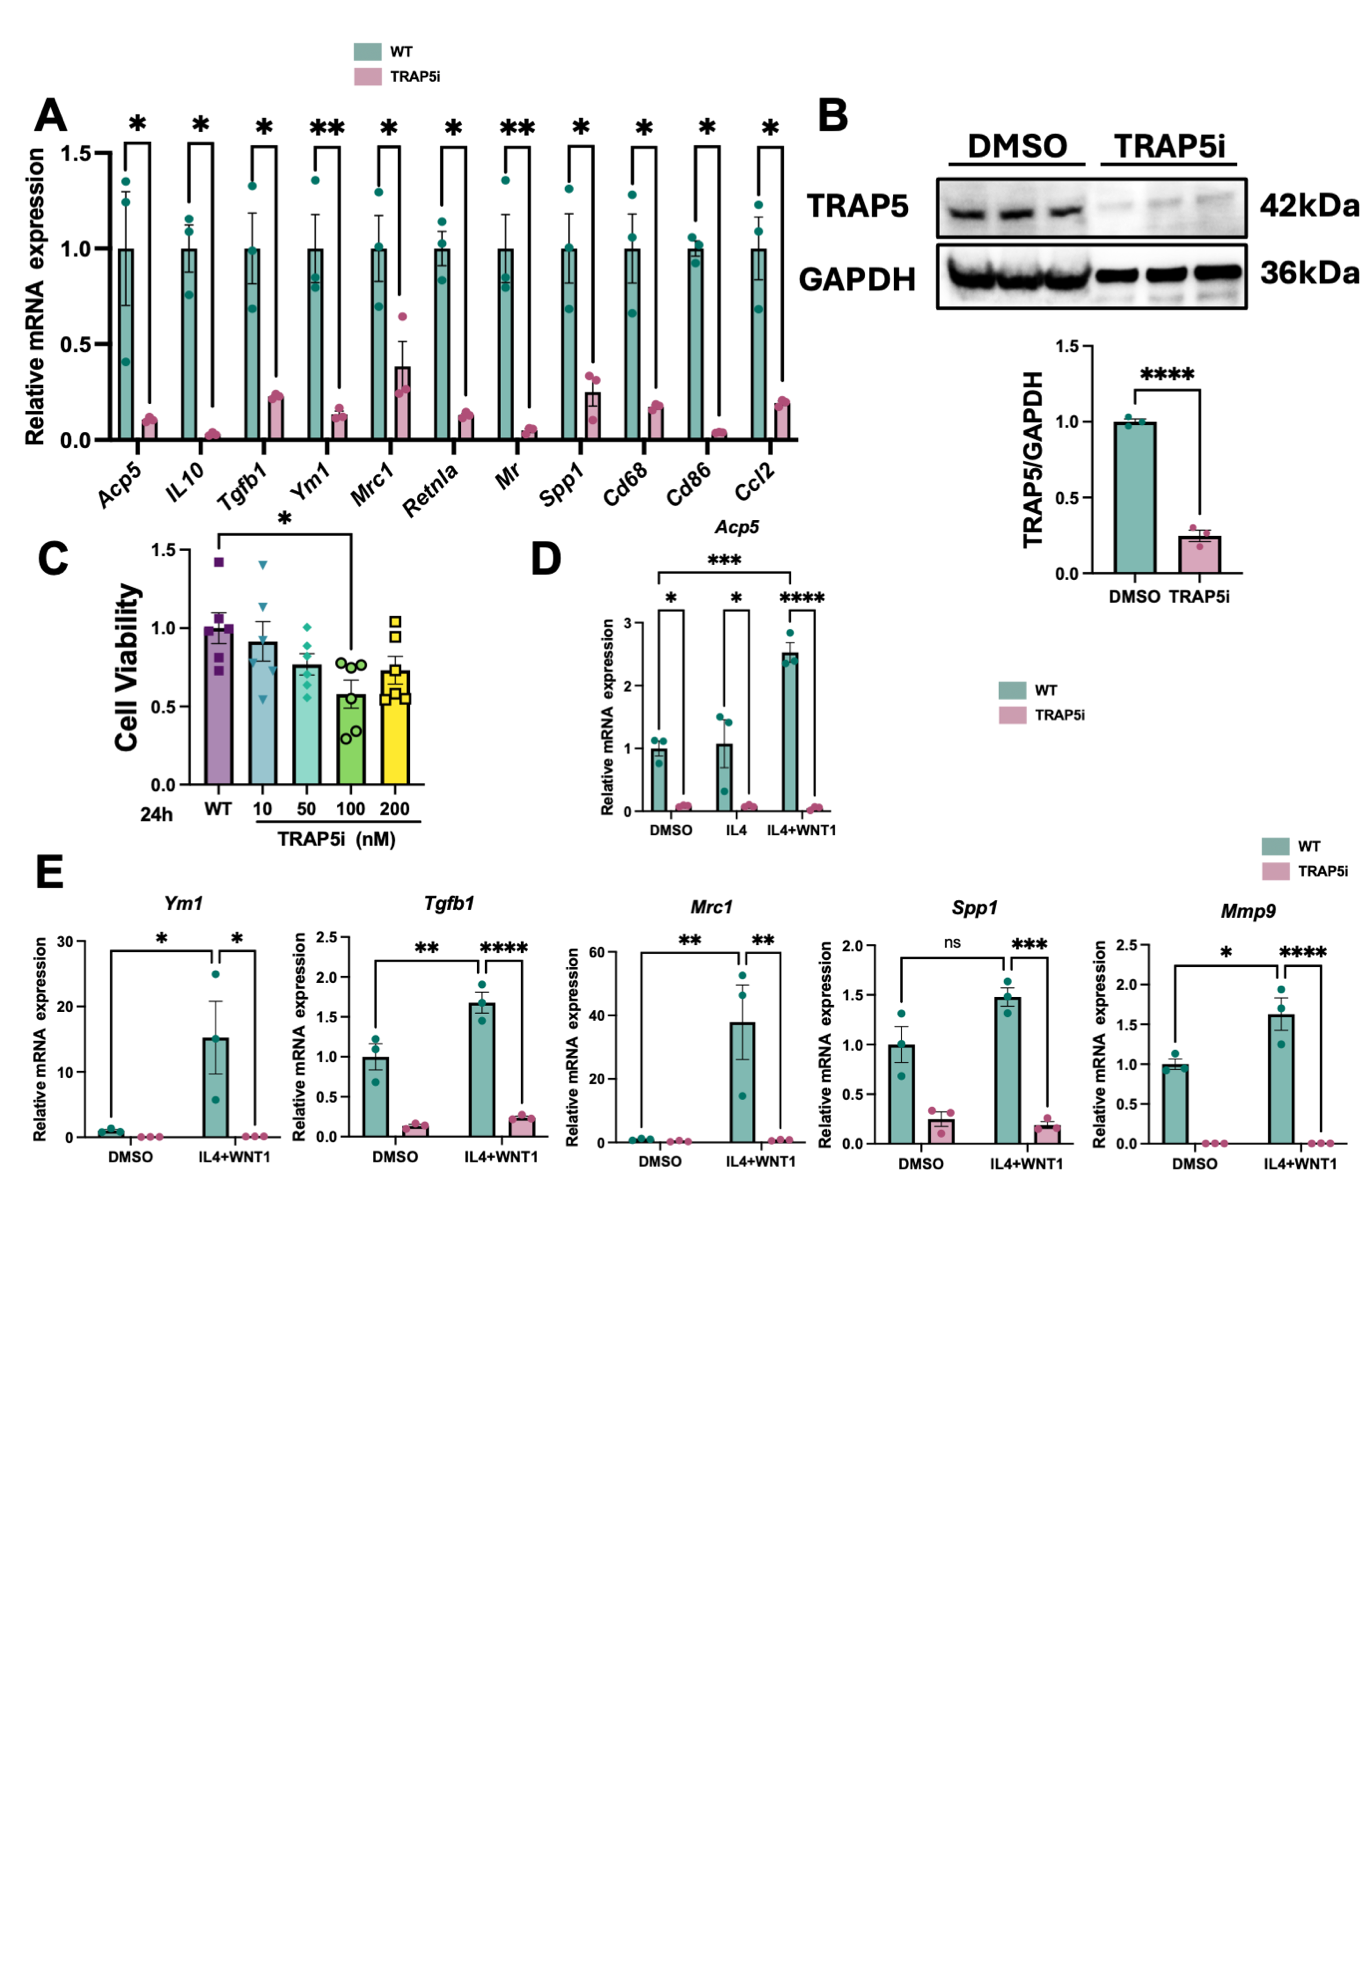
Figure S10. TRAP5 activity sustains IL-4/WNT1–driven alternative macrophage activation**

(**a**)qPCR for *Acp5* and polarization genes (*Il10*, *Tgfb1*, *Ym1*, *Mrc1*, *Retnla*, *Mr*, *Spp1*, *Cd68*, *Cd86*, *Ccl2*) in BMDMs stimulated with TRAP5 inhibitor (TRAP5i) for 24 h (n=3 independent experiments per group). (**b**) Immunoblot for TRAP5 in BMDMs treated as in (**a**), with densitometric quantification normalized to GAPDH showing reduced TRAP5 protein after TRAP5i (n=3 independent experiments per group). (**c**) Cell viability after 24h exposure to TRAP5i in a dose dependent manner (n=6 independent experiments per group). (**d**) *Acp5* mRNA induction by IL-4 alone versus IL-4 + WNT1, relative to DMSO control (n=3 independent experiments per group). (**e**) qPCR confirming that IL-4 + WNT1 upregulates M2 polarized genes (*Ym1*, *Tgfb1*, *Mrc1*, *Spp1*, *Mmp9*) and TRAP5i attenuates these responses(n=3 independent experiments per group). Data are presented as mean ± SEM. Group comparisons in (**a**) and (**b**) were analyzed by unpaired two-tailed Student’s t-test; (**c**) by one-way ANOVA; and (**d**) and (**e**) by two-way ANOVA, each followed by appropriate multiple-comparisons testing (**P* < 0.05, ***P* < 0.01, ****P* < 0.001, *****P* < 0.0001).

How the deposited data were processed for this re-analysis (not part of the article)

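The files hold raw UMI counts per gene and barcode, as deposited: per the file headers of the AKI and CKD libraries the authors made them with Cell Ranger, and the control's file names no software. All values are whole numbers, which does not show whether free RNA was removed. The methods and the file headers name different Cell Ranger versions. All 5 libraries list the same genes in the same order. The columns of gene name and identifier are exchanged in the control's list of genes, and were read accordingly.

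Total UMIs were 114052330 in CON 1, 91829909 in AKI 1, 90028670 in AKI 2, 121316769 in CKD 1 and 96860474 in CKD 2. Barcodes with more than 30% mitochondrial UMIs or fewer than 200 genes were left out, and genes seen in fewer than 3 cells. The cells with the highest Scrublet doublet scores were removed at 0.8% per 1000 cells. CellBender, scDblFinder and scVI, which the study used, were not run, and neither were Slingshot, Monocle3, CellChat, pySCENIC and scFEA.

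Counts were scaled to 10000 per cell and logged. Kidney cells were clustered from 8000 highly variable genes, 50 principal components, 15 neighbours and Leiden resolution 1. A cluster took a class's name with at least 3 markers at 2 times the other cells and in 10% of its cells, and was called mixed where markers of other lineages reached 0.5 of their mean. Macrophages were clustered again from 2000 genes, 30 components corrected between libraries and resolution 0.4, without the study's 16 subset markers. A subcluster took a subset's name with at least 3 markers at 1.25 times the other macrophages and in 10% of its cells. The random seed was 7.

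Counts were summed per library and class over at least 20 cells and tested two-sided in edgeR (quasi-likelihood, TMM factors), with adjusted p under 0.05 as the threshold. SM-like and other macrophages were compared with library as a block. Gene lists, 31 in all, were tested with camera of limma at a preset correlation of 0.01 and with an estimated one. With an estimated correlation camera takes its degrees of freedom from the few libraries, so that hardly any list could pass. Shares of cells were tested in edgeR on cell counts. Genes named with test values are those the paper names, the 10 with the largest change in each direction among those past the threshold with a mean log2 CPM of at least 5 and the same sign in every library or pair of libraries, and from each list up to 4 members with the smallest adjusted p, or else its 2 most abundant. Gene models without a name were counted and not named.

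Alternatives changed the doublet rule, the limits on mitochondrial UMIs and genes, the number of variable genes, the resolutions, the correction between libraries, the normalization, the filter, the test (DESeq2), the block, the thinning and the pseudocount, and left out each library in turn. For proximal tubule genes only the normalization, the filter, the test, the block and the left-out library were changed. On simulated counts with 200 changed genes at a dispersion of 0.05, the same edgeR test recovered 25 of 100 genes changed by a log2 of 1 and 91 of 100 changed by 2 for CKD against AKI macrophages, 32 of 100 genes changed by a log2 of 1 and 97 of 100 changed by 2 for proximal tubules and 51 of 100 genes changed by a log2 of 1 and 99 of 100 changed by 2 for SM-like against other macrophages, with 3, 7 and 6 false calls in the same order.

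The software was Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

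The paper prints its numbers of cells and of genes with a space inside, and these are left out of the table of paired values for that reason alone. Here 53718 cells and 22073 genes were analysed, more of both than in the paper.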

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

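The tests on several cells per droplet, free RNA, repeated barcodes, the macrophages' own programme and the share of mixed cells in CKD 2 were chosen only after the result was seen, and those on bone, mitochondrial share, the SM-like share, tubular RNA and dissociation were not.

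Signals at least in part outside the genes and cells the paper discusses are listed first. Of 20 osteoclast genes other than the study's 4, 18 were higher in CKD than in AKI macrophages, and 12 of 12 cell cycle genes were. The osteoclast list includes Nfatc1 and Jdp2, which the paper assigns to SM from these samples. Neither list passed camera with an estimated correlation, which with so few libraries could hardly pass any list. Without the SM-like cluster 1 of 16 osteoclast genes was higher and 2 lower, and 10 cell cycle genes were higher. In the control, 105 barcodes repeated a barcode of CKD 2 with under 0.1 of its UMIs. Clusters of mixed profile held 42.08% of the cells of CKD 1. In proximal tubular cells, which the paper did not compare, 87 genes were higher in CKD than in AKI and 65 lower, which became 49 and 44 without AKI 1, 16 and 18 without AKI 2 and 234 and 177 without CKD 1.

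Osteoclast genes such as Ocstamp, Dcstamp and Oscar mark the SM-like cells of the CKD libraries. Markers of bone, cartilage and marrow over all cells were 0.2315 times as high in the lowest CKD as in the highest AKI library, and Acp5, Ctsk and Ocstamp were at least 89.78 times as high in SM-like as in T cells of the CKD libraries, which argues against bone in the tissue and free RNA. Of the SM-like cluster in CON 1, 92.31% of cells carry a barcode of that cluster in a CKD library, so RNA carried over may account for these control cells, while 0 of 12 in AKI do (upper limit 26.5%). Doublets stay open: with none removed the score marked 1.215 times the share in SM-like as in other macrophages (6.69% against 5.50%), between the limits set. A programme of the macrophages themselves cannot be told apart from a rise in part of the libraries. The list's lowest median log2 ratio was -0.01812, in AKI 1, where its standard error was 0.175. The ratio was 0.04 in CON 1 (standard error 0.274), 0.74 in AKI 2 and 2.09 and 2.32 in CKD. The adjusted p was 0.28 by camera with an estimated correlation, which so few libraries could hardly bring under the threshold. The allowance for the standard error in AKI 1 was added after the value was seen.

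Mixed profiles take up much of CKD 1, where one of the clusters carries Acp5, Ctsk and Mmp9. The median UMIs of mixed cells were 0.5239 of those of named cells (2422 against 4623), and their mitochondrial share was 2.403 times as high, so free RNA in droplets with few UMIs and damaged cells may both account for them. The doublet score marked 4.469 times the share of named cells (26.7% against 5.98%), but droplets with several cells would hold more UMIs, so doublets are argued against as the whole cause and not as a part of it. The condition as such is argued against by CKD 2, with 0.5921% of such cells.

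Gene changes between CKD and AKI macrophages were set against the SM-like share, tubular RNA and dissociation. The median log2 fold change of Acp5, Ctsk and Mmp9 was 5.25 over all macrophages, 0.5071 without the SM-like cluster and 4.17 outside the SM-like subclusters. The first removal met the fall set beforehand. The second left in the unnamed cell cycle subcluster, with Acp5 at 1403, Ctsk at 769 and Mmp9 at 537 CPM and 170 and 92 cells of CKD 1 and CKD 2. A larger share of SM-like cells cannot be told apart from a change within the cells, since the removals differ and each takes out cells named by these genes. Tubular transcripts had a median log2 fold change of -0.1677, of -1.38 without CKD 1 and of 0.58 without CKD 2, so tubular RNA in CKD macrophages cannot be told apart from its absence, as the 2 CKD libraries differ in sign. The second removal and these left-out libraries were added after the values were seen. A lower yield of stress genes in the dissociation cannot be told apart from a change in the tissue, since phase and preparation coincide: these genes had a median of -1.312, with an adjusted p of 0.41 with an estimated correlation.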

How the results depend on the processing

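Some alternatives were chosen after seeing the data. They leave out the SM-like cluster, the mixed clusters or the control cells with under 0.1 of the UMIs of their barcode in CKD 2. Others of them use macrophages outside the SM-like subclusters, or set the atlas's SM-like cluster against the other macrophages. For the changes below the cause was not tested.

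The SM-like share of macrophages kept its rise and its call under all alternatives run (2.24 to 7.15; 2.38 with the replicate block and 7.15 with no correction). The macrophage share (CKD against AKI, log2 -0.36, not called) was 0.011 with Scrublet's own automatic threshold, 0.35 with Harmony, 0.049 with mixed clusters out of the total and 0.076 with their names kept; the immune share was 0.047 with mixed clusters out of the total. The AM-like share (AKI against CON) was -0.60 with the automatic threshold, -0.22 with cells under 500 genes left out, -0.51 with Harmony and -0.31 with mixed names kept. The IM-like share was 0.32 with the markers kept in, 0.36 without the shared barcodes, and over 1.5 times its value of 0.42 under 9 of 16 alternatives (1.90 to 3.23).

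Macrophage genes (CKD against AKI) numbered 66 higher and 85 lower without the SM-like cluster, 455 higher and 450 lower outside the SM-like subclusters, 2634 higher and 2625 lower at an adjusted p under 0.05 with no minimum fold change, and 519 higher with Harmony. Genes of SM-like cells numbered 3 higher and 44 lower with no block, 1157 higher and 1757 lower with the automatic threshold, 791 higher and 1308 lower with no doublets removed, 708 higher with cells over 15% mitochondrial left out, 659 higher and 1364 lower with those under 500 genes left out, 691 higher and 1352 lower at resolution 2, 891 higher and 1584 lower with Harmony, 2632 higher and 2884 lower with no correction and 2798 higher and 3202 lower with the atlas cluster. Proximal tubule genes numbered 323 higher and 325 lower with no filter. Gene lists numbered 0 higher and 0 lower by camera with an estimated correlation (7 and 11 with its preset; edgeR and DESeq2 counts are given per list), and 7 lower without the SM-like cluster. The share of macrophages with an Acp5 UMI rose by 15.6 points not thinned. Among the genes named in the text, Acp5 (-0.34), Nfatc1 (-0.24) and Ctsk against other cells (-0.96) turned without the SM-like cluster. Spp1 in SM-like cells turned with the atlas cluster (-0.29).

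Leaving out 1 library gave -0.63 to -0.04 for the macrophage share, -0.90 to 0.21 for the immune share, -0.75 to -0.70 for AM-like, 0.38 to 0.46 for IM-like, 460 to 877 higher and 569 to 1151 lower macrophage genes, 46 to 467 and 247 to 843 SM-like genes, 16 to 234 and 18 to 177 proximal tubule genes. A lone library is then assumed to vary like the other groups. The single genes named in the text were followed over the alternatives, and other genes were not counted here. SM-like against other macrophages gave 492 values that kept direction and call, 51 that lost the call, 26 that gained it and 1 turned. CKD against AKI macrophages gave 556, 18, 0 and 2. No cluster was named Mono, so Macro and Mono together held the same cells as Macro alone and changed nothing. The SM-like sums of AKI 1 and AKI 2 were smaller, with 562066 and 1147564 UMIs from 47 and 83 cells. Those of CKD 1 and CKD 2 held 6333008 and 6783833 UMIs from 438 and 223 cells.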

Differences from the paper's values

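Clusters of kidney cells numbered 18 in the paper, which calls them cell-type clusters, and 41 here before naming. Once named they made 15 classes here, and 15 to 16 under the alternatives, which is the nearer count to set beside the paper's. Of the alternatives set before the data were examined none brings the clusters to 18: they gave 42 with Scrublet's own automatic threshold, 43 with no doublets removed, 41 with cells over 15% mitochondrial left out, 41 with cells under 500 genes left out, 42 with 3000 highly variable genes, 56 at resolution 2 and 34 with Harmony. The paper's numbers of cells and genes, which it prints with a space inside the number, are left out of the paired values for that reason alone. More cells (53718) and more genes (22073) were analysed here than in the paper, and with no doublets removed or the automatic threshold the cells exceeded the paper's by more than 1.5 times (60043 and 59883).

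The paper states that the immune share, above all that of macrophages, rises from AKI to CKD. Here the log2 ratio was -0.24 for immune cells and -0.36 for macrophages. It was above 0 for macrophages with Scrublet's own automatic threshold (0.011) and Harmony (0.35), for immune cells without CKD 1 (0.21), and for both with mixed clusters left out of the total, chosen after seeing the values (0.049 and 0.047), in no case past the threshold.

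The paper states that Spp1 rises with Acp5, Ctsk and Mmp9 in CKD macrophages and in SM. Acp5, Ctsk and Mmp9 were higher here in both comparisons, which is fixed in part by naming cells with these genes. Spp1 had a log2 fold change of -1.09 in CKD macrophages, and in SM-like cells 0.27 (adjusted p = 0.37). It was called higher in SM-like cells with 3000 highly variable genes (adjusted p = 0.031) and with mixed clusters under their names, chosen after seeing the values (adjusted p = 0.033). T lymphocytes had 734 and 833 CPM of it in AKI and 569 and 127 in CKD, so that lower free RNA is not excluded as a cause of the lower value in CKD macrophages. The paper's tests took cells as replicates, and these take libraries. The paper also corrected for free RNA with CellBender, which was not run here. Free RNA is therefore not excluded as a part of the Spp1 values in SM-like cells or along the ordering of cells. Along the ordering of cells the paper states a rise of Spp1. From the first to the last part it went from 444 to 1515 CPM in AKI 1, from 657 to 1069 in AKI 2, from 148 to 335 in CKD 2 and from 711 to 706 in CKD 1. In AKI 1 this rise came without one of Acp5 or Mmp9, which ended at 139 and 0 CPM. In AKI 2 Spp1 fell from 1582 to 1069 CPM into the last part, where Acp5 reached 1898.

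The paper names an RM subset. No subcluster was RM-like here, except with no correction and with the markers kept in.

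The paper assigns Nfatc1 and Jdp2 to SM. Here Nfatc1 had 1.22 (adjusted p = 0.082) and Jdp2 0.93 (adjusted p = 0.069) in SM-like cells. Both were called with the atlas's SM-like cluster, chosen after seeing the values (adjusted p = 3.5e-139 and 9.1e-74). That fit has only CON 1, CKD 1 and CKD 2, and 24 of the 26 cells of CON 1 in it carry a barcode of that cluster in a CKD library, so its libraries are not independent.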

Other observations

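Proximal tubular cells, the target of aristolochic acid, were not compared by the paper between CKD and AKI. The alternatives run here did not define the class anew. It held 443 cells of AKI 1 here and 1085 with Scrublet's automatic threshold. Of the injury genes Vcam1 fell, at -2.13 (standard error 0.16, adjusted p = 1.9e-04), and Clu, at -1.40 (standard error 0.23, adjusted p = 0.015), the latter lost without AKI 1 (adjusted p = 0.090) and with DESeq2, over a range from 2.7e-13 to 0.090 over 8 alternatives. Of the transport genes Slc13a3 rose, at 1.00 (standard error 0.14, adjusted p = 0.0067), lost without AKI 2 (adjusted p = 0.14) over a range from 9.4e-07 to 0.14 over 8 alternatives, and Slc22a6, at 1.13 (standard error 0.17, adjusted p = 0.0089), lost without AKI 1 (adjusted p = 0.085) over a range from 1.4e-08 to 0.085 over 8 alternatives. The p53 target Mdm2 had 0.94 (standard error 0.16, adjusted p = 0.016), lost without AKI 1 (0.051) and AKI 2 (0.32) as adjusted p, over a range from 6.0e-06 to 0.32 over 8 alternatives. By list, tubular injury had 0 higher and 2 lower of 15 (1 and 9 when adjusted over the list alone), p53 and DNA damage 3 higher and 0 lower of 14 (7 and 0 when adjusted over the list alone), proximal tubule transport 3 higher and 0 lower of 16 (8 and 1 when adjusted over the list alone), cell cycle 2 higher and 0 lower of 12 (10 and 0 when adjusted over the list alone), inflammatory cytokines 0 higher and 5 lower of 23 (0 and 15 when adjusted over the list alone), MHC class II 0 higher and 5 lower of 8 (0 and 7 when adjusted over the list alone) and complement 1 higher and 5 lower of 12 (1 and 7 when adjusted over the list alone). Left-out libraries moved these counts: 9 injury and 10 cytokine genes were lower without CKD 1, and without AKI 1 or AKI 2 at most 2 MHC class II genes and at most 1 gene of cell cycle or of p53 passed. Of the genes that dissociation induces, 0 higher and 1 lower of 15 (0 and 10 when adjusted over the list alone) were called, with a median log2 fold change of -0.63 and 15 below 0, 10 lower without CKD 1 and none without AKI 1 or AKI 2. Phase and preparation coincide, so the lower injury and cytokine genes are not separated from a difference in preparation. The MHC class II, complement and cytokine lists move as they do in macrophages, and with them the study's scar-associated genes, 3 higher and 0 lower of 4 (3 and 1 when adjusted over the list alone), with a median log2 fold change of 2.87 (2 higher without AKI 1, AKI 2 or CKD 2, and a list chosen on these samples, so not independent evidence), and resident macrophage genes, 0 higher and 2 lower of 9 (0 and 7 when adjusted over the list alone), with a median of -0.98 and at most 1 called without AKI 1 or AKI 2, so that macrophage RNA in the droplets of tubular cells is not excluded as their source. No list passed camera with an estimated correlation, with adjusted p of at least 0.37, a test with little power for so few libraries. Of 12161 genes tested in edgeR 87 were higher and 65 lower: 49 and 44 without AKI 1, 16 and 18 without AKI 2, 234 and 177 without CKD 1 and 101 and 82 without CKD 2.

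Further lists in CKD against AKI macrophages (edgeR) gave these counts. Genes of lipid-associated macrophages (13 genes) had 3 higher and 8 lower (3 and 9 when adjusted over the list alone), and genes of infiltrating monocytes (12 genes) had 2 higher and 5 lower (2 and 5 when adjusted over the list alone). The regulatory genes the study chose (4 genes) had 1 higher and 3 lower (1 and 3 when adjusted over the list alone), and genes of p53 and DNA damage (13 genes) had 7 higher and 2 lower (7 and 3 when adjusted over the list alone). Genes of tubular injury (13 genes) had 1 higher and 6 lower (1 and 8 when adjusted over the list alone), and genes of proximal tubule transport (14 genes) had 1 higher and 0 lower (1 and 0 when adjusted over the list alone). Matrix remodelling had 5 higher and 7 lower (5 and 8 when adjusted over the list alone), and the factors the study finds higher in SM had 2 higher and 0 lower (2 and 0 when adjusted over the list alone). Without the SM-like cluster infiltrating monocytes had 4 higher and 1 lower, with a median log2 fold change of 1.14 against -0.23, lipid-associated macrophages 1 higher and 6 lower, p53 and DNA damage 10 higher and 0 lower, tubular injury 2 higher and 1 lower, matrix remodelling 1 higher and 3 lower, the regulatory genes 0 higher and 2 lower and the factors 1 higher and 0 lower. Of the transport genes 9 were lower without CKD 1 and 6 higher without CKD 2, and of the tubular injury genes 2 were lower without AKI 1, 2 without AKI 2 and 10 without CKD 1.

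The same was done for SM-like against other macrophages. Genes of lipid-associated macrophages (13 genes) had 1 higher and 3 lower (2 and 3 when adjusted over the list alone), and genes of infiltrating monocytes (12 genes) had 1 higher and 7 lower (1 and 10 when adjusted over the list alone). The regulatory genes the study chose (4 genes) had 0 by edgeR, with 0 higher and 1 lower at an unadjusted p under 0.05 and 0 by DESeq2, and genes of p53 and DNA damage (13 genes) had 0 higher and 5 lower (0 and 7 when adjusted over the list alone). Genes of tubular injury (13 genes) had 2 higher and 2 lower (2 and 2 when adjusted over the list alone), and genes of proximal tubule transport (16 genes) had 0 by edgeR, with 0 higher and 1 lower at an unadjusted p under 0.05 and 0 by DESeq2. The vacuolar ATPase (22 genes) had 4 higher and 1 lower (8 and 1 when adjusted over the list alone), and genes of lysosome and cathepsins (24 genes) had 0 higher and 4 lower (0 and 8 when adjusted over the list alone). Genes of resident macrophages (13 genes) had 0 higher and 7 lower (0 and 12 when adjusted over the list alone), and the cell cycle (12 genes) had 0 by edgeR, with 0 higher and 3 lower at an unadjusted p under 0.05 and 0 by DESeq2. Lymphocyte transcripts (9 genes) had 0 higher and 1 lower (1 and 2 when adjusted over the list alone), and neutrophil transcripts (4 genes) had 0 higher and 1 lower (0 and 1 when adjusted over the list alone). Aristolochic acid and xenobiotic enzymes (6 genes) had 0 by edgeR, with 1 higher and 1 lower at an unadjusted p under 0.05 and 0 by DESeq2. Without CKD 1 and without CKD 2 the vacuolar ATPase had 1 and 2 higher, and lipid-associated macrophages 1 and 1 lower. The lysosomal genes lost their calls in edgeR without either of them. With no term for the library, infiltrating monocytes alone of these lists held called genes (3 lower), and of the others up to 8 genes of a list passed at an unadjusted p under 0.05 and up to 4 by DESeq2.

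Swapping SM-like and other cells within libraries makes 16 splits, too few for a share under 0.05. The real one called 1272 genes, the highest other 18, and 1 split reached the real number. Genes outside the study's 16 markers could enter the clustering that separated these cells, so the real number is not independent of it.

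The library numbers of the labels were tried as a replicate block over the AKI and CKD libraries. Deviations from the group means had a correlation of 0.11 between libraries of one number in macrophages and -0.04 in proximal tubular cells, and with the block the SM-like share had a log2 ratio of 2.38.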
